# The neutrotime transcriptional signature defines a single continuum of neutrophils across biological compartments

**DOI:** 10.1038/s41467-021-22973-9

**Published:** 2021-05-17

**Authors:** Ricardo Grieshaber-Bouyer, Felix A. Radtke, Pierre Cunin, Giuseppina Stifano, Anaïs Levescot, Brinda Vijaykumar, Nathan Nelson-Maney, Rachel B. Blaustein, Paul A. Monach, Peter A. Nigrovic, ImmGen Consortium, Oscar Aguilar, Rhys Allan, Jilian Astarita, K. Frank Austen, Nora Barrett, Alev Baysoy, Christophe Benoist, Brian D. Brown, Matthew Buechler, Jason Buenrostro, Maria Acebes Casanova, Kaitavjeet Chowdhary, Marco Colonna, Ty Crowl, Tianda Deng, Fiona Desland, Maxime Dhainaut, Jiarui Ding, Claudia Dominguez, Daniel Dwyer, Michela Frascoli, Shani Gal-Oz, Ananda Goldrath, Tim Johanson, Stefan Jordan, Joonsoo Kang, Varun Kapoor, Ephraim Kenigsberg, Joel Kim, Ki wook Kim, Evgeny Kiner, Mitchell Kronenberg, Lewis Lanier, Catherine Laplace, Caleb Lareau, Andrew Leader, Jisu Lee, Assaf Magen, Barbara Maier, Alexandra Maslova, Diane Mathis, Adelle McFarland, Miriam Merad, Etienne Meunier, Paul A. Monach, Sara Mostafavi, Soren Muller, Christoph Muus, Hadas Ner-Gaon, Quyhn Nguyen, German Novakovsky, Stephen Nutt, Kayla Omilusik, Adriana Ortiz-Lopez, Mallory Paynich, Vincent Peng, Marc Potempa, Rachana Pradhan, Sara Quon, Ricardo Ramirez, Deepshika Ramanan, Gwendalyn Randolph, Aviv Regev, Samuel A. Rose, Kumba Seddu, Tal Shay, Avishai Shemesh, Justin Shyer, Christopher Smilie, Nick Spidale, Ayshwarya Subramanian, Katelyn Sylvia, Julie Tellier, Shannon Turley, Brinda Vijaykumar, Amy Wagers, Chendi Wang, Peter L. Wang, Aleksandra Wroblewska, Liang Yang, Aldrin Yim, Hideyuki Yoshida

**Keywords:** Computational biology and bioinformatics, Developmental biology, Immunogenetics, Neutrophils

## Abstract

Neutrophils are implicated in multiple homeostatic and pathological processes, but whether functional diversity requires discrete neutrophil subsets is not known. Here, we apply single-cell RNA sequencing to neutrophils from normal and inflamed mouse tissues. Whereas conventional clustering yields multiple alternative organizational structures, diffusion mapping plus RNA velocity discloses a single developmental spectrum, ordered chronologically. Termed here neutrotime, this spectrum extends from immature pre-neutrophils, largely in bone marrow, to mature neutrophils predominantly in blood and spleen. The sharpest increments in neutrotime occur during the transitions from pre-neutrophils to immature neutrophils and from mature marrow neutrophils to those in blood. Human neutrophils exhibit a similar transcriptomic pattern. Neutrophils migrating into inflamed mouse lung, peritoneum and joint maintain the core mature neutrotime signature together with new transcriptional activity that varies with site and stimulus. Together, these data identify a single developmental spectrum as the dominant organizational theme of neutrophil heterogeneity.

## Abstract (web summary)

Differentiating neutrophil functional states is difficult. Here the authors show, using single cell RNA-sequencing and trajectory analyses, that mouse neutrophils can be presented as a transcriptome continuum rather than discrete subsets, but are affected by inflammation to express distinct transcriptional states.

## Introduction

Neutrophils are important innate immune effector cells that participate in biological processes including immune defense, tissue repair, cancer, coronary artery disease, and autoimmunity^1,2^. Engagement in such a broad array of pathophysiological conditions suggests corresponding phenotypic heterogeneity. Indeed, neutrophils vary greatly with respect to nuclear morphology, granule contents, buoyancy, surface markers, and migratory, phagocytic, and suppressor functions^3^. Yet in comparison with other immune cells, subsets of neutrophils remain poorly established, at least in part because it has proven difficult to distinguish discrete subtypes of neutrophils against the complex background of differential maturation, priming and activation. It is therefore unknown whether neutrophils are best conceptualized as a mélange of subsets or as a phenotypic continuum.

The organizational structure of the neutrophil population has practical implications. Neutrophils contribute to multiple immune-driven diseases, as reflected in the efficacy of neutrophil depletion or blockade in experimental models^4–6^. However, the evolutionary conservation of neutrophils reflects their pivotal contribution to immune defense and other homeostatic functions, rendering broad-based neutralization therapeutically unappealing^3,7–11^. Neutrophil heterogeneity could provide opportunities to target pathogenic neutrophil activity, while leaving beneficial functions relatively undisturbed^12^. It is thus important to understand the ontological relationships among neutrophils with divergent phenotypes. In particular, it is essential to establish whether the neutrophil population is characterized by discrete developmental branches, driven for example by distinct transcription factors, or instead reflects a single main sequence of neutrophil maturation from which individual cells diverge as they encounter environmental exposures. Single-cell technologies have rapidly emerged as a powerful platform to examine the transcriptional landscape of thousands of cells simultaneously, offering an unbiased way to study the relationships within a population^13^. While a low amount of transcriptome renders neutrophils challenging to study using this methodology, data are emerging with respect to developing neutrophils and neutrophils from cancerous tissues^14–17^. Availability of high-resolution transcriptomic data from neutrophils from healthy donors and inflamed tissues remains limited.

Here, as part of the Immunological Genome (ImmGen) Project, we employed droplet-based single-cell RNA-seq (scRNA-seq) to profile more than 17,000 mouse neutrophils from bone marrow, blood and spleen as well as from blood, joint, lung and peritoneum from animals undergoing experimental sterile inflammation. We demonstrate that different neutrophil states in healthy mice can be projected onto a single continuum, termed here neutrotime, characterized by clearly defined poles separated by a smooth transcriptomic shift. Using RNA velocity, Monocle analysis and transcription factor mapping, we show that this main sequence has no major branches. Human neutrophils exhibit a concordant transcriptomic pattern. Neutrophils from inflamed mouse tissues deviate from neutrotime in a manner that varies with site and stimulus. These findings reveal a single developmental continuum as the dominant organizational theme underlying neutrophil heterogeneity.

## Results

### Single-cell RNA-seq in neutrophils is technically feasible

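Healthy neutrophils were profiled in 6 libraries, 1 each from bone marrow, peripheral blood and spleen in each of 2 runs. By the paper's methods every library holds cells pooled from 3 mice, and the tissues of a run came from the same mice. The mice of run 1 were 6 weeks old and those of run 2 were 8 weeks old, so that age and run are confounded. Cells were captured in droplets with 10X Genomics reagents, which tag each captured transcript with a unique molecular identifier (UMI), so that a count is a count of molecules. The paper names version 2 of the reagents for these libraries, whereas the sample labels name versions 1, 2 and 3 without assigning them, and paper and labels name different Illumina instruments. The values used here are the UMI counts per gene symbol and cell barcode that the authors deposited, made by them with Cell Ranger on the mm10 genome before their cell type assignment and cell filters. Blood held 1588 deposited cells in run 1 and 4653 in run 2, bone marrow 1271 and 3823, and spleen 1219 and 4353. Total UMIs per library ranged from 1968514 in blood of run 1 to 10106307 in bone marrow of run 2. The median cell had 841 and 885 UMIs in blood, 2743 and 2101 in bone marrow, and 1355 and 1160 in spleen (runs 1 and 2). The pool of mice was taken as the replicate (n = 2 per tissue) and cells were not. Differences between tissues were tested on counts summed per library, and levels of single genes are given as counts per 1e6 UMIs (CPM) of the neutrophil-like cells of a library. Coordinates are those of GRCm38 throughout. Intervals around shares and sums are exact 95% binomial (Clopper-Pearson) or Poisson intervals, which cover counting error only.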

We sorted Ly6G-positive CD11b-positive neutrophils from bone marrow, peripheral blood, and spleen of healthy 6–8-week-old male B6 mice in two independent experiments (Fig. 1a). The sort strategy for all tissues is shown in Supplementary Fig. 1. ScRNA-seq was performed using the 10X platform. Hashtag oligomers were used to multiplex cells across inflammatory conditions (Supplementary Fig. 2a–d). To eliminate contaminating cells, we applied a multinomial model to the raw unique molecular identifier (UMI) counts to assign cells to one of 249 ImmGen reference populations, excluding cells that belonged to other recognizable lineages^18^. Although the lower RNA content of neutrophils compared to other leukocytes complicates scRNA-seq^19^, after rigorous quality control (excluding cells expressing >5% mitochondrial transcripts, doublets with number of transcripts >99%ile, number of transcripts <1%ile), we could retain 4985 neutrophils from blood, 4504 from bone marrow and 3183 from spleen (12,672 total healthy cells) with a median of 1455 unique molecular identifiers (UMIs) and 515 genes per cell (Supplementary Fig. 2e–h). 

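In the deposited healthy libraries, cell types were assigned from clusters of each run's cells and from lists of marker genes fixed beforehand. Of the 4078 cells of run 1, 3754 lay in neutrophil-like clusters, and of the 12829 cells of run 2, 9168 did. Neutrophil-like cells made up 87.6% and 80.3% of the blood libraries (runs 1 and 2), 94.4% and 88.5% of the bone marrow libraries, and 95.4% and 47.1% of the spleen libraries. In spleen of run 2, 34.1% of cells were B-cell-like and 15.9% were T-cell-like, and in blood of run 2, 16.3% were erythroid-like. Cells with more than 5% of UMIs from mitochondrial genes were left out, as were cells outside the 1st to 99th percentile of genes per cell, here 280.0 and 1820.3 genes. This kept 4977 neutrophil-like cells from blood, 4476 from bone marrow and 3172 from spleen, 12625 in all. With the inflammation library included, the 17375 cells kept had a median of 1447 UMIs and 514 genes per cell. Those of the healthy tissues alone had 1092 UMIs and 447 genes. By library the medians were 828 and 818 UMIs in blood, 2558 and 2106 in bone marrow, and 1321 and 762 in spleen (runs 1 and 2). The upper limit on genes removed 45 and 59 cells from bone marrow, 4 and 0 from spleen, and 0 and 1 from blood. No doublet caller was run on these cells, so pairs of neutrophils in 1 droplet are addressed by that limit alone.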

Concordance between datasets enabled pooled analysis (Supplementary Fig. 2i–j). 

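Log-normalized expression, averaged over the kept neutrophil-like cells of each tissue, was compared between the runs. This used the 10873 genes detected in at least 10 kept cells. Spearman correlations between runs were 0.905 for blood, 0.935 for bone marrow and 0.885 for spleen. These are correlations across genes, and genes are not independent replicates. The cells averaged in a library held between 1348278 UMIs in all, in blood of run 1, and 8315483 UMIs, in bone marrow of run 2. Different tissues of the same run were about as similar. Blood and spleen reached 0.930 and 0.953 in runs 1 and 2, bone marrow and spleen 0.947 and 0.908, and blood and bone marrow 0.895 and 0.897. Pairs that differed in both tissue and run ranged from 0.841, for bone marrow of run 1 and blood of run 2, to 0.915, for spleen of run 1 and bone marrow of run 2. Of the alternatives tried, keeping cells of every type moved these values most and lowered the spleen correlation to 0.813.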

Excluding transcripts expressed in fewer than five cells, we retained 10,900 robustly expressed transcripts, filtered down to 3322 transcripts for data integration and downstream analysis using a residual variance cutoff >1.3.

**Fig. 1:**
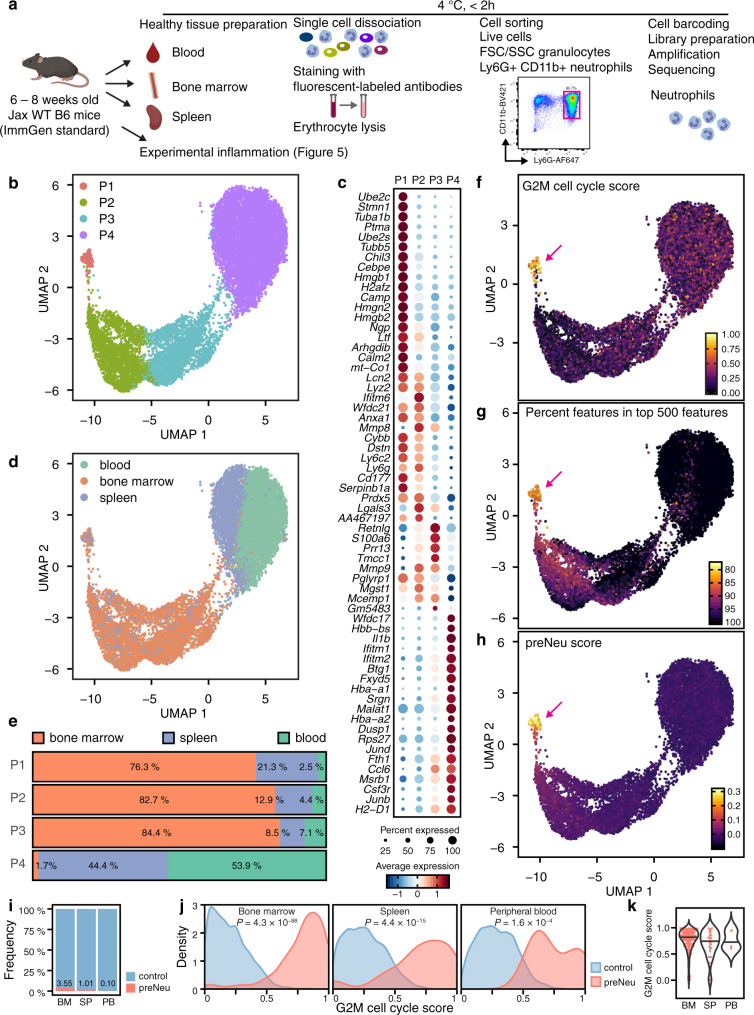
Generating single-cell transcriptomes from neutrophils across multiple biological tissues. **a** Overview of the experiment. Neutrophils were isolated from 6–8-week-old B6 mice from blood, bone marrow and spleen, stained for Ly6G and CD11b, and sorted, followed by droplet-based scRNA-seq using the 10X platform. Two independent experiments of healthy tissues were performed with *N* = 3 mice pooled for each tissue per experiment, totaling *N* = 12,619 cells, which were combined for analysis. **b** UMAP plot including all healthy neutrophils, partitioned exemplarily into four populations P1–P4. For smaller or larger numbers of populations, see Supplementary Fig. 3. **c** Marker gene expression in the 4-population model. Marker genes were identified by Wilcoxon Rank Sum test (two-tailed) using the Seurat function “FindAllMarkers” with standard settings; only genes with log_e_ fold change ≥ 0.25 and Bonferroni adjusted *p*-value ≤ 0.05 are shown. **d** UMAP embedding of all cells colored by tissue of origin. **e** Abundance of populations across organs. Neutrophils colorized by: G2M cell cycle score (**f**), percentage of features in top 500 features (**g**) and preNeu score (**h**). **i** Frequency of preNeu across tissues. **j** G2M cell cycle score in preNeu and remaining cells in each tissue. Unpaired t-test (two-tailed) between preNeu and all other neutrophils within each tissue. **k** G2M cell cycle score of preNeu across tissues. ANOVA followed by unpaired *t*-test was used to compare the G2M cell cycle score between preNeu and other neutrophils in each tissue.

### Neutrophil cluster abundance varies across tissues

To reduce the dimensionality of this dataset, we employed Uniform Manifold Approximation and Projection (UMAP) clustering based on the first 20 principal components, using all cells of healthy blood, bone marrow and spleen. Varying the assumptions of k nearest neighbors and resolution parameters of the community detection algorithm within reasonable parameters (*k* = 20; 100; 500 and resolution = 0.3; 0.8; 1.5) yielded between 3 and 23 clusters (Supplementary Fig. 3a). Using the finest clustering, and inspecting gene expression associated with each cluster, we eliminated 0.42% of cells from further consideration as debris because of their concentrated ribosomal and mitochondrial transcripts (e.g., *Rps19, Rps28, mt-Atp6, Rps18, Rpl32, Rpl13, mt-Co3*, and *Rpl18a*)^20,21^ (Supplementary Fig. 3b). For population-level analysis, we selected arbitrarily the 4-cluster model as a convenient reference (Fig. 1b). 

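The levels of 8 genes were compared between 4 populations of healthy neutrophil-like cells, grouped in a nearest-neighbour graph of 20 principal components built without these genes. The populations held 202, 4507, 1011 and 6900 cells in order of their median position along a diffusion-map ordering of the same cells. The smallest is called preNeu-like, from a list of 15 preNeu markers fixed beforehand, 8 of which were detected in it. Its genes with the largest fold over other cells, Depdc1a, Nusap1 and Top2a, are cell cycle genes outside that list. Its median cell held 6.71 times the UMIs of other cells, so that doublets are not excluded. Levels are means over the samples with at least 10 cells in a population, 4 for the preNeu-like one and 6 for the others. Chil3 (chromosome 3, 106147554 to 106167564) was at 9701 ± 1780.0 CPM (SD, n = 4) in preNeu-like cells and at 2125 ± 902, 94.3 ± 96.0 and 201 ± 329.8 CPM (SD, n = 6) in the populations after it. Camp (chromosome 9, 109847379 to 109849617) fell from 74949 ± 5632 CPM to 33670.3 ± 14346, 2113 ± 1796 and 1756 ± 2033 CPM. Ltf (chromosome 9, 111019271 to 111042767) fell from 7971 ± 634 and 6556 ± 1757 CPM to 339 ± 284 and 387 ± 495 CPM. Lcn2 (chromosome 2, 32384633 to 32388252) was at 8076 ± 1246 and 7755 ± 1686 CPM in the first pair of populations and lower in the later ones, at 2098 ± 971 and 1361 ± 782 CPM. Mmp9 (chromosome 2, 164940780 to 164955850) took the opposite course at the start. It was lowest in preNeu-like cells, at 285 ± 102 CPM, and then stood at 1411 ± 184, 1547 ± 253 and 1358 ± 183 CPM, lower in the last than in the one before it in 6 of 6 samples. Csf3r (chromosome 4, 126024550 to 126044440) rose from 34.6 ± 11.4 CPM in preNeu-like cells to 223 ± 134, 1123 ± 569 and 1486 ± 531 CPM. Il1b (chromosome 2, 129364570 to 129371139) rose from 13.2 ± 6.70 CPM to 266 ± 311, 1935 ± 1314 and 2605 ± 1449 CPM. Ccl6 (chromosome 11, 83587882 to 83593087) rose from 74.3 ± 35.8 CPM to 1162 ± 714, 5690.3 ± 998 and 6613 ± 1018 CPM. Within samples, Csf3r and Il1b were higher in the last population than in the one before it in 6 of 6 samples, and Ccl6 in 5 of 6.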

Clusters exhibited a recognizable correlation with neutrophil development, beginning with high expression of granule genes such as *Chil3*, *Camp*, *Lcn2*, *Ltf*, and *Mmp9* in population (P) 1 and progressing in P4 to genes associated with mature neutrophils, such as *Csf3r*, encoding the G-CSF receptor, *Il1b*, encoding interleukin-1β, and the chemokine-encoding gene *Ccl6* (Fig. 1c)^22^.

We analyzed the frequency of these clusters across tissues. For this analysis, we again chose the same 4 populations, although similar tendencies were identified across models (Supplementary Fig. 3a, b). We found that P1–P3 were most abundant in the bone marrow and P4 most abundant in the blood and spleen, consistent with the expected maturity difference (Fig. 1d–e).

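Clusters were made without 20 cell cycle and haemoglobin genes of the integrated set. The lowest resolution tried that gave at least 4 clusters gave 5, which are numbered here by their median neutrotime. All integrated genes gave 4 clusters at the same resolution. Population 5, the most mature, made up 76.1% and 89.0% of blood cells in runs 1 and 2, 44.0% and 89.6% of spleen cells, and 7.62% and 7.20% of bone marrow cells. Population 2 held 43.8% and 37.0% of bone marrow cells but 7.67% and 0.703% of blood cells. In spleen its share differed between runs, at 35.4% in run 1 and 2.13% in run 2. Population 3 held 38.2% and 44.4% of bone marrow cells, 10.5% and 1.98% of spleen cells, and 5.48% and 1.79% of blood cells. Population 4 was spread more evenly, with 7.71% and 7.47% of bone marrow, 10.4% and 8.44% of blood, and 8.60% and 5.54% of spleen cells. When every sample was given equal weight, cells of population 5 came to 52.7% from blood, 42.6% from spleen and 4.73% from bone marrow. The difference in population 5 between blood and bone marrow, 75.2 percentage points over the runs, moved most with finer clusters, which split this population and left 10.8 points to its last part. The number of clusters depended on the resolution, with 3 to 19 clusters over resolutions from 0.02 to 1.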

We used the Cyclone algorithm to characterize the distribution of neutrophils by phase of cell cycle^23^. As expected, most neutrophils were not actively cycling. However, cells in P1 (1.66% of all neutrophils) were skewed strongly toward G2M-like gene expression (Fig. 1f). This cluster was also distinguished by a more diverse per-cell transcriptome, with a higher number of detected genes, a higher number of transcripts, and greater transcriptional diversity as reflected in the lowest number of counts among the 500 most frequent features (Fig. 1g). 

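The preNeu-like cluster of the 5-population grouping held 201 of 12620 cells, 1.59% of the healthy neutrophil-like cells. Cycling was measured as the percentage of a group's UMIs that came from 52 G2M genes, summed over cells, which does not depend on the depth of single cells. In bone marrow this percentage was 0.961% in preNeu-like cells and 0.133% in the other cells of run 1 (95% Poisson intervals 0.920 to 1.00% and 0.129 to 0.137%). In run 2 it was 1.45% and 0.206% (intervals 1.43 to 1.48% and 0.203 to 0.209%). Listed cell cycle genes were left out of the clustering. The genes that set this cluster apart are still largely cell cycle genes, so a higher percentage in it may follow in part from how it was found.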

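Per cell, preNeu-like bone marrow cells had a median of 1524 and 1619 genes (runs 1 and 2), and the other bone marrow cells 650.0 and 576 genes. Their median UMIs were 7636 and 7358.5, against 2516 and 2048. In spleen the medians were 1311 and 1528.5 genes against 495 and 385.5, and 6071 and 6872.5 UMIs against 1297 and 760.0. The 500 most abundant genes of each cell held a median of 86.3% and 84.0% of UMIs in preNeu-like bone marrow cells and 94.0% and 96.2% in the others. A cell with fewer than 500 detected genes has all its UMIs in its top 500 genes by construction. To compare cells at equal depth, every cell was thinned at random to 500 UMIs, which left out 12 blood cells of run 1. At that depth preNeu-like cells had a median of 189 and 207 genes in bone marrow and 194 and 212.5 in spleen. The other cells had 184 and 196 genes in bone marrow, 221 and 274.5 in spleen, and 265 and 267 in blood. At equal depth preNeu-like cells thus lay slightly above the other cells of bone marrow and had fewer genes than the other cells of blood and spleen. The 99th percentile limit had removed cells like these, and doublets of preNeu-like cells are not excluded among those kept.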

Whereas we had pre-excluded granulocyte-monocyte progenitors (GMP) by mapping cells to ImmGen reference populations, we explored the possibility that P1 cells represented proliferation-competent immediate developmental precursors of neutrophils, recently described as pre-neutrophils (preNeus)^24^. Single-cell data characterizing preNeus have not yet been reported. We therefore obtained published bulk RNA-seq data^24^ and calculated a gene set that best differentiated preNeus from GMP, immature and mature bone marrow neutrophils, and circulating neutrophils (Supplementary Fig. 4). We then calculated a gene module score for each cell in our dataset based on marker genes that were also robustly expressed in our dataset. This analysis revealed that P1 cells were most likely preNeus (Fig. 1h). The frequency of preNeus was highest in bone marrow (3.55%), followed by spleen (1.01%) and blood (0.10%) (Fig. 1i). 

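PreNeu-like cells numbered 31 of 1155 and 132 of 3321 in bone marrow of runs 1 and 2, which is 2.68% (95% binomial interval 1.83 to 3.79%) and 3.97% (3.34 to 4.70%). In spleen they numbered 16 of 1151 and 16 of 2020, which is 1.39% (0.797 to 2.25%) and 0.792% (0.453 to 1.28%). In blood they numbered 4 of 1277 and 2 of 3696, which is 0.313% (0.0854 to 0.800%) and 0.0541% (0.00655 to 0.195%). The mean of the runs was 3.33 ± 0.913% in bone marrow, 1.09 ± 0.423% in spleen and 0.184 ± 0.183% in blood (SD, n = 2 each). Bone marrow ranked above spleen, and spleen above blood, in both runs. An exact permutation test of the variation between tissues, which takes no direction, gave p = 0.0667 over the 90 arrangements of the 6 samples. This is the smallest value these arrangements can give. They move tissues across runs and so ignore that the tissues of a run came from the same mice. Pooled over runs, the shares were 3.64%, 1.01% and 0.121%. The choice that moved them most among those set beforehand was to leave out the integration of the runs, which gave 2.97% in bone marrow, 0.536% in spleen and 0.0402% in blood, with no preNeu-like cluster in run 1. The upper limit on genes per cell also bears on these shares. Without it, and with clusters made separately in each run, bone marrow held 5.42% and 5.77% preNeu-like cells, an alternative chosen after the data had been seen.

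**Figure D1:**
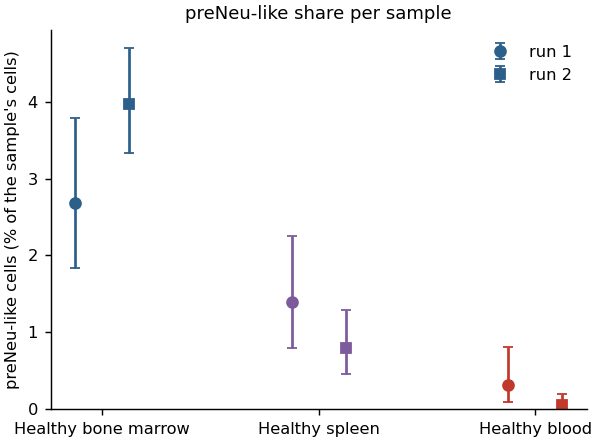
Share of preNeu-like cells in percent of kept neutrophil-like cells (vertical axis) for bone marrow, spleen and blood (horizontal axis). Each point is 1 library of run 1 or run 2 with its exact 95% binomial interval, and both bone marrow libraries, at 2.68% and 3.97%, lie above both spleen and both blood libraries.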

Although preNeus were detected in peripheral blood, their low abundance limited options for experimental examination. PreNeus exhibited a higher G2M cell cycle score compared to the remaining neutrophils (Fig. 1j), and the G2M cell cycle score was similar across tissues, consistent with their assigned identity (Fig. 1k).

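In spleen, G2M genes made up 0.965% and 1.61% of the UMIs of preNeu-like cells in runs 1 and 2, and 0.138% and 0.263% of those of the other cells. In blood the preNeu-like values, 1.02% and 1.47%, rest on 4 and 2 cells, and the other cells were at 0.175% and 0.264%. Over the 4 bone marrow and spleen samples the mean of preNeu-like cells was 1.25 ± 0.334% (SD). Within a run the tissues were close to each other, while run 2 was higher than run 1 in all 3 tissues, so that values differed more by run than by tissue.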

Given the highly variable number of clusters obtained under a range of plausible UMAP assumptions, we sought alternate dimensional reduction strategies. We applied Monocle 3, another graph-based approach to identify cell trajectories in a low-dimensional space^25^. Aside from the small cluster identifiable as preNeus, Monocle revealed a continuous distribution of neutrophils across bone marrow, blood and spleen (Supplementary Fig. 5a). Broad correspondence between Monocle’s pseudotime analysis and the clusters identified by UMAP was evident, but Monocle analysis did not integrate preNeus into the continuum, inducing us to adopt a diffusion map approach for subsequent analysis steps (Supplementary Fig. 5a).

### Neutrotime defines a continuous chronological spectrum of neutrophils

The interconnectedness evident by Monocle, together with the relative instability of calling distinct clusters within the UMAP space, led us to consider whether neutrophils could be depicted more usefully through a continuous model. We therefore applied diffusion maps, a dimensional reduction method that orders cells based on transition probabilities and is sensitive to branches in the data^26–29^. Using this strategy, we found that neutrophils across all tissues could readily be mapped onto a single spectrum (Fig. 2a). Cells from bone marrow resided at one end of this continuum, while neutrophils in blood and spleen clustered at the opposite end, suggesting again a spectrum based on maturation (Fig. 2b). 

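The ordering was recomputed from the deposited counts by integrating the runs over 2898 variable genes, computing 20 principal components and a diffusion map of 12620 cells, and scaling the position along it from 0 to 1. The median neutrotime was 0.856 and 0.892 in bone marrow (runs 1 and 2), 0.997 and 0.997 in blood, and 0.986 and 0.997 in spleen. Because most cells lie close to 1, the ranks of cells were also compared. The median rank, in percent of all cells, was 21.4 and 23.3 in bone marrow, 41.5 and 62.5 in spleen, and 68.7 and 72.8 in blood. Blood exceeded bone marrow by 48.5 ± 1.54 percentage points (SD, n = 2 runs), and spleen by 18.7 ± 11.9 points. Exact permutation over the 6 samples, which ignores the run, gave p = 0.0667 for the tissues, which is the smallest value 90 arrangements can give. Among the alternatives, the difference between blood and bone marrow moved most when dataset 1 or dataset 2 was ordered alone, to 40.2 and 56.3 points. The order of spleen and blood was less firm, since ordering by the first principal component placed spleen above blood in run 2, at a median rank of 68.8 against 66.0. Leaving out cell cycle and haemoglobin genes did so too, at 71.1 against 69.2. Depth differed along the ordering, with a Spearman correlation of -0.752 between neutrotime and UMIs per cell over all cells. From the placement of the tissues along the continuum, the paper proposes a spectrum based on maturation (Fig. 2b).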

Neutrophils widely spread across this spectrum were observed in circulation, consistent with neutrophil release from healthy marrow at multiple stages of differentiation (Fig. 2b).

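Blood cells spanned the ordering to a different degree in the 2 runs. The 5th percentile of blood cells lay at rank 12.1 in run 1 and at 43.4 in run 2, in percent of all cells. All cells were divided into 5 equal bins of neutrotime rank, from the least to the most mature. In blood of run 1, 8.46% of cells fell in bin 1, 6.11% in bin 2, 24.0% in bin 3, 25.6% in bin 4 and 35.9% in bin 5. In blood of run 2 the shares were 0.812%, 1.73%, 25.0%, 36.3% and 36.1%. Within blood alone, neutrotime and UMIs per cell had Spearman correlations of -0.325 and -0.0271. The mice of run 1 were younger than those of run 2, and the difference between the runs was not tested.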

**Fig. 2:**
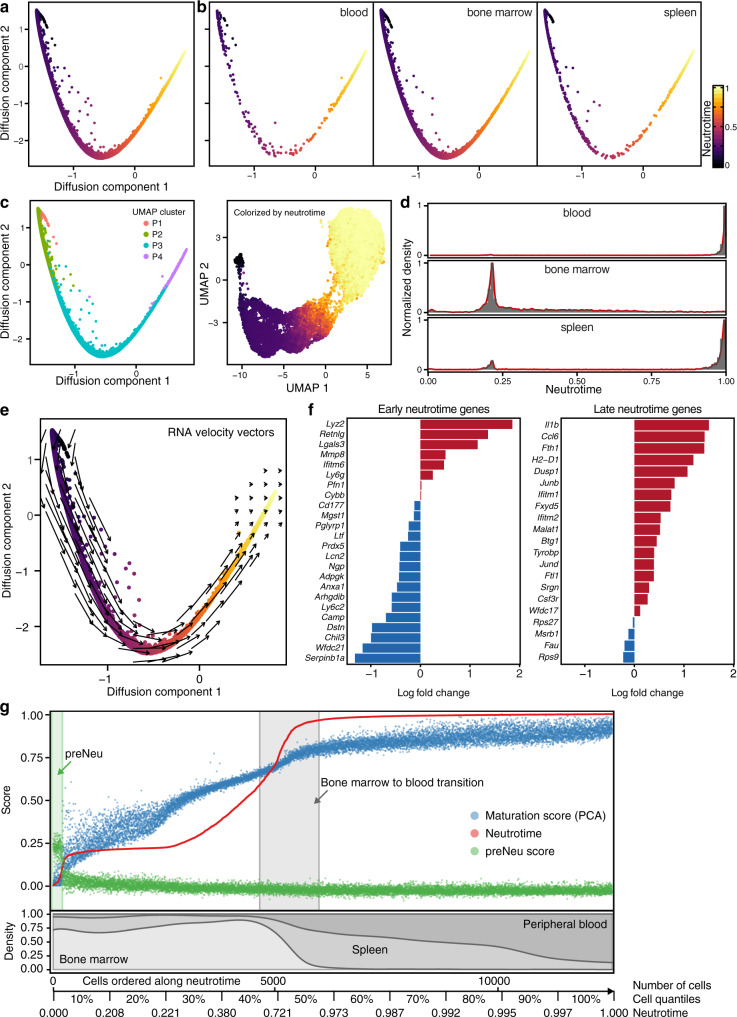
Derivation of a neutrotime signature across biological compartments. **a** Low-dimensional embedding of neutrophils from bone marrow, blood and spleen in the same space using a diffusion map-based approach. **b** Diffusion map for each tissue. **c** Convergence between UMAP populations P1–P4 and diffusion map ordering, as well as neutrotime representation on the UMAP embedding. **d** Relative cell density along neutrotime in each organ. **e** RNA velocity vector field on the neutrotime embedding. **f** Validation of the neutrotime gene signature in developing HoxA9 cells (log_e_ fold change at 96 h and 120 h of differentiation). **g** Distribution of neutrotime (derived from diffusion map), maturation score (derived from principal component analysis, see Supplementary Fig. 5a–c) and preNeu score in cells ordered along neutrotime. Lower panel indicates the rolling density of cells in each compartment along neutrotime. The scale indicated below also serves as legend for other figures in which cells are ordered along neutrotime on the *x* axis.

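Neutrotime was compared with the 5 populations of healthy neutrophil-like cells found by clustering. The median neutrotime of preNeu-like cells was 0.0879 and 0.114 in bone marrow of runs 1 and 2. Population 2 had medians of 0.788 and 0.790, population 3 of 0.942 and 0.940, population 4 of 0.977 and 0.972, and population 5 of 0.994 and 0.989 in bone marrow. In blood the corresponding medians of populations 2 to 5 were 0.792, 0.940, 0.993 and 0.998 in run 1 and 0.791, 0.970, 0.995 and 0.998 in run 2. Both methods start from the same integrated values, apart from 20 cell cycle and haemoglobin genes left out of the clustering. They are thus not independent of each other.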

We tested diffusion mapping against UMAP dimensional reduction by mapping UMAP-defined populations P1–P4 onto neutrotime, confirming concordance between strategies (Fig. 2c). Considering the possibility that these clusters represented accumulation points in neutrophil differentiation, we analyzed cell abundance along the continuum (Fig. 2d). 

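The number of cells along neutrotime was counted in 20 equal intervals. Of 12620 cells, 8671 (68.7%) lay between 0.95 and 1. A further 1385 (11.0%) lay between 0.75 and 0.8 and 864 (6.85%) between 0.8 and 0.85, with fewer, 351, between 0.85 and 0.9 and 959 between 0.9 and 0.95. At the low end, 70 cells lay between 0.1 and 0.15, of which 51 came from bone marrow of run 2, and 38 and 46 cells lay in the intervals below 0.05 and from 0.05 to 0.1. The share of a sample between 0.95 and 1 was 30.0% and 29.2% in bone marrow, 55.2% and 96.3% in spleen, and 88.5% and 98.6% in blood (runs 1 and 2). Neither the accumulation of cells nor its number of peaks was tested here.

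**Figure D2:**
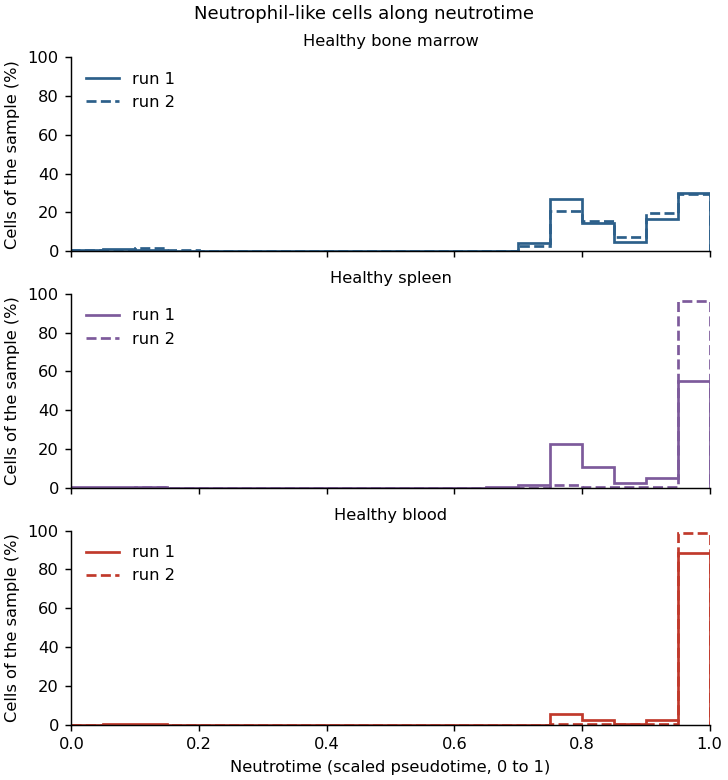
Share of cells in percent (vertical axis) along neutrotime (horizontal axis, from 0 to 1) for each tissue, with 1 line per run. Blood and spleen of run 2 have 98.6% and 96.3% of cells between 0.95 and 1, whereas bone marrow has 30.0% and 29.2% there.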

Most neutrophils were found at the mature end of the spectrum, with a second abundance cluster in the less mature middle and a third cluster at the very immature end, the latter largely in bone marrow and reflecting preNeus. We applied Hartigan’s Dip Test to a cell-to-cell distance matrix, as well as to a cell ordering obtained from the diffusion map, confirming a multimodal distribution (Supplementary Fig. 5d). These results support the model that preNeus give rise to immature neutrophils that subsequently develop into mature neutrophils. Application of principal component analysis paired with a principal curve^30^ to the primary scRNA-seq data yielded a similar distribution. 

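As a simpler check, cells were ordered by the first principal component of the integrated counts, without a curve fitted through it. This order and neutrotime had a Spearman correlation of 0.861 over all 12620 cells. Within samples it was 0.970 and 0.966 in bone marrow, 0.923 and 0.501 in spleen, and 0.624 and 0.378 in blood (runs 1 and 2). The first diffusion component alone gave 0.995. The principal curve itself was not computed.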

Mapping neutrotime onto the principal curve and vice versa showed high convergence and a Spearman correlation of 0.955 (Supplementary Fig. 5c). Interestingly, however, 4 groups emerged in the abundance plot. The first 3 groups were largely found in bone marrow (Supplementary Fig. 5b), suggesting specific accumulation points in early neutrophil development. 

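Spleen differed between the 2 healthy runs more than the other tissues. In run 1, 36.2% of spleen cells fell in the least mature of the 5 bins of neutrotime rank, 12.5% in bin 2, 16.3% in bin 3, 14.4% in bin 4 and 20.5% in bin 5. In run 2 the shares were 2.87%, 2.97%, 38.9%, 32.0% and 23.3%. Spleen of run 2 thus had its largest share in bin 3, and spleen of run 1 in bin 1. Genes of early neutrophils differed accordingly. Ngp (chromosome 9, 110419747 to 110423012) was at 43853 CPM in neutrophil-like spleen cells of run 1 and 7264 CPM in run 2. With 1 library per tissue and run, the 2 spleens cannot be compared by a test.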

Spleen contained neutrophils at all stages, but featured in particular an abundance of later-stage but still somewhat immature neutrophils, consistent with in vivo microscopy findings^31^. The large majority of neutrophils in the blood formed a single abundance peak at the highly mature end of the spectrum, cells that were rare in the marrow, indicating either that the most mature neutrophils are released rapidly into the blood or that the final stages of neutrotime-defined differentiation occur during release and/or in circulation (Fig. 2d).

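In bone marrow, 47.3% and 41.1% of cells fell in bin 1 of neutrotime rank (runs 1 and 2), 42.1% and 50.9% in bin 2, 7.79% and 6.96% in bin 3, 1.99% and 0.542% in bin 4, and 0.866% and 0.452% in bin 5. In each run blood had lower shares than bone marrow in bins 1 and 2 and higher shares in bins 3 to 5.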

To ensure that our analysis had not obscured developmental branch points, we employed Monocle 3, a machine learning strategy specialized in the identification of branching within scRNA-seq data^25^. Monocle disclosed no evidence for distinct trajectories of differentiation at the resolution provided by our dataset (Supplementary Fig. 5a).

Next, we sought to test whether this continuum reflected chronological order. We began with RNA velocity, a method that compares unspliced and spliced mRNA to provide an unambiguous time vector to transcriptomic data^32^. RNA velocity vectors indicated unidirectional progression from one end of the continuum to the other (Fig. 2e). To provide experimental confirmation of this temporal sequence, we obtained bulk RNA-seq data from developing Hoxa9-Lyz-GFP cells (male B6.129(Cg)-Lyz2^tm1.1Graf^/Mmmh donor)^33^. These cells are wild-type mouse bone marrow cells reversibly immortalized at the myeloid cell progenitor stage by conditional overexpression of *Hoxa9*; when released from developmental blockade, they differentiate synchronously into mature myeloid cells. We examined expression of key genes along the continuum as HoxA9 cells became neutrophils. As expected, between 96 and 120 h, we observed decreasing expression of early-continuum genes such as *Camp*, and *Chil3*, as well as a decrease in the neutrophil survival factor *Serpinb1*, just as in our proposed maturational spectrum. We also noted increasing expression of late-continuum genes such as *Il1b*, *Ccl6* and the transcription factor *Junb*, again supporting the maturational sequence (Fig. 2f). These results are further illustrated by comparing the neutrotime score of cells ordered by rank in neutrotime, a visualization method that disclosed two discrete increments in neutrotime, corresponding to the transition from preNeus to immature neutrophils and from more mature marrow neutrophils to fully mature cells in circulation (Fig. 2g). Together, these data indicate that the neutrotime spectrum reflects chronological order and describes a single main sequence of neutrophil development across healthy bone marrow, blood and spleen.

### Neutrotime is defined by a structured gene expression program

We sought to understand the transcriptional changes associated with progression along neutrotime. We identified the genes that showed the strongest positive and negative correlations with neutrotime, independent of source tissue. 

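Genes were correlated with neutrotime over the 12620 healthy neutrophil-like cells, on log-normalized counts of the 2898 integrated genes. Of these, 72 had a Spearman correlation above 0.25 and 38 had one below -0.25. The highest were Tyrobp (0.760), Malat1 (0.749), Il1b (0.703), Msrb1 (0.698) and Ftl1 (0.683). The lowest were Ngp (-0.813), Camp (-0.791), Ltf (-0.753), Ifitm6 (-0.753) and Lyz2 (-0.738). Cells are not independent replicates, and p-values were therefore not computed. Computed within each of the 6 samples and averaged, the correlations of Il1b and Ngp were 0.406 and -0.570, and 39 genes passed above and 24 below the same limits. Tyrobp, Malat1, Msrb1 and Ftl1 were positive, and Ngp, Camp, Ltf, Ifitm6 and Lyz2 negative, in 6 of 6 samples. Depth adds to negative correlations, because cells early in neutrotime held more UMIs. In counts simulated on these cells, genes made without a trend had a median correlation of -0.182, which fell to -6.28e-05 when every cell had 500 UMIs. Thinning the real cells to 500 UMIs left 68 genes above and 22 below the limits. The number below the limit moved most when all 10873 genes were correlated in place of the integrated ones, an alternative chosen after the values were seen, which gave 88 above and 232 below.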

We found a total of 48 genes with Spearman correlation greater than 0.25 and 66 genes with Spearman correlation lower than −0.25 (Fig. 3a). We then plotted the expression of the top 50 genes that decrease with neutrotime and the top 50 genes that increase with neutrotime (Fig. 3b). Consistent with analysis through Monocle and diffusion map models, gene expression transitioned without discrete breakpoints from an early program to a late program profile featuring de novo expression of a distinct gene set. 

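Levels of Retnlg, Mmp8, Mmp9 and Mcemp1 were followed over the 5 bins of neutrotime rank in healthy neutrophil-like cells, as the mean CPM of the samples with at least 20 cells in a bin (6 samples in bins 1 to 3, 5 in bin 4 and 4 in bin 5). Retnlg (chromosome 16, 48872621 to 48874496) rose from 13068 ± 3583 CPM (SD) in bin 1 to 59446 ± 3101 in bin 2 and fell to 28172 ± 11642, 16077 ± 7185 and 9249.8 ± 927 CPM. Mmp8 (chromosome 9, 7558456 to 7568485) was at 1849 ± 344 CPM in bin 1, 2846 ± 347 in bin 2, 843 ± 494 in bin 3 and 319 ± 77.9 in bin 5. Mmp9 went from 1078 ± 159 CPM in bin 1 to 1702 ± 204 in bin 2, then to 1445 ± 158, 1288 ± 165 and 1251 ± 243 CPM. Retnlg, Mmp8 and Mmp9 each had their highest level in bin 2 in 6 of 6 samples. Mcemp1 (chromosome 8, 3665754 to 3669259) changed least. Its means were 807 ± 110.3, 1104 ± 136, 1111 ± 246, 914 ± 145 and 799 ± 67.5 CPM, highest in bin 2 in 3 samples and in bin 3 in the other 3. Pooled over all cells, correlations with neutrotime were -0.326 for Retnlg, -0.597 for Mmp8, -0.110 for Mmp9 and -0.148 for Mcemp1. For all 4 genes the sign depended on the sample. The means of their correlations within samples were 0.0621, -0.172, 0.0852 and 0.0164 in that order, with 3 samples positive and 3 negative for Retnlg and for Mmp9, 2 positive and 4 negative for Mcemp1, and 1 positive (bone marrow of run 1, 0.210) and 5 negative for Mmp8.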

Not all genes changed in a uniform direction over neutrotime; some, such as *Retnlg* encoding Resistin-like gamma precursor, *Mmp8* and *Mmp9* encoding the Matrix metalloproteinases 8 and 9, and *Mcemp1* encoding Mast Cell Expressed Membrane Protein 1, peaked between the poles of neutrotime (Fig. 3c). We further characterized neutrotime progression using gene annotation. Gene Ontology (GO) terms active early in neutrotime reflected anabolic functions, including metabolic processes, and defense response. Gene sets in late neutrotime were dominantly enriched in cellular responses to the environment, including immune responses, the cellular response to toxic substances, and gas transport (Supplementary Fig. 6). Gene Set Enrichment Analysis (GSEA) similarly indicated enrichment of granule loading with early neutrotime and effector processes with late neutrotime (Fig. 3d–f). Many genes in these signatures are common among actively proliferating cells (neutrophil-specific GSEA terms highlighted).

**Fig. 3:**
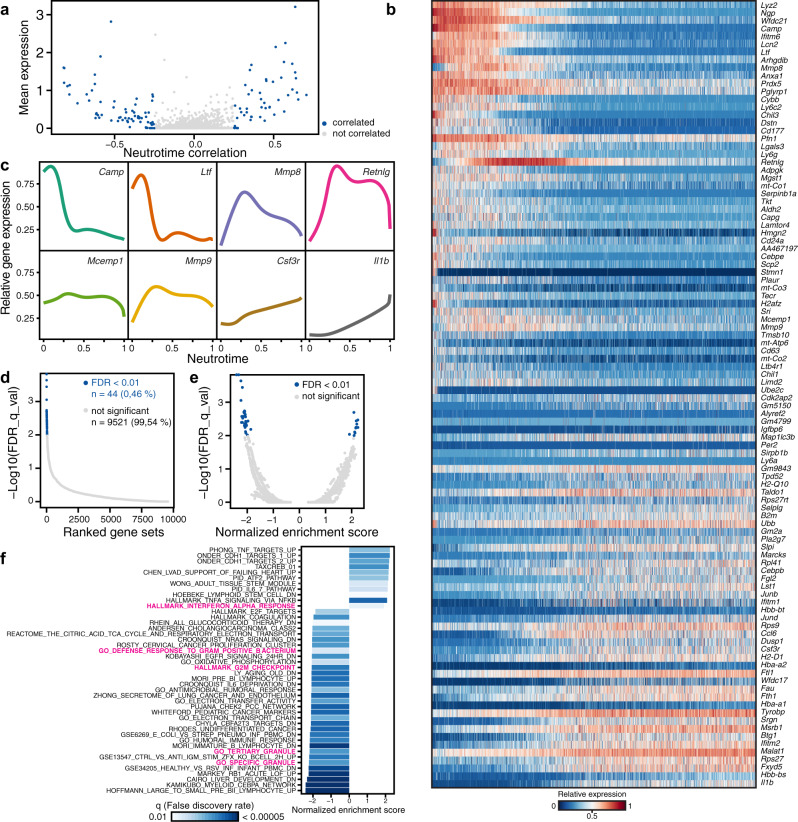
Gene expression along neutrotime. **a** Gene expression correlation with neutrotime. Genes with Spearman correlation ≥ 0.25 (*N* = 48) and ≤ −0.25 (*N* = 66) are highlighted. **b** Gene expression heatmap of the top 50 positively and negatively correlated (Spearman) genes along neutrotime. **c** Gene expression profiles of select genes along neutrotime. **d** Ranked gene sets from Gene Set Enrichment Analysis (GSEA) versus false discovery rate. **e** Normalized enrichment score of GSEA gene sets versus false discovery rate. **f** Significantly enriched gene sets. Neutrophil-specific terms are highlighted in magenta. GSEA was performed as previously described.^76^ In short, a normalized enrichment score was calculated by going through a list of genes based on their Spearman correlation with neutrotime as a pre-ranked list and calculating a running-sum statistic, which was then normalized for differences in the sizes of the gene sets that were looked at (normalized enrichment score). To account for multiple hypothesis testing, an FDR approach was used to maintain a defined level of significance, values < 0.01 were considered.

Gene expression may follow complex patterns. To identify these patterns in neutrotime, we performed k-means clustering on all variable genes (*n* = 3322) in an expression matrix of log normalized counts, where cells were ordered by neutrotime score. We chose *k* = 10 because this clustering gave a result in which no group consisted of fewer than five genes. 9 of 10 gene clusters were informative and followed a uniform distribution; the remaining cluster, cluster 10, consisted of genes with heterogeneous expression dynamics, supporting the number of clusters chosen (Supplementary Fig. 7). This analysis was able to separate genes with slow and fast expression dynamics, as well as genes differing in expression abundance. For example, cluster 2 (including *Camp*, *Ngp*, *Ltf*, *Lcn2*, *Ifitm6*, *Lyz2*, *Wfdc21*) and cluster 8 (including *Mmp8*), featured genes associated with secondary granules^22^ and were both associated with early neutrotime. 

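Camp averaged 51810.3 ± 10653 CPM (SD, n = 6 samples) in bin 1 of neutrotime rank, 6502 ± 4628 in bin 2 and 1025 ± 939 in bin 3. Ngp fell from 47641 ± 12294 CPM to 7524 ± 3880.4 and 976 ± 858 CPM over the same bins, and Ltf from 8967 ± 1064 to 1017 ± 663 and 246 ± 257 CPM. Lcn2 fell more slowly, from 9024 ± 1302 to 4362 ± 610.4 and 1423 ± 420.1 CPM. Ifitm6 (chromosome 7, 141015699 to 141017924) went from 4744 ± 872 to 2884 ± 671 and 714 ± 424 CPM. Lyz2 (chromosome 10, 117277331 to 117282321) went from 16491 ± 5627 to 11465 ± 3507 and 6319 ± 4745 CPM, and Wfdc21 from 10349.8 ± 965 to 7803 ± 1037 and 3311 ± 1207 CPM. Every gene named here but Lyz2 had its highest level in bin 1 in 6 of 6 samples, and Lyz2 did in 5 of 6.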

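The decline of these genes can be set beside that of Mmp8 over the later bins of neutrotime rank. Mmp8 alone among them was lower in bin 1 than in bin 2. In bin 4 it was at 489 ± 315 CPM (SD, n = 5 samples), Ltf at 109 ± 112, Camp at 677 ± 749, Ngp at 708 ± 847, Lcn2 at 844 ± 151, Wfdc21 at 2229 ± 889 and Lyz2 at 4562 ± 4171 CPM. Relative to the bin of its highest mean, Mmp8 had kept more in bin 4 than Ltf, Camp, Ngp, Lcn2 and Ifitm6, and less than Wfdc21 and Lyz2. The k-means clusters of genes were not recomputed.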

Cluster 2 peaked earlier and displayed a sharper decline in expression, whereas genes belonging to cluster 8 were present further along neutrotime. Thus, the application of the neutrotime paradigm identifies patterns in gene expression dynamics as neutrophils mature (Supplementary Fig. 7).

### Neutrotime varies across tissues

Analysis of the relative abundance of cells along neutrotime had shown that early neutrotime is dominated by bone marrow and late neutrotime by blood and spleen (Fig. 2g). We thus investigated the degree of transcriptional heterogeneity in the dataset introduced by source tissue versus neutrotime. We binned together cells using a continuous increase in neutrotime (0.00001), smaller than the smallest difference of neutrotime between two cells, until at least 5 cells per tissue and at least 30 cells total were represented in each bin. This approach yielded a continuous collection of cells in 76 bins. We then calculated the average gene expression of neutrophils in each respective bin, separately for each tissue. Visualization of the core neutrotime transcripts disclosed a remarkable similarity among expression profiles of key neutrotime genes, irrespective of tissue (Supplementary Fig. 8). 

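The variance of each gene's log2 CPM over 27 sums of cells, by sample and bin of neutrotime rank, was divided between bin, tissue and run. For the 72 genes that rose with neutrotime the bin took a median of 85.2% of the variance, the tissue 1.81% and the run 1.83%. For the 38 genes that fell, the shares were 74.8%, 3.77% and 5.68%. The genes were picked for their correlation with neutrotime, which favours the bin by construction. Over all 590 genes with a mean log-normalized expression of at least 0.1, the medians were 73.9%, 2.57% and 2.36%, and 11 genes had more variance by tissue than by bin. The largest shares for tissue were those of Ctla2a (78.4%), Hbb-bs (63.7%), Hbb-bt (44.9%), Pfn1 (41.7%) and Hba-a2 (38.7%). Tissues were also compared directly, on counts summed per library with the run as a block, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 7495 genes. At a false discovery rate (FDR) of 0.05, bone marrow and blood differed in 1508 genes (735 higher and 773 lower in bone marrow), bone marrow and spleen in 129 (0 higher, 129 lower) and spleen and blood in 6 (1 higher, 5 lower). Without the block, which uses that the tissues of a run came from the same mice, the counts were 1, 0 and 0, with 1781, 515 and 371 genes at an unadjusted p under 0.05. Single libraries carried much of these counts. With each library left out in turn, bone marrow and blood differed in 104 to 2576 genes, the latter without spleen of run 2. Without blood of run 2 they were 104, 22 and 0, with 612 genes at an unadjusted p under 0.05 in the last case. Without spleen of run 1 bone marrow and spleen differed in 1091 genes, and without spleen of run 2 spleen and blood differed in 824. DESeq2 gave 1030.0, 223 and 14 genes. Between bone marrow and spleen it called 21 genes higher and 202 lower in bone marrow. There edgeR called 41 and 178 without the cell filter, and 9 and 255 without the filter on low counts. With DESeq2's size factors or the paper's limits on genes, 0 were higher again. That no gene was higher in bone marrow than in spleen thus depended on the settings. In simulated data of the same design the test found 72.3%, 78.4% and 64.9% of genes changed 4-fold, in the order given. Restricting the sums to cells above 0.5 on the neutrotime scale removes few cells besides the preNeu-like ones. It left 968 genes between bone marrow and blood, 54 between bone marrow and spleen, and 6 between spleen and blood, out of 7352. Here too 1 library mattered. Without bone marrow of run 2, edgeR called 0 genes between bone marrow and blood, with 982 at an unadjusted p under 0.05, and DESeq2 on all libraries called 829. In all cells, genes were named by size among those with a mean of at least 50.0 CPM on edgeR's TMM scale and 1 direction in both runs. Between bone marrow and blood, Chil3, Ngp, Ltf, Camp and Serpinb1a were higher in bone marrow, by log2 fold changes of 4.15 (SE 0.627, FDR 0.00814), 4.07, 3.75, 3.66 and 3.38. Cd244, Igfbp6, Il1b, Prr5l and Fgl2 were lower, by log2 fold changes of -5.36 (SE 0.496, FDR 0.00317), -4.98, -4.23, -4.21 and -3.99. The same 5 genes were the lowest in bone marrow against spleen, from -4.69 for Cd244 to -3.31 for Fgl2, with FDRs of 0.0112 to 0.0132. The 6 genes that separated spleen from blood fall outside the size limit set for naming genes and are named because they are few. Pf4, Ppbp, Gng11, Tsc22d1 and Ctla2a were lower in spleen, where several were at or near 0 counts, and Ly6d was higher, with a log2 fold change of 3.15 (SE 0.339, FDR 0.0271). Pf4 and Ppbp are platelet genes, and Ly6d was at 2879 CPM in B-cell-like cells of spleen of run 2, against 53.0 CPM in its neutrophil-like cells.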

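Ly6g (chromosome 15, 75155240 to 75159126) was at 402 and 152 CPM in blood neutrophil-like cells of runs 1 and 2 (95% Poisson intervals 369 to 437 and 139.5 to 166), 1249.5 and 887 CPM in bone marrow, and 1216 and 247 CPM in spleen. Cells of other types in blood, which mark the level of free RNA, held between 0 and 29.9 CPM. Without thinning, 16.7% and 8.57% of blood cells had a Ly6g UMI, at median depths of 828 and 818 UMIs. In monocyte-like cells of blood of run 1 the share was 6.82% (median 2581.5 UMIs), and in B-cell-like cells of blood of run 2 it was 1.96% (median 1669.5 UMIs). With every cell thinned to 500 UMIs, which left out 12 cells of blood of run 1, a UMI of Ly6g was seen in 10.0% and 4.52% of blood cells (intervals 8.44 to 11.8% and 3.87 to 5.24%). The shares were 40.3% and 31.6% in bone marrow and 26.6% and 6.04% in spleen. Without thinning they had been 82.6% and 71.8%, and 49.2% and 10.3%. Bone marrow exceeded blood by a log2 fold change of 2.60 (SE 0.482, edgeR FDR 0.0136), in both runs. Spleen exceeded blood by 1.44, at an FDR of 0.487, and bone marrow exceeded spleen by 1.16, at an FDR of 0.287. Ly6g also fell along neutrotime, from 1174 ± 306 CPM (SD, n = 6 samples) in bin 1 of neutrotime rank to 90.3 ± 31.2 CPM (n = 4) in bin 5, so part of its difference between tissues goes with their neutrotime.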

Differences were observed only in few genes, such as *Ly6g* (almost no expression in peripheral blood). 

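Hbb-bs (chromosome 7, 103826534 to 103828096), a haemoglobin gene, was at 505 and 6661 CPM in neutrophil-like cells of blood of runs 1 and 2, 283 and 97.8 CPM in bone marrow, and 40.6 and 159 CPM in spleen. In cells thinned to 500 UMIs, it had a UMI in 23.6% and 95.6% of blood cells, 11.9% and 3.94% of bone marrow cells, and 1.91% and 3.32% of spleen cells. Other cell types of the same blood libraries carried it too. NK-cell-like and monocyte-like cells of run 1 were at 404 and 316 CPM, and B-cell-like cells of run 2 at 20432 CPM. Without thinning, a UMI was seen in 38.3% and 99.5% of blood neutrophil-like cells and in 100% of B-cell-like cells of run 2, at median depths of 828, 818 and 1669.5 UMIs. Erythroid-like cells of run 2, at 296134 CPM, made up the share of that library given above. The fold change between bone marrow and blood did not pass the test (log2 fold change -2.90, SE 1.19, edgeR FDR 0.128), nor did that between spleen and blood (log2 fold change -4.82, FDR 0.424). On edgeR's TMM scale the log2 ratio of bone marrow to blood was -0.46 in run 1 and -5.68 in run 2.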

*Hbb-bs*, encoding beta-globin, was detectable primarily in neutrophils from peripheral blood, potentially representing cell-free RNA from erythrocytes, as was recently described to be common in single-cell experiments^34^.

### Expression of type I interferon-related transcripts varies across neutrotime

Neutrophils are exquisitely responsive to type I interferon, as reflected in the prominent transcriptomic impact of in vivo administration of this cytokine^35^ (Fig. 4a). Neutrophils exhibiting transcriptional evidence of interferon response have been identified in models of cancer and inflammation, although not previously in healthy mice^16,36^. Interestingly, neutrotime-defined maturation was prominently associated with a GSEA signature for type I interferon response (Fig. 3f). We thus examined expression of individual genes associated with type I interferon response along neutrotime (Fig. 4b). 

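Over the 5 bins of neutrotime rank, Ifitm1 (chromosome 7, 140967221 to 140969825) rose from 62.5 ± 27.1 CPM (SD, n = 6 samples) in bin 1 to 457 ± 443, 1872 ± 645 and 2647 ± 881 CPM in bins 2 to 4 and 3492 ± 1311 CPM (n = 4) in bin 5. Ifitm2 (chromosome 7, 140954837 to 140955987) rose from 756 ± 298 to 1999 ± 1124, 4032 ± 1950.4, 4624 ± 2274 and 6324 ± 2617 CPM. Correlations with neutrotime over all cells were 0.472 for Ifitm1 and 0.625 for Ifitm2, positive in 6 of 6 samples for both. Ifitm3 (chromosome 7, 141009586 to 141010770) changed little, with 1619.6 ± 269, 2336 ± 329.5, 2548 ± 314, 2313 ± 267 and 1929.7 ± 58.4 CPM and a correlation of -0.00562. Ifitm6 stood at 362 ± 129.8 CPM in bin 4 and 308 ± 105 CPM in bin 5, its lowest levels, and its correlation was negative in 6 of 6 samples.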

*Ifitm2* and *Ifitm1* increased progressively with neutrotime, *Ifitm3* was expressed throughout neutrotime, and *Ifitm6* was expressed preferentially early in neutrotime (Fig. 4c). By contrast, genes associated with type II interferon response were low in expression and exhibited no consistent pattern (Fig. 4d). An attempt to identify a discrete group of neutrophils by clustering on expression of type I response genes such as *Ifit1*, *Ifit3*, *Isg15*, and *Ifitm3* failed to identify a subset of cells distinct from the neutrotime spectrum (Fig. 4e). Instead, genes associated with type I interferon response in neutrophils peaked at different points along neutrotime (Fig. 4c, f), suggesting that the expression of interferon target genes in healthy neutrophils is a dynamic process that evolves with maturation. 

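Joint detection of Ifit1, Ifit3, Isg15 and Ifitm3 was counted in 12608 cells thinned to 500 UMIs. At least 2 of the 4 genes were seen in 1180 cells, against 1099 on average when each gene was shuffled among the cells of one sample and bin of neutrotime rank, a ratio of 1.07. At least 3 were seen in 222 cells (1.76%) against 54.3 after shuffling, a ratio of 4.09, and it lay between 2.99 and 10.2 in the 6 samples. None of 200 shuffles reached more than 76 cells. The share of cells with at least 2 of the genes was highest in bin 3, at 19.5% and 17.2% in blood, 11.1% and 9.96% in bone marrow, and 24.5% and 14.8% in spleen (runs 1 and 2). In clusterings not limited to interferon genes, a cluster led by interferon genes appeared at resolutions of 0.3 and above.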

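Ifit1 (chromosome 19, 34640871 to 34650009) averaged 12.3 ± 17.2, 69.8 ± 43.7, 152 ± 97.1, 76.6 ± 24.2 and 35.2 ± 14.5 CPM (SD) over bins 1 to 5 of neutrotime rank. Ifit3 (chromosome 19, 34583531 to 34588731) averaged 11.0 ± 14.1, 44.9 ± 26.4, 208 ± 145, 69.8 ± 40.4 and 22.6 ± 16.9 CPM. Isg15 (chromosome 4, 156199424 to 156200818) averaged 68.0 ± 40.5, 194 ± 90.5, 584 ± 325, 453 ± 194 and 347 ± 54.8 CPM. Ifit3 and Isg15 peaked in bin 3 in 6 of 6 samples, and Ifit1 and Ifitm3 in 5 of 6. Ifitm1 and Ifitm2 had their highest mean in bin 5, and their highest level there in each of the 4 samples with at least 20 cells in it. The spread between samples was wide for the less abundant genes.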

Whether this gene expression pattern arises through direct interferon exposure or by other means, and how interferon-related transcripts change neutrophil function, remains to be determined.

**Fig. 4:**
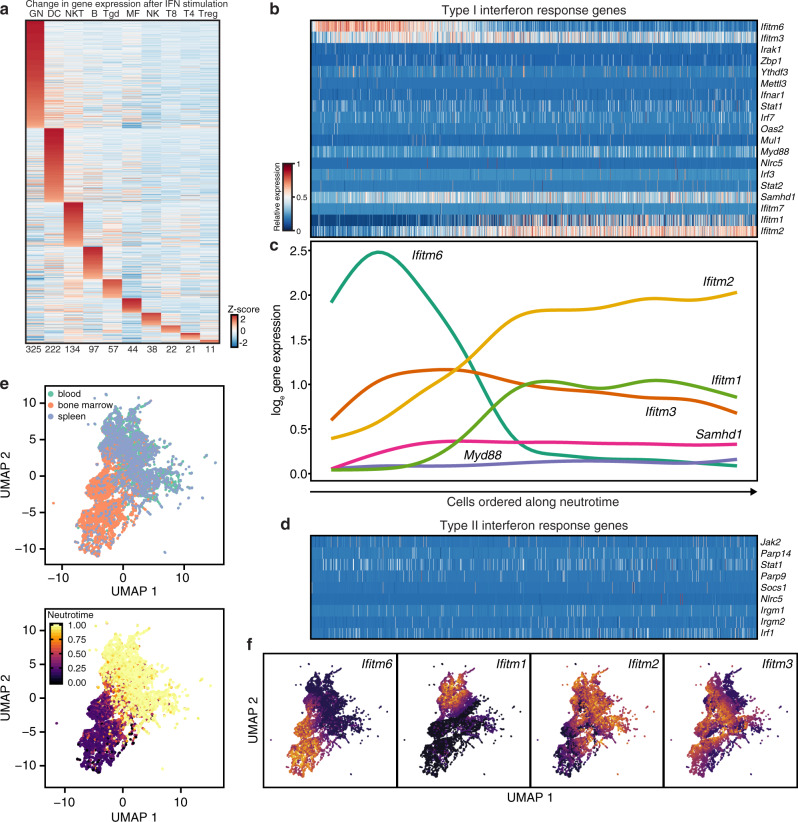
Expression of interferon-related transcripts in neutrophils. **a** Response of 10 ImmGen populations to in vivo interferon α administration highlights marked transcriptional shift in neutrophils. **b**, **c** Expression of transcripts associated with type I interferon response along neutrotime. Cells are ordered along the *x* axis as in Fig. 2g. **d** Expression of transcripts associated with type II interferon response along neutrotime. **e** UMAP clustering of neutrophils based exclusively on transcripts associated with type I interferon response. **f** Expression of transcripts associated with type I interferon response mapped onto the UMAP embedding.

### Neutrotime can be validated in published mouse bulk sequence data

To test neutrotime against published data, we used public bulk RNA-seq data from proliferation-competent, lineage-committed preNeus (Lin^−^ CD115^−^ SiglecF^−^ CD11b^+^ Gr1^+^ cKit^int^ CXCR4^+^), immature bone marrow neutrophils (Lin^−^ CD115^−^ SiglecF^−^ CD11b^+^ Gr1^+^ cKit^low/neg^ CXCR4^−/low^ Ly6G^low/+^ CXCR2^−^), mature bone marrow neutrophils (Lin^−^ CD115^−^ SiglecF^−^ CD11b^+^ Gr1^+^ cKit^low/neg^ CXCR4^−/low^ Ly6G^+^ CXCR2^+^), and mature blood neutrophils (Lin^−^ CD115^−^ SiglecF^−^ CD11b^+^ Gr1^+^ cKit^low/neg^ CXCR4^−/low^ Ly6G^+^ CXCR2^+^) to define the location of these populations along the neutrotime spectrum^24^. Diffusion maps as used to derive neutrotime create a low-dimensional embedding of the analyzed cells wherein the contribution of single genes cannot be directly defined. We therefore generated a simplified version of neutrotime using a subset of the most informative genes. We first selected genes profiled in Fig. 3a (Spearman correlation). We next constructed a cell trajectory within a UMAP embedding created through the Monocle pipeline and ran Moran’s I, a measure of spatial autocorrelation, to identify variable factors within a two-dimensional space^37^. We then selected genes that displayed high Spearman correlation with neutrotime, a high rank in Moran’s I, and the highest expression abundance, retaining only the 100 most informative genes (Fig. 5a). Each gene was categorized into three groups based on negative, positive or little correlation to neutrotime. We then calculated a simplified neutrotime-S score for each cell in our original dataset directly from gene expression space (methods). We tested neutrotime-S against the full neutrotime and found a Spearman correlation coefficient of 0.905 (Fig. 5b). 

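The score was rebuilt from the deposited counts by the rules of the methods. With the paper's limits on correlation, on Moran's I and on mean expression, 38 rising, 27 falling and 5 stable genes remained. The rising genes include the haemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, which free RNA in blood can raise. Within samples Hbb-bs had a mean correlation with neutrotime of -0.00809. Leaving haemoglobin genes out of the ordering left the mean score at 4.62, so it did not take them out of the score. Moran's I was computed on the nearest-neighbour graph of the principal components, not on the Monocle embedding, and the stable set (Actb, Gm5483, Notch2, S100a6 and Stfa1) depends on it. Over 12610 cells the score and neutrotime had a Spearman correlation of 0.877. Within samples it was 0.904 and 0.932 in bone marrow, 0.915 and 0.564 in spleen, and 0.722 and 0.478 in blood (runs 1 and 2). The score is made of genes picked for their correlation with neutrotime in the same cells. Using the first principal component in place of neutrotime moved the value most, to 0.794.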

We could then calculate a neutrotime-S score for each population from published data. PreNeus had the lowest neutrotime-S, followed by immature bone marrow neutrophils, mature bone marrow neutrophils, and finally blood neutrophils, supporting the neutrotime paradigm (Fig. 5c). PreNeus and immature marrow neutrophils localized closely together by neutrotime-S, as did mature marrow neutrophils and mature blood neutrophils; however, a large gap separated immature and mature populations, highlighting the marked shift in gene expression that characterizes this transition (Fig. 5c). Mature neutrophils in the bone marrow and mature neutrophils in the blood were separated by a small but distinct increment in neutrotime-S (from 0.9450 to 0.9963). Differential expression analysis identified 981 differentially expressed genes that characterized this transition, highlighting that blood neutrophils are distinct from even the most mature marrow neutrophils (Fig. 5d). Many of the core neutrotime genes were among the differentially expressed genes, including upregulation of *Il1b* and downregulation of *Lcn2*, *Retnlg* and *Ly6g* in peripheral blood compared with marrow.

**Fig. 5:**
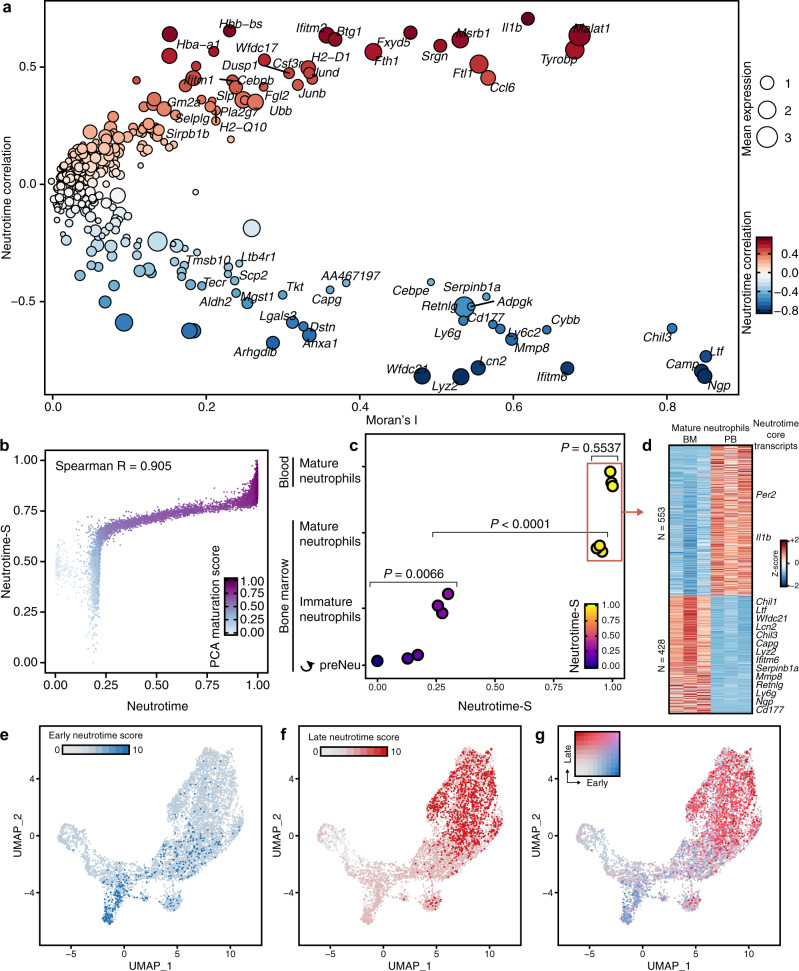
Validation of the neutrotime model. **a** Spatial autocorrelation (Moran’s I) of genes calculated from a separately obtained dimensionality reduction using Monocle 3 plotted versus genes correlated with neutrotime. **b** Calculation of a simplified version of neutrotime directly from gene expression space yields high convergence with neutrotime. *R* indicates the Spearman’s rank correlation coefficient. **c** Integration of bulk RNA-seq data from developing and mature neutrophils from Evrard et al. (GEO:GSE109467) onto neutrotime-S. One-way ANOVA (*P* < 0.0001) followed by Tukey’s multiple comparisons test. **d** Heatmap detailing differentially expressed genes between mature bone marrow neutrophils and blood neutrophils with Benjamin & Hochberg adjusted *p*-value (corresponding to FDR) ≤ 0.05 and log_2_ fold change ≥ 1. Several core neutrotime transcripts are highlighted. **e**–**g** scRNA-Seq data were obtained from the Human Cell Atlas, and cells belonging to the neutrophil lineage (*N* = 7049) were clustered together. Expression of an early (**e**) and late (**f**) neutrotime signature in neutrophils. **g** combined representation of early and late neutrotime scores in the Human Cell Atlas confirms the trajectory.

### The neutrotime signature can be detected in human neutrophils

To test whether neutrotime translated to human neutrophils, we obtained scRNA-seq data from bone marrow neutrophils in the Human Cell Atlas^38^, available through SeuratData^39^. We manually removed non-neutrophils from the dataset through dimensionality reduction and clustering based on expression of marker genes (e.g., *GZMB* and *GNLY* for NK cells). Next, we queried genes with Spearman correlation of neutrotime ≤ 0.25 (early neutrotime genes) and ≥ 0.25 (late neutrotime genes) for human 1:1 orthologs with high confidence according to ENSEMBL version 100. A score for early and late neutrotime was then calculated for each cell and plotted on a UMAP embedding of enriched neutrophils (Fig. 5d–f). These results confirm that human neutrophils exhibit a gene expression pattern broadly consistent with the neutrotime paradigm identified in mice.

### Serial expression of transcription factors through neutrotime

Progression along neutrotime was accompanied by global changes in gene expression. We tested the possibility that these changes reflected coordinate gene regulation by specific transcription factors (TFs). Indeed, TF expression evolved over the course of neutrotime (Fig. 6a, b). To evaluate TF function, we applied ChIP-X Enrichment Analysis Version 3 (ChEA3), a methodology that seeks the signature of specific TFs in the patterns of differentially expressed genes, based on mouse and human data from ENCODE, ReMap, ARCHS4, GTEx, Enrichr, and curated results from the literature^40^. Strong evidence emerged that different TFs are active in early vs. late neutrotime (Fig. 6c). Plotting TF activity by ChEA3 against regulated genes, no single TF emerged as likely to be solely responsible for evolution across neutrotime; rather, different modules of the transcriptional program are likely driven by distinct TFs (Fig. 6d). Combining raw RNA-seq data with ChEA3 scores, we identified a remarkably restricted set of TFs that both varied with neutrotime and exhibited strong ChEA3 scores (Fig. 6e). These results were robust to the number of genes considered for the ChEA3 calculation, as extending the list to the top 200 or top 300 genes highlighted the same TFs (Supplementary Fig. 9). Specifically, lactoferrin (*Ltf*, a secondary granule protein but also a known TF) and *Cepbe* were strongly active in early in neutrotime. By contrast, later neutrotime was characterized by the activity of TFs encoded by *Atf3*, *Klf2*, *Cepbb*, *Junb* and *Jund*. These results are consistent with available functional data, as illustrated by reciprocal expression of CCAAT enhancer binding protein (C/EBP) family members C/EBPε and C/EBPβ in early and late neutrotime^41^. 

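At the transcript level, Ltf declined to 108 ± 161 CPM (SD, n = 4 samples) in bin 5 of neutrotime rank. Cebpe (chromosome 14, 54710360 to 54712174) fell from 640.3 ± 138 CPM (n = 6) in bin 1 to 113 ± 59.0 in bin 2 and 45.2 ± 15.0 in bin 3. Its correlation with neutrotime over all cells was -0.531, negative in 6 of 6 samples. Activity of these factors, as inferred from their target genes, was not analysed here.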

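Transcripts of these genes rose over the bins of neutrotime rank. Junb (chromosome 8, 84974484 to 84978718) averaged 69.8 ± 35.3 CPM (SD, n = 6 samples) in bin 1 and 1945 ± 244 CPM (n = 4) in bin 5. Jund (chromosome 8, 70698949 to 70700616) averaged 95.3 ± 32.2 and 1909 ± 311 CPM, Klf2 (chromosome 8, 72319033 to 72321656) 251 ± 36.3 and 2051 ± 304 CPM, and Cebpb (chromosome 2, 167688915 to 167690418) 262 ± 159.6 and 2243 ± 1363 CPM. Atf3 (chromosome 1, 191170296 to 191218039) was far less abundant, at 0.911 ± 1.46 and 77.0 ± 36.8 CPM. Correlations with neutrotime over all cells were 0.526 for Junb, 0.527 for Jund, 0.358 for Klf2, 0.414 for Cebpb and 0.143 for Atf3. They were positive in 6 of 6 samples for the first 4 genes. For Atf3 they were positive in 5 samples, and in bone marrow of run 1 too few cells had a UMI to give one.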

Mice lacking C/EBPε display interrupted neutrophil maturation, with accumulation of neutrophil precursors and an absence of morphologically and functionally normal neutrophils in blood^42^. By contrast, C/EBPβ facilitates cytokine production and protection from apoptosis, especially in the inflamed milieu, capacities befitting late neutrotime^43,44^. Note that C/EBPα, another member of this family essential for neutrophil development, did not emerge from this analysis, consistent with fulfillment of its role earlier in myelopoiesis, preceding the preNeu stage^45^.

**Fig. 6:**
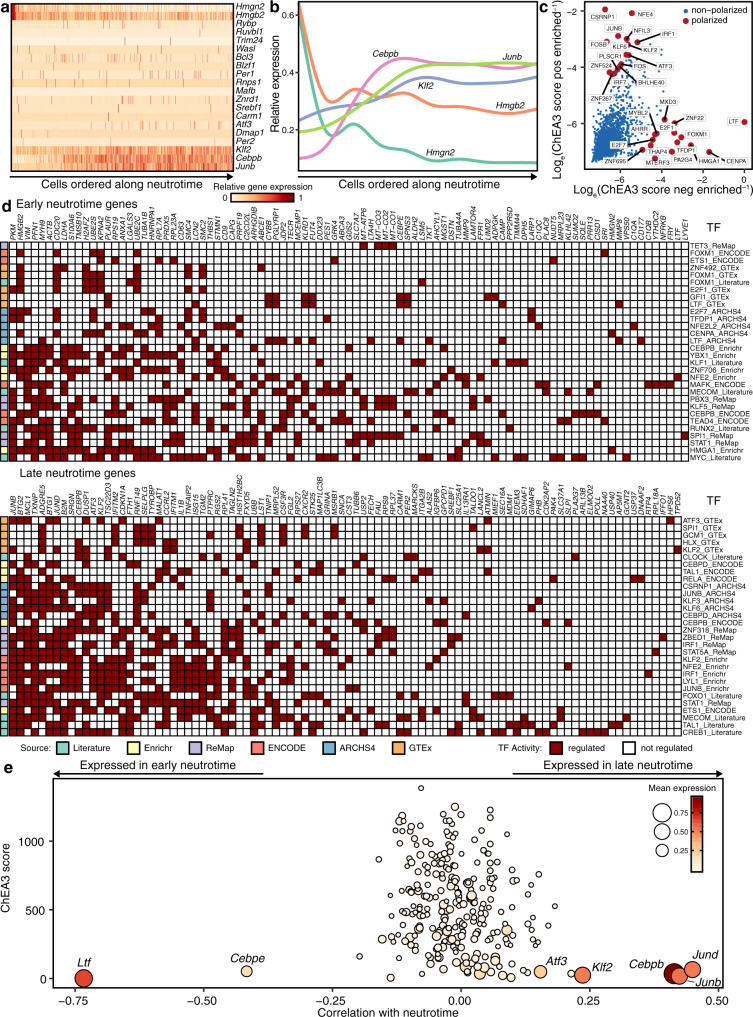
Transcriptional regulation of neutrotime. **a**, **b** Expression profiles of highly abundant transcription factors along neutrotime. **c** Inferred transcriptional regulators of early and late neutrotime via ChEA3. **d** Transcriptional orchestration of early and late neutrotime. **e** Inferred regulatory activity versus transcription factor expression along neutrotime. Cells are ordered along neutrotime in **a** and **b** with the same *x* axis scale as in Fig. 2g. As ChEA3 contains libraries from multiple species, only the corresponding human protein symbols are shown in **c** and **d**.

### Inflammation induces polarization of neutrophils beginning from neutrotime

To understand how gene expression varies with inflammation, we sorted neutrophils from mice undergoing three established models of sterile inflammation: K/BxN serum-induced arthritis (blood and joint lavage 7 days after i.p. administration of arthritogenic serum); IL-1β pneumonitis (lung lavage 3 h after i.n. instillation of 25 ng IL-1β); and IL-1β peritonitis (peritoneal lavage 3 h after i.p. 25 ng IL-1β) (Fig. 7a)^6^. 

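The inflammation experiment is 1 library of cells from 5 conditions, which were marked with hashtag oligomers and pooled. The conditions are healthy blood, blood and joint of arthritic mice, and lung and peritoneum after IL-1β. By the paper, cells of 3 mice were pooled per condition. Arthritis was raised with 150.0 µl of serum from K/BxN mice, which carry antibodies that cause joint inflammation, on days 0 and 2, and cells were taken on day 7. The paper gives the serum donors as 8 to 11 weeks old and the tibiotalar joint as the one lavaged, whereas the sample labels give donors of 9 to 11 weeks and the femorotibial joint. IL-1β was given in 30.0 µl for the lung and 200.0 µl for the peritoneum. The paper names version 3 of the 10X reagents for this library. The values used here are the UMI counts that the authors deposited, together with their list of the hashtag condition and ImmGen cell type of each cell. Neutrophil-like cells of this library are those that the authors assigned to an ImmGen granulocyte population. The files hold the 4856 cells that the authors called hashtag singlets, so that hashtag doublets had been left out before deposit. With 1 library and 1 pool of mice per condition there are no replicates, and no test between conditions was made. Counts of neutrophil-like cells were summed per condition. A difference is given as a log2 ratio of CPM, with 0.5 CPM added to each side, and its interval is an exact 95% Poisson interval for counting error alone. The choice of scale matters for all ratios to healthy blood. Scaling by edgeR's trimmed mean of M values (TMM) adds 0.46 to every log2 ratio of arthritic blood, 0.58 to those of joint, 0.91 to those of lung and 0.92 to those of peritoneum. Median-ratio size factors add 0.46, 0.48, 1.00 and 1.03. A gene that falls by less than this on the CPM scale is therefore not lower relative to most genes. Ratios of lung to peritoneum move by -0.02 and -0.04 only.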

Using the same filtering thresholds as for healthy neutrophils, high-quality scRNA-seq data could be obtained from 801, 2791, 287, and 367 cells from the four compartments, respectively (Supplementary Fig. 1f). Experiments were performed together with one of the studies of healthy neutrophils (*n* = 506 cells), with simultaneous 10X analysis by hashtagging to mark condition of origin, facilitating direct comparison across all groups (Supplementary Fig. 1c–f). 

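After the filters, 506 cells with 1122880 UMIs in all remained from healthy blood of this library, 801 with 2636717 UMIs from arthritic blood, 2789 with 9820048 from joint, 367 with 1312517 from lung and 287 with 939662 from peritoneum. The median cell held 2531, 3581, 3510.0, 3780.0 and 3508 UMIs in that order. Their median numbers of genes were 1082.5, 1162, 1129, 1028 and 965. When cells were thinned to 1000 UMIs, 152, 133, 118, 81 and 56 cells with fewer were left out, and the remaining ones had 543, 467, 485, 422 and 428 genes.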

Healthy and inflamed neutrophils were then analyzed together. 

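Principal components were computed on log-normalized counts of the 5 conditions of the inflammation library. On the first component, which held 1.09% of the variance, the mean positions were -1.17 SD for healthy blood, -0.802 for arthritic blood, 0.0447 for joint, 1.57 for lung and 1.95 for peritoneum. It was led by Bcl2a1b, Sod2 and Bcl2a1d. On the second component (0.857% of the variance) the means were 0.470, 0.423, -0.235, 0.220 and 0.0221, and its low end was led by Ifit1, Rsad2 and Ifit3b. The mean of joint cells thus lay between blood and the IL-1β conditions on the first component and below all others on the second. On the second component 60.7% of joint cells still lay above 0. Their SD over cells was 1.17 there, against 0.438 to 0.607 in the other conditions, so the mean does not stand for most joint cells. With every cell thinned to 1000 UMIs the first component separated lung (-1.36) and peritoneum (-1.46) from healthy blood (0.644), arthritic blood (0.223) and joint (0.124). On the second component of the thinned cells joint (0.0427) was no longer at one end. It lay between healthy and arthritic blood (-0.907 and -0.554) and lung and peritoneum (0.969 and 1.35). When the cells of all 3 runs were analysed together, an alternative chosen after the data had been seen, the first component (1.94% of the variance) placed healthy blood of the inflammation library at 0.785 and healthy blood of the other runs at -0.426. The libraries differ in their 10X reagents, and this component does not tell library from inflammation. The second component placed joint at -0.0358, between healthy blood of the same library, which lay lowest, and peritoneum at 2.54.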

Principal component analysis revealed that cells from inflamed tissues polarized in two directions, one for acute IL-1β-induced inflammation (lung or peritoneum) and the other for subacute K/BxN arthritis (Fig. 7b).

**Fig. 7:**
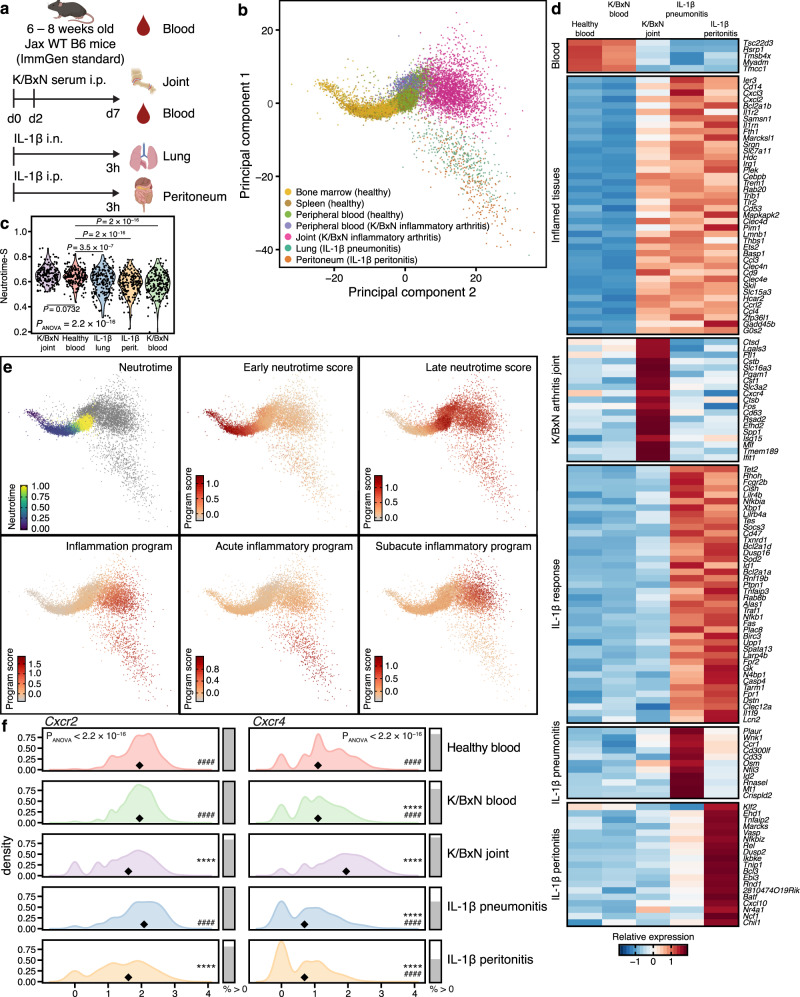
Neutrophils in acute and subacute inflammation. **a** Overview of the experimental models. **b** Combined principal component analysis of healthy and inflamed neutrophils highlights a divergence between acute IL-1β-induced and subacute (K/BxN serum transfer arthritis) inflammation. *N* = 17,424 cells from *N* = 3 mice per inflamed condition total and *N* = 3 mice per healthy tissue and per experiment (two independent experiments). **c** Differences in neutrotime-S between inflamed compartments. ANOVA followed by Dunnett’s multiple comparison test (two-tailed) compared to healthy blood. **d** Heatmap summarizing shared and stimulus-specific gene expression changes in neutrophils. As for Fig. 1c, marker genes were identified by Wilcoxon Rank Sum test (two-tailed) using the Seurat function “FindAllMarkers” with standard settings; only genes with log_e_ fold change ≥ 0.5 compared to healthy blood and Bonferroni adjusted *p*-value ≤ 0.05 were considered. For comparisons that examined changes between multiple groups compared to healthy blood (e.g. “Inflamed tissues”), as most conservative approach, the highest adjusted *p*-value was chosen for each gene. **e** Original neutrotime score in healthy cells, early and late neutrotime scores in healthy and inflamed cells highlights that the late neutrotime program stays active throughout inflammation. Lower panels highlight different inflammatory programs in inflamed cells. **f** Antagonistic expression of *Cxcr2* and *Cxcr4* in acute versus subacute inflammation: distribution of *Cxcr2* and *Cxcr4* expression (log_e_ normalized expression) in healthy and inflamed tissues. Diamonds depict the median expression value and filled bars on the right illustrate the percentage of cells with non-zero expression. ANOVA was performed on the counts followed by Dunnett’s multiple comparison test (two-tailed). Percentage of cells with non-zero expression shown as descriptive statistic. ****P < 0.0001 compared to healthy blood; ^####^*P* < 0.0001 compared to K/BxN joint.

By neutrotime-S, K/BxN blood neutrophils were less mature than healthy blood neutrophils 0.585 ± 0.003 vs 0.639 ± 0.003 (mean ± standard error of the mean), suggesting early release of neutrophils in response to tissue inflammation. By contrast, neutrophils in the joint were more advanced than those in healthy or arthritic blood (0.647 ± 0.001, mean ± standard error of the mean), while those from inflamed lung and peritoneum were relatively immature (0.611 ± 0.005 and 0.584 ± 0.005, mean ± standard error of the mean), potentially suggesting recruitment of less mature neutrophils to acutely inflamed tissues (Fig. 7c). 

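On the score rebuilt here, which is not scaled as in the article, healthy blood cells of the inflammation library averaged 7.91 and arthritic blood cells 6.36, a difference of -1.55. Both rest on 1 pool of mice, and the spread over cells was 3.02 and 2.73 (SD). The rising set includes haemoglobin genes, and their part in differences between conditions was not separated. The sets behind the score moved as follows. The 27 falling genes were higher in arthritic blood by 0.259 on the natural log scale of normalized expression, and the 38 rising genes by 0.0969. The 5 stable genes were higher by 0.387. In cells with at least 1000 UMIs, thinned to that number, the falling genes were higher by 0.170 and the rising ones lower by -0.0893.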

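Joint cells averaged 6.62 on the score rebuilt here, lung cells 6.81 and peritoneal cells 6.95, which is -1.29, -1.10 and -0.96 relative to healthy blood of the same library. The spread over cells was 1.89, 2.98 and 2.89 (SD). Joint thus lay above arthritic blood and below healthy blood. The position of joint depended on the set of stable genes. With all 338 genes that met the correlation limit for stable genes, without a limit on Moran's I, the means were 0.356 in healthy blood, 0.333 in arthritic blood, 0.357 in joint, 0.333 in lung and 0.330 in peritoneum. There joint exceeded healthy blood by 0.00143, where it had been lower. That set was chosen after the values had been seen. With the same set at 1000 UMIs per cell, joint was below healthy blood again, by -0.00642. Of the parts of the score, the rising genes were higher in joint than in healthy blood by 0.172 and the falling genes by 0.0170. The 5 stable genes were higher by 0.504, and as the divisor of the score their rise lowers it. At 1000 UMIs per cell the rising and falling genes were lower, by -0.146 and -0.136, and the 5 stable genes higher by 0.191.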

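The distance between conditions of the inflammation library was measured as the median size of the log2 ratio over 2257 genes with a mean of at least 50.0 CPM, with each condition thinned to 939662 UMIs. Draws from a single profile at this depth were 0.112 apart. Lung and peritoneum were 0.385 apart, joint and lung 0.628, and joint and peritoneum 0.657. Healthy blood was 0.642 from joint, 1.08 from lung and 1.08 from peritoneum. Arthritic blood was nearer to each of them, at 0.525, 0.859 and 0.868.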

Transcriptional similarity distinguished patterns evident across all three inflammatory conditions and also patterns that distinguished acute (lung/peritoneum) from subacute (joint) inflammation (Fig. 7d). By contrast, neutrophils from healthy and arthritic blood resembled each other, differing in only 39 transcripts at FDR < 0.01 and a log_e_ fold change of at least 0.25, in line with the joint focus of inflammation in the K/BxN model (Fig. 7d). Among these, circulating neutrophils from arthritic animals displayed greater expression of *Retnlg*, *Lcn2* and *Ly6g*, genes associated with relative immaturity. 

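The median log2 ratio between healthy and arthritic blood was 0.338 in size, the smallest of the 10 pairs of conditions, and 0.254 to 0.331 under the alternatives tried. Genes were not tested, since each condition is 1 pool of mice. By size, with at least 100 UMIs over both conditions, the highest log2 ratios of arthritic to healthy blood were those of BC100530 (3.11), Stfa1 (3.09), Upp1 (2.17), Ly6g (2.01) and Ngp (1.82). The lowest were those of Pmaip1 (-2.52), Gm12840 (-1.90), Lyl1 (-1.86), Rpl10a (-1.75) and Pigm (-1.61).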

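Retnlg stood at 6812 CPM in healthy and 15916 CPM in arthritic blood of the inflammation library, a log2 ratio of 1.22 (95% Poisson interval 1.19 to 1.26). Lcn2 went from 814 to 2186 CPM, a log2 ratio of 1.42 (1.32 to 1.53). Ly6g went from 53.4 to 217 CPM, a log2 ratio of 2.01 (1.63 to 2.43) that rests on 60 and 571 UMIs. These ratios are larger than the shift between scalings, which would raise them further.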

For a detailed analysis of gene expression changes in all inflammatory conditions see Supplementary Data 1.

Projecting neutrophils onto a diffusion map confirmed that healthy and arthritic blood neutrophils clustered together, and that neutrophils from lung and peritoneum diverged from those harvested from arthritic joints (Supplementary Fig. 10a–c). Similar results were obtained in the first two principal components (Fig. 7b, e). Comparing all three inflamed tissues to healthy blood, we observed a shared set of up- and down-regulated genes (Fig. 7d and Supplementary Fig. 10d). 

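Cells of the 3 inflamed tissues were compared with healthy blood of the same library. Cd14 (chromosome 18, 36725067 to 36726798) stood at 103 CPM in healthy blood, 3380.2 CPM in joint, 8916 CPM in lung and 5464 CPM in peritoneum. Its log2 ratios to healthy blood were 5.03 (95% Poisson interval 4.77 to 5.31), 6.42 (6.17 to 6.71) and 5.72 (5.46 to 6.00). Cxcl2 (chromosome 5, 90903871 to 90905938) rose from 208 CPM to 7432 in joint, 14089.7 in lung and 6758 in peritoneum, log2 ratios of 5.16, 6.08 and 5.02. Ccl4 (chromosome 11, 83662584 to 83664683) rose from 141 CPM to 3243, 4731 and 3777 CPM, log2 ratios of 4.52, 5.07 and 4.74. Ccl3 (chromosome 11, 83647844 to 83649355) had log2 ratios of 4.50, 5.40 and 4.83, and Irg1 of 4.97 (4.59 to 5.40), 5.03 and 5.81. The more abundant Fth1 (chromosome 19, 9980598 to 9985098) rose from 6169.9 CPM to 27309.6, 50632 and 47067 CPM, log2 ratios of 2.15, 3.04 and 2.93. No alternative changed the direction of any of these genes in these tissues.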

Genes with upregulated expression included the pattern recognition co-factor *Cd14*; the chemokines *Cxcl2*, *Ccl4, and Ccl3; Irg1*, encoding an enzyme involved in synthesis of the antibacterial factor itaconic acid; and ferritin heavy chain (*Fth1*). 

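Il1r2 (chromosome 1, 40074079 to 40125231) stood at 267 CPM in healthy blood of the inflammation library, 1991 CPM in joint, 3859 in lung and 1153 in peritoneum. Its log2 ratios were 2.90 (95% Poisson interval 2.73 to 3.07), 3.85 (3.68 to 4.03) and 2.11 (1.92 to 2.30). Il1rn (chromosome 2, 24336853 to 24351494) rose from 297 CPM to 1551, 3299 and 8399 CPM, log2 ratios of 2.38 (2.23 to 2.54), 3.47 (3.31 to 3.64) and 4.82 (4.66 to 4.98). Lung had more Il1r2 and peritoneum more Il1rn.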

Antagonists of IL-1 signaling, *Il1r2* and *Il1rn*, were also upregulated. Using the same threshold (log_e_ fold change 0.5), genes downregulated across inflammatory conditions included *Tsc22d3*, *Rsrp1*, *Tmsb4x*, *Myadm* and *Tmcc1* (Supplementary Fig. 10e). 

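Tsc22d3 (chromosome X, 140539528 to 140600659) fell from 1178 CPM in healthy blood to 381 in joint, 164 in lung and 194 in peritoneum, log2 ratios of -1.63 (95% Poisson interval -1.72 to -1.54), -2.84 (-3.06 to -2.64) and -2.60 (-2.84 to -2.38). On the TMM scale these were -1.05, -1.94 and -1.68. Rsrp1 had log2 ratios of -1.59, -2.44 and -2.38, Myadm of -1.78, -3.35 and -2.34, and Tmcc1 of -1.82, -1.90 and -1.99, and all stayed below 0 on the TMM scale. Tmsb4x, at 33370.4 CPM in healthy blood, fell to 15402, 12977 and 16790.1 CPM, log2 ratios of -1.12, -1.36 and -0.99. On the TMM scale they were -0.54, -0.46 and -0.07, and median-ratio size factors gave 0.04 in peritoneum.

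**Figure D3:**
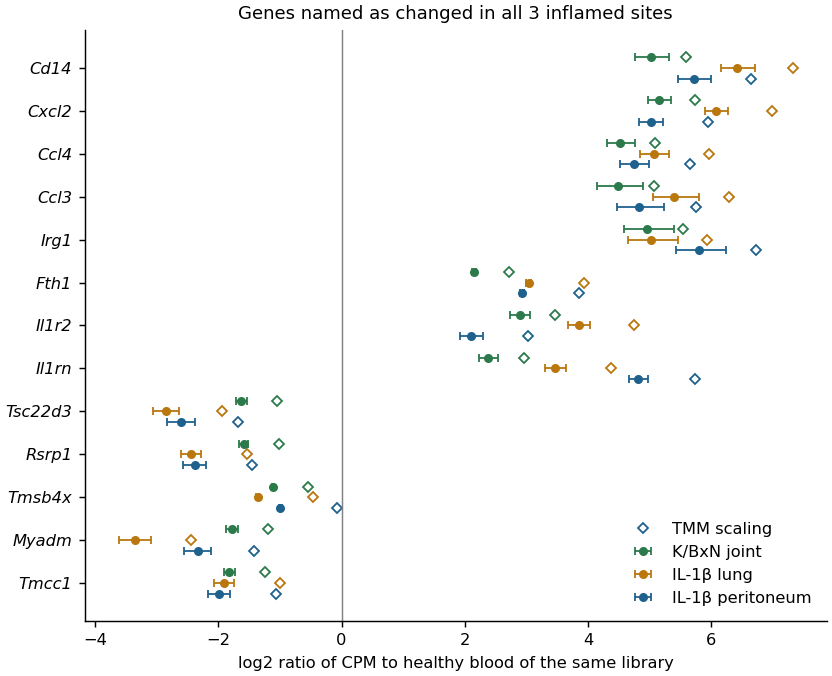
Log2 ratio of CPM to healthy blood of the same library (horizontal axis) for 13 genes (vertical axis) in joint, lung and peritoneum, with exact 95% Poisson intervals for counting error. Open diamonds give the ratio on the TMM scale. On the CPM scale 8 genes lie above 0 and 5 below in every tissue, and only Tmsb4x in peritoneum turns to 0.04 with median-ratio size factors.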

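In joint cells of the inflammation library Retnlg stood at 3687 CPM, a log2 ratio to healthy blood of -0.89 (95% Poisson interval -0.92 to -0.85), which was -0.31 on the TMM scale. In lung and peritoneum it stood at 17591 and 9628 CPM, log2 ratios of 1.37 and 0.50. F630028O10Rik (chromosome X, 96239926 to 96243636), annotated as an antisense transcript, fell from 1421 CPM in healthy blood to 333 CPM in joint, a log2 ratio of -2.09 (-2.18 to -2.005). In peritoneum it was at 778 CPM, a log2 ratio of -0.87, which TMM turned to 0.06 and median-ratio size factors to 0.16. In lung, at 1362 CPM, the log2 ratio was -0.06, with an interval of -0.16 to 0.04, and 0.84 on the TMM scale. Arthritic blood lay below healthy blood too, with -0.84.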

*Retnlg*, encoding Resistin-like gamma precursor and *F630028O10Rik*, an uncharacterized protein, were downregulated specifically in neutrophils from inflamed joints. *Mmp9*, *Rgs2* and *Zfp36l2* were downregulated in both IL-1β-induced conditions, while *Lyz2* and *Lst1* were downregulated in IL-1β-induced pneumonitis but not peritonitis. 

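Mmp9 fell from 2421 CPM in healthy blood of the inflammation library to 586 in lung and 711 in peritoneum, log2 ratios of -2.05 and -1.77, and to 1371 in joint, a log2 ratio of -0.82. On the TMM scale these were -1.14, -0.84 and -0.24. Rgs2 had log2 ratios of -3.42 in lung and -3.79 in peritoneum, and Zfp36l2 of -2.68 and -4.36. In joint Rgs2 stood at -0.82 and Zfp36l2 at -0.11, which TMM turned to 0.47 for Zfp36l2. Lyz2 had log2 ratios of -1.68 in lung and -0.16 in peritoneum, and TMM gave -0.77 and 0.76. Lst1 had -2.44 and -0.99, or -1.54 and -0.06 on the TMM scale, and median-ratio size factors gave 0.0436 in peritoneum. In joint Lyz2 stood at -0.45, or 0.13 on the TMM scale, and Lst1 at -1.33.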

No genes exclusively downregulated in IL-1β-induced peritonitis passed the threshold. Thus, neutrophils recruited to inflamed tissues exhibited substantial overlap in gene expression, notwithstanding differences in trigger and time course.

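Of the genes named for all 3 inflamed tissues, 8 were higher and 5 lower than in healthy blood, with the same direction in 39 of 39 ratios on the CPM scale. The paper chose these genes in the same cells for such a change, so this count was largely fixed beforehand. From the genes changed in all 3 tissues the paper concludes that recruited neutrophils share much of their gene expression.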

Differences between inflamed tissues were also detected. In particular, neutrophils from the joint differed from those harvested from lung and peritoneum (Fig. 7b, e). For example, neutrophils from pneumonitis and peritonitis (as well as healthy and arthritic blood) exhibited a predominance of *Cxcr2*, encoding the receptor for key neutrophil recruitment chemokines KC (CXCL1) and MIP2 (CXCL2). By contrast, neutrophils from inflamed joints were skewed toward expression of *Cxcr4*, a receptor for CXCL12 that enables return of aged neutrophils to the marrow but also retention of neutrophils within inflamed tissues^46,47^ (Fig. 7f). 

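The genes with the largest changes against healthy blood of the same library, among those with at least 100 UMIs over both conditions, differed between the 3 tissues. In joint they included H2-Eb1, Pik3ap1, Pdcd1lg2 and Nr4a2, seen with 415, 312, 311 and 297 UMIs and listed at 0 in healthy blood, and Hilpda, with 1 UMI there and a log2 ratio of 6.92 (95% Poisson interval 5.07 to 12.9). The lowest were Itga4, Xpc, Svip, Mxd4 and Eef2k, from -2.76 to -2.57. In lung, Lipg was seen with 104 UMIs and listed at 0 in healthy blood. Mt1 had a log2 ratio of 8.86 (7.36 to 12.3) and Cdkn1a of 6.97 (5.46 to 10.4), each with 2 UMIs in healthy blood, Cxcl3 of 6.93 and Bcl2a1d of 6.67. The lowest were Nfic, with 1 UMI in lung and a log2 ratio of -6.51 (-12.6 to -4.73), Tpcn1 (-4.81), Zfp710 (-4.71), Xpc (-4.65) and Mkl1 (-4.63). In peritoneum the highest were Bcl2a1d (7.54), Tifa (6.65, 4.79 to 12.6), Bcl2a1b (6.56), Snai1 (6.36, 5.04 to 8.90) and Dusp2 (6.36), of which Tifa and Snai1 had 1 and 3 UMIs in healthy blood. The lowest were Eif2ak3 (-4.81, -7.31 to -3.43), Abcd2 (-4.75, -7.25 to -3.37) and Mkl1 (-4.57, -7.08 to -3.18), with 3 UMIs each in peritoneum, Nfic (-4.60) and Arl4c (-4.59).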

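Cxcr2 (chromosome 1, 74153989 to 74161246) stood at 1986 CPM in healthy blood, 1768 in arthritic blood, 2107 in lung and 1359 in peritoneum of the inflammation library. Cxcr4 (chromosome 1, 128588199 to 128592293) stood at 1039, 698, 545 and 293 CPM. The ratio of Cxcr2 to Cxcr4 UMIs, which no scaling between conditions can change, was 1.91 in healthy blood (95% interval 1.78 to 2.05), 2.53 in arthritic blood (2.40 to 2.67), 3.87 in lung (3.56 to 4.20) and 4.64 in peritoneum (4.07 to 5.31). Against healthy blood, Cxcr4 fell by 0.93 in lung and by 1.83 in peritoneum on the log2 scale. Median-ratio size factors turned the value of lung to 0.06. Cxcr2 had a log2 ratio of -0.55 in peritoneum, which TMM turned to 0.38 and median-ratio size factors to 0.48, and of -0.17 in arthritic blood, which they turned to 0.30 and 0.29.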

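In joint cells Cxcr2 stood at 1399 CPM and Cxcr4 at 2045 CPM, and the ratio of their UMIs was 0.684 (95% interval 0.670 to 0.699), the only one below 1 among the 5 conditions. The log2 ratio of joint to healthy blood was 0.98 for Cxcr4 and -0.50 for Cxcr2. The latter was 0.07 on the TMM scale, so that the change in their balance came with a rise in Cxcr4 on either scale.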

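Lung and peritoneum after IL-1β were compared directly. The genes Plaur, Wnk1, Ccr1, Cd300lf, Cd33, Osm, Nfil3, Id2, Mt1 and Crispld2 were all higher in lung. Their log2 ratios of lung to peritoneum ranged from 0.71 for Cd300lf to 4.45 for Mt1 (chromosome 8, 94179082 to 94180327), which stood at 1058 CPM in lung and 47.9 CPM in peritoneum (95% Poisson interval of the ratio 4.04 to 4.93). Osm had a log2 ratio of 2.85, Id2 of 2.57 and Plaur of 2.23. The genes Klf2, Ehd1, Tnfaip2, Marcks, Vasp, Nfkbiz, Rel, Dusp2, Ikbke, Tnip1, Bcl3, Ebi3, Rnd1, 2810474O19Rik, Batf, Cxcl10, Nr4a1, Ncf1 and Chil1 were all lower in lung. Their log2 ratios ranged from -1.001 for 2810474O19Rik to -3.65 for Nr4a1 (chromosome 15, 101254269 to 101274795), at 71.6 and 907 CPM (interval of the ratio -3.99 to -3.35). Klf2 had -2.41, Cxcl10 -2.96 and Ikbke -3.04. No alternative turned the direction of any gene named so far. By size alone the highest ratios after Mt1 were those of Ifrd1 (3.61), Arl4c (3.39), Elovl5 (3.34) and Prnp (3.34), and the lowest were those of Plagl2 (-3.88), Nr4a1, Sh3bp5 (-3.42), Ikbke and B4galt5 (-3.03). With 1 pool of mice in each, site and pool are confounded.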

Intriguingly, IL-1β-inflamed lung and peritoneum differed from each other in 224 transcripts at FDR < 0.01 and a log_e_ fold change of at least 0.25, including overexpression in lung neutrophils of *Plaur, Wnk1, Ccr1, Cd300lf, Cd33, Osm, Nfil3, Id2, Rnasel, Mt1 and Crispld2* and overexpression in peritoneal neutrophils of *Klf2, Ehd1, Tnfaip2, Marcks, Vasp, Nfkbiz, Rel, Dusp2, Ikbke, Tnip1, Bcl3, Ebi3, Rnd12810474O19, Rik, Batf, Cxcl10, Nr4a1, Ncf1*, and *Chil1* (Fig. 7d). Thus, gene expression among neutrophils recruited to inflamed tissues varies with site of recruitment, even when elicited by an identical stimulus over an identical interval.

### Associations between transcript and protein expression varies with context

Transcript abundance bears an inconsistent relationship to the level of a protein expressed. To assess this relationship within neutrotime genes, we selected 8 genes that exhibited dynamic transcriptional regulation along neutrotime and with inflammation (*Cd9, Cd14, Cd53, Cd63, Itgam, Cxcr2, Cxcr4, Ly6g*) and compared transcript abundance from our scRNA-seq data with mean surface expression as measured by flow cytometry, expressed as change with respect to healthy blood neutrophils. As expected, the relationship between transcript and protein proved highly variable (Supplementary Fig. 11). This result illustrates the importance of caution in the extrapolation of transcriptional phenotype to cell function and highlights the strength of the transcript-only approach to cell ontology as realized in neutrotime.

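On the transcript side, Cd9 rose from 574 CPM in healthy blood of the inflammation library to 3550.0 in joint, 2197 in lung and 2236 in peritoneum, log2 ratios of 2.63, 1.94 and 1.96. Cd53 had log2 ratios of 0.99, 1.43 and 1.09, and Cd63 of 1.78, 0.46 and -0.28, the last of which was 0.64 on the TMM scale. Itgam had log2 ratios of 0.23, -0.20 and -0.50, which were 0.81, 0.70 and 0.42 on the TMM scale. Ly6g had log2 ratios of 0.30, 1.73 and 0.45. Surface protein was not analysed here.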

### Inflammation drives new transcriptional activity in neutrophils

We observed marked changes in transcription factor expression across inflammatory conditions (Fig. 8a). 

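Hmgb2 (chromosome 8, 57511907 to 57515999) stood at 1614 CPM in healthy blood and 1692 CPM in arthritic blood of the inflammation library, 698 in joint, 487 in lung and 372 in peritoneum. The log2 ratios of the inflamed tissues to healthy blood were -1.21, -1.73 and -2.11, or -0.63, -0.82 and -1.19 on the TMM scale.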

*Hmgb2*, encoding a DNA-interacting protein with antimicrobial properties, was largely restricted to blood neutrophils^48^. 

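Xbp1 (chromosome 11, 5520659 to 5525893) was at 139.8 CPM in healthy blood and rose to 1375 CPM in lung and 732 CPM in peritoneum, log2 ratios of 3.29 and 2.38. In joint, at 90.3 CPM, its log2 ratio was -0.63. Nfkb1 (chromosome 3, 135584655 to 135691547) was at 60.6 CPM in healthy blood, 439.6 in lung and 593 in peritoneum, log2 ratios of 2.85 and 3.28, and at 70.8 CPM in joint, a log2 ratio of 0.22.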

Neutrophils from acutely inflamed lung and peritoneum upregulated *Xbp1* and *Nfkb1*, implicated in neutrophil effector responses and their control^49,50^. Lung and peritoneum differed in the expression of TFs including *Nfil3*, implicated in the control of IL-1β and TNF production by myeloid cells^51^. 

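Nfil3 (chromosome 13, 52967209 to 52981073) was at 475 CPM in lung and 118 CPM in peritoneum, a log2 ratio of 2.00 (95% Poisson interval 1.72 to 2.31). It was at 49.0 CPM in healthy blood, 71.7 in arthritic blood and 158 in joint.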

Neutrophils from arthritic joints expressed *Cebpb*, *Atf3*, and *Fos*. 

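Cebpb stood at 1127 CPM in healthy blood of the inflammation library, 1674 in arthritic blood, 6296 in joint, 5716 in lung and 4332 in peritoneum. Atf3 was higher in joint, at 319 CPM, than in healthy blood, at 98.0 CPM, a log2 ratio of 1.70. In lung it stood at 64.0 CPM, a log2 ratio of -0.61 that TMM turned to 0.29, and in peritoneum at 25.5 CPM. Fos (chromosome 12, 85473890 to 85477273) stood at 411 CPM in healthy blood, 1064 in joint, 373 in lung and 150.1 in peritoneum. Its log2 ratio was 1.37 in joint, -0.14 in lung (0.76 on the TMM scale) and -1.45 in peritoneum. Egr1 (chromosome 18, 34859823 to 34864984) rose from 29.4 CPM to 969.5 in joint, 853 in lung and 137 in peritoneum, log2 ratios of 5.02, 4.84 and 2.20.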

The late-neutrotime gene *Cebpb* is the hallmark TF of emergency / reactive granulopoiesis and modulates cytokine production^44,52^. *Egr1* and *Fos* are suppressed by the key neutrophil-differentiation transcription factor GFI-1 in developing neutrophils; later expression may be involved in production of mediators including IL-1β^53,54^. *Atf3* participates in neutrophil migration^55^. Examining transcription factor regulatory activity as inferred through ChEA3 again suggested differential participation of TFs in orchestrating homeostatic and inflamed gene expression programs (Fig. 8b–c). Plotting transcription factor activity by ChEA3 against transcript expression, we identified TFs associated with acute inflammation in response to IL-1β as well as K/BxN immune-complex arthritis, most prominently *Cebpb* expression and function in both inflamed conditions (Fig. 8d). This variability among transcriptional programs, driven by distinct sets of TFs, highlights the dynamic nature of gene regulation in mature neutrophils as they emerge from a single neutrotime continuum to assume effector roles in the tissues.

**Fig. 8:**
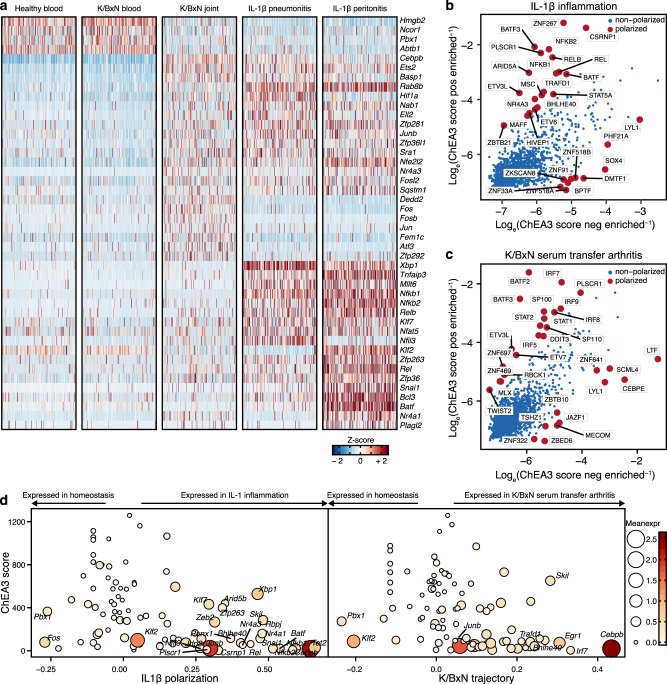
Transcriptional regulation of acute and subacute inflammation. **a** Overview of differentially expressed transcription factors in healthy blood and inflamed compartments. As in Fig. 1c, marker genes for each condition were identified by Wilcoxon Rank Sum test (two-tailed) using the Seurat function “FindAllMarkers” with standard settings; only genes with log_e_ fold change between conditions ≥ 0.25 and Bonferroni adjusted *p* value ≤ 0.05 were considered. The list of marker genes was subsetted to transcription factors to display differentially expressed transcription factors between conditions. Cells were randomly downsampled to 200 cells per condition for plotting only. **b**, **c** Inferred regulatory activity of TFs in IL-1β-induced and K/BxN-induced inflammation. As ChEA3 contains libraries from multiple species, only the corresponding human protein symbols are shown. **d** Inferred activity versus actual expression of TFs in IL-1β polarization and along the K/BxN trajectory in the diffusion map.

## Discussion

Neutrophils represent an evolutionarily ancient component of innate immune defense^56^. Despite considerable morphological homogeneity, neutrophils are phenotypically diverse, and it has proven useful to group together neutrophils that share specific features; examples include low-density granulocytes, N2 / suppressor neutrophils, and pro-angiogenic neutrophils^57–59^. However, the ontological relationship among these populations, sometimes termed neutrophil subtypes, is unknown. In particular, it is unknown whether there are different kinds of neutrophils, as NK cells and CD4 + T cells are different kinds of lymphocytes, or whether phenotypic variation among neutrophils is better understood as differential maturation and activation within a single cell type.

To define the underlying organization of the neutrophil population, we applied single-cell transcriptomics, a method that has emerged as a powerful tool to study immune cell heterogeneity^13^. We studied more than 17,000 sorted neutrophils from bone marrow, blood and spleen of healthy mice, from inflammatory exudates in peritoneum and lung, and from both blood and joint in sterile subacute arthritis. We ordered these cross-sectional profiles to expose relationships among the phenotypes observed. Using distinct modeling strategies, we observed a consistent organizational logic: the differential transcriptional signatures of neutrophils reflect a single continuum across tissues, without major branch points. This continuum converges with chronological order, as determined through RNA velocity and from neutrophils differentiated in vitro, leading us to term this trajectory neutrotime. Our data therefore define a single main sequence of mouse neutrophil development.

This overall population structure resembles that suggested by Evrard et al.^24^, whereby neutrophils progress from proliferation-competent committed precursors (preNeus) through a nonproliferating immature stage to mature neutrophils. Cell abundance data further underscore this preNeu/immature/mature division, identifying accumulation points in neutrophil development corresponding to preNeus, nearly mature neutrophils awaiting transit into blood, and mature circulating neutrophils. Although neutrophils all along this spectrum can be identified in marrow, spleen and blood, the distribution changes markedly with location. In healthy mice, preNeus reside predominantly in the marrow, though some are encountered in spleen (a known hematopoietic organ) and rare preNeus appear in the blood. Spleen neutrophils predominantly reflect the mature end of the spectrum, though a substantial fraction are less mature than circulating neutrophils, consistent with in vivo microscopy data^31^. Blood neutrophils in healthy mice overwhelmingly occupy the most mature end of the spectrum. Interestingly, a sharp increase in neutrotime accompanies the transition from marrow to blood, suggesting that this transit event or other factors associated with circulation participate in final neutrophil maturation.

Attention to variation of TF expression and function with neutrotime demonstrates the extent to which neutrophil development is transcriptionally dynamic, including a previously unappreciated transcriptional program of terminal neutrophil differentiation. Early neutrotime is under the control of TFs such as C/EBPε, consistent with the requirement for this TF in the development of normal mature neutrophils in mice and humans^42,60^. *Ltf* encoding lactoferrin was also prominent in early neutrotime. A secondary granule protein, lactoferrin is also a well-recognized TF, binding with high affinity to specific DNA motifs^61,62^. The protein sequence of lactoferrin includes a nuclear localization signal that is highly conserved across mice and humans, consistent with important transcriptional activity^63^. Interestingly, mice lacking lactoferrin display normal early neutrophil development, although the respiratory burst is impaired in mature neutrophils, suggesting redundancy in the control of early neutrotime^64^.

Later steps in neutrotime reflect the activity of a distinct group of TFs including ATF3, KLF2, C/EBPβ, JUNB, and JUND. This evidence for reciprocal roles for C/EBPε (early neutrotime) and C/EBPβ (late neutrotime) concord with focused studies of these TFs^42,60^. ATF3 facilitates the capacity of neutrophils to migrate into inflamed tissues^55^. KLF2 is implicated in neutrophil resistance to apoptosis^65^. JUNB plays a key role in enhancing neutrophil effector potency as expression of the myeloid differentiation TF PU.1 fades^66^. In macrophages, JUNB promotes transcription of *Il1b*, a hallmark of late neutrotime^67^. JUND is similarly implicated in the upregulation of genes related to the production and processing of IL-1β^68^. These TFs were identified by an algorithm that sought TFs exhibiting both transcriptional variation with neutrotime and evidence of function as disclosed by ChEA3. Our data do not exclude the possibility that other TFs may also play key roles in neutrotime, in particular for TFs that may not be regulated at the transcriptional level. The contribution of each TF to neutrophil development and function will require further experimental dissection. Ng, Ostuni and Hidalgo propose a key role for developmentally-conditioned epigenetic differences, a fertile hypothesis that remains to be tested^3^.

To understand the transcriptional correlates of recruitment to inflamed tissues, we characterized neutrophils from IL-1β peritonitis, IL-1β pneumonitis, and immune-complex arthritis. Gene expression in neutrophils from all 3 inflamed sites differed strikingly from that in healthy cells, confirming that circulating neutrophils remain transcriptionally dynamic. Importantly, neutrophils recruited to sites of inflammation were generally far advanced along the neutrotime spectrum, suggesting that these cells were mature blood neutrophils before tissue entry. Many transcriptional changes were conserved across all disease conditions, likely reflecting a core transcriptional program engaged by neutrophils recruited into inflamed sites. This program includes upregulated genes for CD14, chemokines, and the IL-1 receptor antagonist. However, neutrophils from inflamed sites also exhibited considerable heterogeneity depending on experimental model. Neutrophils elicited over 3 h by instillation of IL-1β into lung and peritoneum were much more similar to each other than to those accumulating by day 7 of arthritis. Consistent with the enhanced lifespan of neutrophils in inflamed tissues, cells harvested from inflamed joints were further along the neutrotime axis, and they also exhibited upregulated *Cxcr4* transcript and CXCR4 protein, recently identified in zebrafish as a receptor helping to anchor neutrophils in inflamed tissues^47^. However, lung and peritoneal neutrophils remained distinguishable from each other, illustrating the importance of recruitment site to neutrophil phenotype. These findings are consistent with a recent survey of neutrophils across bone marrow, blood, spleen, lung, liver, skin and intestine under homeostatic conditions that found neutrophils entering different tissues to exhibit distinct signatures, promoted by tissue-specific factors such as CXCL12 in the lung^69^.

Prior scRNA-seq studies of neutrophils have focused either on early development or within the context of tumor or inflammation^16,24,36^. By including mature neutrophils in blood and spleen, our data extend these results, identifying a continuous evolution of neutrophil gene expression with maturation that varies further with migration into inflamed sites. Early in neutrotime, gene expression is weighted toward anabolic functions and granule loading, while later in neutrotime effector genes such as *Il1b* become predominant. These findings echo early studies of human neutrophils sorted at distinct developmental stages^22^. Of note, a recent study of neutrophils in unperturbed tissues and with *E. coli* bacteremia, using graph-based cell clustering to partition neutrophils into discrete groups, suggested an alternative model whereby neutrophils can sometimes bypass certain maturity stages^70^. Although our findings were otherwise highly concordant, we did not observe such discontinuities.

We thus propose a working model (Fig. 9) to understand heterogeneity among neutrophils. Neutrophils represent a single lineage organized along one main maturational sequence, neutrotime. As neutrophils progressing through this continuum encounter environmental cues, they deviate as a function of site, stimulus, and time, arriving at a phenotype that likely reflects both their starting position within neutrotime and the nature and sequence of signals encountered. For neutrophils recruited to inflamed sites in the models studied here, these cells primary emerge from the mature end of the spectrum, but the relative immaturity of circulating cells observed during inflamed states suggests that similar phenotypic divergence could occur earlier in neutrotime as well. This mechanism provides an opportunity to generate a highly diverse neutrophil repertoire without a requirement for committed developmental branches or cell subsets. Publicly available data for human neutrophils suggest a parallel pattern, though the full extent of congruity between human and mouse neutrophils remains to be determined.

**Fig. 9:**
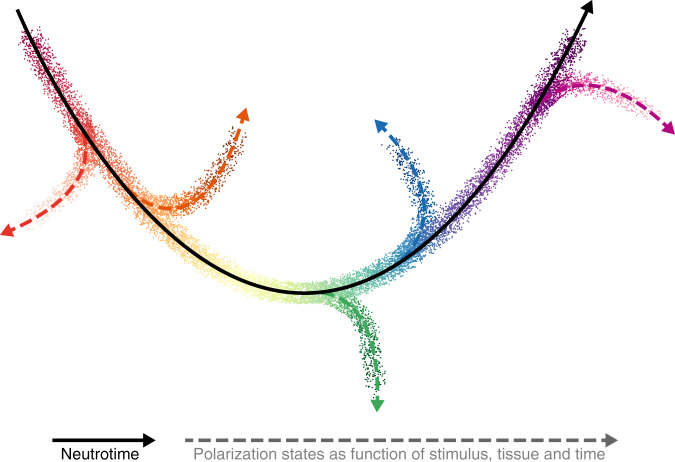
Proposed working model: neutrotime as the central organizing principle of neutrophil heterogeneity. Healthy neutrophils are organized along one main sequence, termed neutrotime, from which they deviate as a function of time and environmental cues to reach different polarization states, orchestrated by shared and context-specific transcription factors. Experimental inflammation was found to recruit neutrophils predominantly near the mature pole of neutrotime; however, deviation from points earlier in the spectrum is also likely, reflected in arrows all along the neutrotime continuum. The colors of cells polarizing into different states illustrate that some features of the neutrotime sequence are maintained.

Available through immgen.org via a dedicated visualization interface, the data presented here provide a public resource to help understand neutrophil biology. They establish that neutrophils in healthy mice represent a single developmental continuum, termed here neutrotime, characterized by continual evolution in gene expression from preNeus through mature circulating neutrophils. Further, they illustrate how this transcriptional evolution continues during recruitment to inflamed sites, varying with factors including site and stimulus. Together, these results establish a framework to understand the diverse neutrophil phenotypes observed under conditions of health and disease.

## Methods

### Mice, tissue preparation, and creation of single cell suspensions

This study complied with ethical regulations for animal testing and research and was approved by the animal welfare committee of the Brigham and Women’s Hospital (#2016N000535).

Male WT C57BL/6 J mice were obtained from The Jackson Laboratory (Stock No 000664) at age of 5 weeks and housed in SPF conditions for at least one week prior to the experiment, as per ImmGen protocol (https://www.immgen.org/Protocols/ImmGen%20Cell%20prep%20and%20sorting%20SOP.pdf). Housing conditions included temperature between 68 and 75 °F, humidity between 35 and 65% and lights on between 7 AM and 7 PM. Male and female K/BxN mice expressing the T-cell receptor transgene KRN and the major histocompatibility complex class II molecule Ag7 were housed in our animal facility at the Brigham and Women’s Hospital and serum from male and female mice was obtained at age of 8–11 weeks and pooled. Experiments were approved by the animal care and use committees of the Brigham and Women’s Hospital. Control mice were harvested at 6 weeks (dataset 1) and 8 weeks (dataset 2). Neutrophils were obtained from the circulation of healthy anesthetized mice by cardiac puncture: 1 ml of blood was collected by cardiac puncture in a syringe coated with EDTA (Invitrogen #15575-038, final concentration of EDTA: 5 mM). Blood, bone marrow and spleen were obtained from the same mice in each experiment. Following cervical dislocation, mice were immediately dissected to obtain the spleen and the tibias + femurs. The spleen was carefully cleaned of any attached fat and lymph nodes and then minced in a cell culture dish with the sterile back of a syringe to dissociate splenic immune cells. The dissociated splenic tissue was then passed through a 70-micron filter to create a single cell suspension. Bone marrow from femurs and tibia was flushed using 4 °C media to obtain bone marrow suspensions. All tissues were placed immediately into 4 °C media.

### K/BxN serum transfer arthritis

Serum from 8 to 11-week-old K/BxN mice (both male and female) was pooled and injected intraperitoneally 150 µl into male WT mice aged 8 weeks on day 0 and day 2. K/BxN mice were obtained by crossing KRN TCR tg mice (background: C57BL/6) with NOD/Lt mice^71^. Arthritis was confirmed clinically and using a caliper to measure thickness of wrists and ankles. Mice were scored on day 6 (clinical score > 10 on a scale from 0 to 12) and were euthanized on day 7. Blood from arthritic mice was obtained by cardiac puncture. To obtain neutrophils from joints, we made a series of incisions on one side of the tibiotalar joint to allow drainage and then inserted a needle into the other side and flushed multiple times with cold PBS.

### Experimental pneumonitis

Male WT mice aged 8 weeks were anesthetized with 100 mg/kg ketamine (Patterson Veterinary #07-892-5834) and 16 mg/kg xylazine (Patterson Veterinary #07-808-1947). 25 ng of recombinant Mouse IL-1β (R&D Systems #401-ML-005/CF) in 30 µL of phosphate-buffered saline (PBS, Corning #21-040-CV) were administrated intranasally. After 3 h, mice were euthanized and bronchoalveolar lavage (BAL) was performed using cold PBS as described^6^.

### Experimental peritonitis

Male WT mice aged 8 weeks were injected intraperitoneally with 25 ng IL-1β in 200 µL of PBS. After 3 h, mice were euthanized and peritoneal cells were harvested from the peritoneum with 5 mL of cold PBS as described^6^.

### Neutrophil isolation

All isolation solutions were at 4 °C to avoid activation of neutrophils. 4 °C phenol-red free DMEM (Sigma-Aldrich#D1145) + 0.1% sodium azide (Sigma-Aldrich #S2002-25G) + 10 mM HEPES (Gibco #15630-080) + 2% FCS (GeminiBio BenchMark #100-106) + 5 mM EDTA media was used in all cell manipulation steps. Single-cell suspensions were gently pelleted at 400 × *g* for 5 min at 4 °C and resuspended in 2 ml cold ACK Lysing Buffer (Lonza #10-548E) for erythrocyte lysis. After 3 min of lysis, medium was added and cells were pelleted at 400 × *g* for 5 min at 4 °C. Cells were then resuspended in cold media containing antibodies for staining.

### Flow cytometry analysis

Single-cell suspensions from healthy peripheral blood, bronchoalveolar lavage, peritoneal lavage, arthritic joint and peripheral blood from arthritic mice were stained using LIVE/DEAD Fixable Blue Dead Cell Stain Kit (ThermoFisher #L23105) according to the protocol, with subsequent staining on ice with the respective antibody panel for 30 min (Supplementary Table 1). Neutrophils were gated based on FSC-A and SSC-A, doublets excluded in FSC-H vs. FSC-W and SSC-H vs. SSC-W, live cells selected and Ly6G-positive CD11b-positive neutrophils gated. Compensation was performed using single-stained compensation beads (ThermoFisher #A10513) and populations were selected based on fluorescence minus one (FMO) controls. All used antibodies, catalog numbers and dilutions and respective flow cytometry panels used are described in detail in Supplementary Table 1. Flow cytometry files were analyzed using BD FACSDiva version 8.0.1 and FlowJo version 10.6.1.

### Fluorescence activated cell sorting

Prior to sequencing, single-cell suspensions were stained with anti-mouse Ly6G (clone 1A8)-Alexa Fluor 647 (BioLegend #127610) and anti-mouse CD11b (clone M1/70)-Brilliant Violet 421™ (BioLegend #101251) at 1:100 dilution, for 30 min on ice. 10 min before fluorescence-activated cell sorting, propidium iodide (Sigma-Aldrich #P4170) was added to a final concentration of 5 ng/ml. Neutrophils were gated based on FSC-A and SSC-A, doublets excluded in FSC-H vs. FSC-W and SSC-H vs. SSC-W, propidium iodide negative live cells and finally Ly6G-positive CD11b-positive neutrophils were selected. Cutoffs for sorting were determined based on unstained, isotype and single-stained cells. Cells were sorted directly into PBS with a final concentration of 0.04% BSA (Millipore Sigma #A9647). The sorting strategy is shown in Supplementary Fig. 1a. All steps were performed on ice with cold reagents, and total time from mouse euthanasia to single cell encapsulation was <2 h.

### Droplet-based single-cell RNA-sequencing

Sorted Ly6G-positive CD11b-positive neutrophils were loaded on a 10X Chromium device, following standard steps for library preparation, quality control, amplification and sequencing. Single Cell 3’ v2 chemistry was used for datasets with healthy blood, bone marrow and spleen and v3 chemistry for experimental inflammation. Between 6000 and 12,000 cells were loaded per experiment and recovery of intact cells was between 20 and 47% depending on tissue. Average sequencing saturation for the datasets was 90.9% (range: 85.1–95.5%). Sequencing was performed on an Illumina HiSeq 4000 with 8 bp index read, 28 bp R1, and 96 bp R2 length reads. Reads were demultiplexed and aligned to the mm10 genome using Cell Ranger software (v1.2.0 for dataset 1, v2.1.0 for dataset 2 and v3.0.2 for dataset 3). The returned filtered cell barcode and feature matrices by CellRanger was then used for further analyses in R v3.6.1.

### Demultiplexing of hashtag oligo tagged multiplexed samples

In order to minimize sample to sample variation, neutrophils sorted from K/BxN induced arthritis (blood and joint), IL-1β induced peritonitis (peritoneal neutrophils), IL-1β induced pneumonitis (alveolar neutrophils) and healthy control neutrophils from blood were tagged with hashtag oligonucleotides (TotalSeq™) directed against the abundantly-expressed CD45 and MHC I (diluted according to manufacturer instructions to 1.0 µg of antibody in 100 µl of staining buffer for every 1 million cells):

TotalSeq™-A0301 anti-mouse Hashtag 1 Antibody (BioLegend #155801, barcode ACCCACCAGTAAGAC, for K/BxN arthritis joint),

TotalSeq™-A0302 anti-mouse Hashtag 2 Antibody (BioLegend #155803, barcode GGTCGAGAGCATTCA, for K/BxN arthritis blood),

TotalSeq™-A0303 anti-mouse Hashtag 3 Antibody (BioLegend #155805, barcode CTTGCCGCATGTCAT, for IL-1β induced peritonitis),

TotalSeq™-A0304 anti-mouse Hashtag 4 Antibody (BioLegend #155807, barcode AAAGCATTCTTCACG, for IL-1β induced pneumonitis),

TotalSeq™-C0305 anti-mouse Hashtag 5 Antibody (BioLegend #155869, barcode CTTTGTCTTTGTGAG, for healthy blood).

Reads were assigned using Cite-Seq-Count (Roelli et al.^72^) package with the HTODemux function to assign HTOs. We detected barcodes from 5976 unique HTO tagged cells and 5537 distinct UMI barcodes and only retained the intersect of 5427 events for which both the HTO tag and the cell barcode had been detected. Only included HTO signals were then normalized using a centered log-ratio (CLR) transformation and demultiplexed in Seurat using k-means based clustering, a positive quantile cutoff of 0.999, a seed of 42. Cells were then assigned to one of the five clusters (*n* = 4856 cells), as negative (*n* = 17 cells) or as doublets (*n* = 554 cells). Doublets and HTO negative cells were excluded. 13,721 genes were detected in at least one of the remaining cells.

### Quality control and processing of single cell RNA-seq data

We took the CellRanger filtered matrix of i rows representing genes and j columns representing barcodes (cells) as input. In the first 10X dataset, we detected 4078 cells overall: 1588 (38.9%) cells from blood, 1271 (31.2%) cells from bone marrow and 1219 (29.9%) cells from spleen. Counts with the same gene symbol and different transcript IDs were added. A total of 9112 genes were detected in at least one cell. In the second dataset, we recovered 12,829 cells overall: 4653 (36.3%) cells from blood, 3823 (28.8%) cells from bone marrow and 4353 (33.9%) cells from spleen. A total of 15,486 genes were detected in at least one cell.

As first step, we ran a cell classifier on the raw count matrix of all three 10X datasets as in Zemmour et al.^18^. We used the official ImmGen cell class expression set (Supplementary Data 2) containing gene expression data from 249 immune cell populations. We first divided the expression value for each gene within one cell population by the total expression of all genes within that cell population to obtain prior probabilities. We then filtered the expression matrix for genes that were detected in our respective datasets and employed a multinomial model to calculate the likelihood that each given single cell represents an a priori known ImmGen cell population. The resulting matrix contained cell barcodes as rows and known cell types as columns and contained probabilities for each cell being of a specific known cell type. Each cell was then assigned to its most likely cell type. In the next step, cell types were summarized as higher lineages. All cells that did not correspond to any one of the six granulocyte datasets described in ImmGen (GN.Arth.BM, GN.Arth.SynF, GN.Bl, GN.BM, GN.Thio.PC, GN.UrAc.PC) were discarded. 3754 (92.1%) cells from the first dataset, 9225 (71.9%) cells from the second dataset and 4852 cells (99.9%) from the third dataset were retained for further analysis.

Next, we calculated the most likely cell cycle state for each cell using a curated list of characteristic transcripts for each cell cycle and an algorithm based on the pairs method that selects characteristic pairs of genes for each cell cycle phase whose relative expression difference is positive in the given cell cycle phase and negative in the other phases^23^. Cells were assigned to the S, G1, or G2M phase. For downstream processing and normalization, we considered the difference between the S and G2M score of each cell and included it as co-variate to be modeled in the non-regularized linear regression model.

We then calculated summary statistics reflecting the quality of each cell, such as the number of detected genes and the number of unique molecular identifiers (UMIs) and the fraction of UMIs corresponding to mitochondrial features. 15,038 genes were non-zero in the combined three datasets containing 17,831 cells. Cells with more than 5% mitochondrial transcripts were removed (54 of 17,831) and cells with no available cell cycle information (5/17,777 cells) were removed. Cells with a number of unique features above the 99th percentile (1825 genes) were excluded as they represented possible doublets. Cells with a number of genes below the 1st percentile (280) were removed due to low quality. Overall, 3584 neutrophils from the first dataset, 9088 neutrophils from the second dataset and 4752 cells from the third dataset passed our rigorous quality control, retaining 17,424 cells and 15,038 genes. From cells retained in the analysis, the median number of detected genes was 515 and the median number of transcripts (UMIs) was 1455. Finally, only genes expressed in at least 10 cells were retained, so that the final expression matrix used for downstream analysis consisted of 10,900 genes × 17,424 cells. After Uniform Manifold Approximation and Projection (UMAP) clustering and inspection of defining gene expression (Supplementary Fig. 2), 53 debris events were excluded. The total number of reported cells in our final dataset is 17,371 cells. We found a strong relationship between the number of detected unique molecular identifiers (UMIs) and the number of detected transcripts (Supplementary Fig. 1l). There was also high agreement between the average expression of each gene in both datasets, with a Spearman correlation of 0.863 for blood, 0.878 for bone marrow and 0.849 for spleen (Supplementary Fig. 1k).

### Data alignment

We used regularized negative binomial regression and a recently-described canonical correlation-based integration workflow, implemented in Seurat, to obtain a combined expression matrix for the first two datasets encompassing healthy cells^73^. First, we calculated highly variable genes from both datasets using a residual variance cutoff greater than 1.3, modeling each gene after a negative binomial regression model encompassing the number of detected UMIs, the difference between the S and G2M cell cycle score and the percentage of mitochondrial UMIs as covariates. All highly variable genes from both datasets were used for integration. We then integrated the two datasets using SCTransform with L2 normalization on the CCA cell embeddings after dimensional reduction, again using the same negative binomial regression parameters. 3322 robustly expressed genes shared between the datasets of healthy cells were retained for downstream analysis. For cells obtained from experimental inflammation, no integration had to be performed, as they were all captured on the same 10X run, and we therefore only applied normalization as detailed above.

### Dimensionality reduction by principal component analysis and UMAP

We used the integrated dataset of all healthy cells to run a combined principal component analysis (PCA), computing 50 principal components, of which the first 20 (based on an elbow plot) were used to compute a Uniform Manifold Approximation and Projection (UMAP) embedding of the cells. Next, we clustered cells, exploring a range of different resolution settings of *k* = 20/100/500 and resolution of 0.3/0.8/1.5. Following visual inspection of UMAP plots and resulting heatmaps with cells separated by cluster identity, we found that a small population of 53 cells were debris.

### Diffusion maps

We used the same twenty principal components as above used to calculate the UMAP embedding of cells to compute a cell to cell distance matrix, where the difference between cells was calculated as (1 − Pearson correlation). We used this distance matrix to compute a diffusion map with standard parameters and density normalization and rotate enabled. We manually chose the preNeu cells as root cells and extracted pseudotime values along the resulting trajectory. We scaled and centered the diffusion components 1 and 2 and scaled the pseudotime values between 0 and 1.

### RNA velocity analysis

We processed the fastq files for each experiment into loom files for each sample using the velocyto v0.17 package^32^. We then took the resulting loom file and processed it into both a spliced and unspliced gene by cell matrix. Using the velocyto R package, we took the most variable genes in each experiment (found using Seurat) and calculated gene relative velocity RNA estimates using default settings and a cell nearest neighbor value of 300. These gene estimates were then visualized on our 2D diffusion map embedding.

### Validation of key neutrotime transcripts in Hoxa9 RNA-Seq data

We obtained a count matrix of RNA-seq data of developing Hoxa9 cells at different time points after estrogen withdrawal. We used the 25 genes with strongest positive and strongest negative Spearman correlation with neutrotime and examined their expression profiles at the time points of 96 and 120 h (representing the last maturation phase of developing neutrophils). We then computed the average fold change from 96 to 120 h of these top neutrotime-associated genes in log(x + 1) transformed expression values.

### Obtaining a preNeu gene score for resting neutrophils

We obtained a raw RNA-seq count matrix from Evrard et al. (GSE109467) and summed gene expression for genes with the same symbol and multiple transcript IDs. We used limma to model each gene as a linear model with samples assigned as either preNeu or all other groups. We found 386 transcripts with a Benjamini–Hochberg corrected (corresponding to the false discovery rate) *p* value ≤ 0.05 and an absolute log_2_-fold-change ≥ 1.5 that robustly defined preNeus compared to other neutrophil developing stages.

### Gene expression along neutrotime

We used a matrix containing normalized gene expression from all healthy cells and calculated the spearman correlation coefficient for all 3322 genes with neutrotime. For visualization, we chose the 50 genes with highest and lowest correlation with neutrotime, respectively. For the heatmap, we scaled the expression of each gene between 0 and 1. We then visualized smoothed gene expression along neutrotime for select genes with an early, intermediate or late peak using generalized additive models with integrated smoothness estimation (standard settings).

### Gene clustering

We used a gene × cell expression matrix of healthy neutrophils from all tissues from the first two datasets and ordered the cells according to their neutrotime score. We then performed *k*-means clustering on this matrix with ten iterations and *k* = 10, yielding nine informative clusters and one cluster with 6 remaining heterogeneous genes.

### Interferon response in neutrophils

To test the association of neutrophils and interferons, we first obtained gene expression data from 10 ImmGen cell types (neutrophils, gamma-delta T cells, CD4 T cells, CD8 T cells, B cells, dendritic cells, macrophages, NKT cells, NK cells and regulatory T cells) isolated from the spleen of mice 2 h after subcutaneous injection of 10,000 IU IFN α (Supplementary Data 3)^35^. We assigned each gene to a cell type which displayed the highest log_2_ fold change after IFN stimulation. We ordered the resulting matrix by highest expression and quantitated the number of highest fold change of genes for each cell type. We obtained gene sets characterizing Type I interferon response (type I interferon signaling pathway; GO:0060337) and type II interferon response genes (interferon-gamma-mediated signaling pathway; GO:0060333). We examined the expression of these genes along neutrotime. As neutrophils displayed the highest gene set changing after IFN alpha stimulation, in line with the strong variance of many type I interferon response genes along neutrotime, we performed principal component analysis followed by UMAP dimensionality reduction based exclusively on genes included in GO:0060333. Cells were then colorized by source tissue, neutrotime and select Type I interferon response genes.

### Mapping of datasets onto neutrotime

We selected genes with a Moran’s I score ≥ 0.2 and a mean expression ≥ 0.1 and categorized them into three classes based on their spearman correlation *R* with neutrotime: 1. Positively correlated genes (*R* ≥ 0.2; 29 genes; group of genes represented as *N*_+_) 2. Negatively correlated genes (*R* ≤ −0.2; 30 genes; group of genes represented as *N*_−_), 3. Stably expressed genes (−0.1 ≤ *R* ≤ 0.1; 141 genes; group of genes represented as *N*_o_).

We recalculated neutrotime directly from gene expression space, where *e*(*g*) represents the expression value *e* of a gene *g*:

1 $$neutrotim{e}_{S}\,score=\frac{\mathop{\sum}\limits_{g\in {N}_{+}}e(g)-\mathop{\sum}\limits_{g\in {N}_{-}}e(g)}{\mathop{\sum}\limits_{g\in {N}_{0}}e(g)}$$

For analysis of single cell transcriptomic data obtained in this manuscript, log-transformed, normalized counts were used. For visualization in Fig. 5a, only genes with mean expression ≥ 0.1 (same threshold as above) were shown. We plotted neutrotime and neutrotime-S against each other and again calculated the Spearman correlation between the two scores in each individual cell. We performed the same analysis on RNA-seq data obtained from Evrard et al. (GSE109467) using raw counts. For statistical testing of neutrophils from inflammation, we first performed an ANOVA followed by Dunnett’s test for comparing inflamed groups with the blood control.

### Assessing neutrotime in human neutrophils

We obtained human single-cell RNA-Seq data from 40,000 bone marrow cells from the human cell atlas^38^, available through the SeuratData package^39^. We next integrated the bone marrow expression data from eight different donors using the same approach illustrated above under “Data alignment”. Next, we used genes with Spearman correlation with neutrotime ≤ 0.25 as early neutrotime genes and ≥ 0.25 as late neutrotime genes and mapped them to human 1:1 orthologs with high confidence using ENSEMBL version 100 (Supplementary Data 4). Next, we calculated a module score for early and late neutrotime as described by Tirosh et al.^74^

### Gene set enrichment analysis and GO term analysis along neutrotime

GSEA was performed using GSEA v4.0.3 (https://www.gsea-msigdb.org/gsea/index.jsp)^75,76^. We used a list of genes based on their Spearman correlation with neutrotime as a pre-ranked list to run GSEA. All 8 major collections from the Molecular Signature Database v7.1 were used. The dataset was collapsed to symbols using the corresponding Chip platform from the Broad Institute (ftp.broadinstitute.org://pub/gsea/annotations_versioned/Mouse_Gene_Symbol_Remapping_to_Human_Orthologs_MSigDB.v7.1.chip) R was used to create a ranked list of gene sets that was plotted against false discovery rate (Fig. 3d), alongside with the normalized enrichment score (Fig. 3e). Significantly enriched genes were sorted by the absolute value of the normalized enrichment score and colored by the false discovery rate (Fig. 3f).

Gene ontology enrichment analysis was performed and visualized using the R package topGO v2.38.1^77^ (Supplementary Fig. 5). The corresponding GO term accessions were extracted from ENSEMBL v98, genome assembly GRCm38.p6 using the R package BiomaRt v2.42.1^78,79^. The Spearman correlation table was separated and filtered into a positive (Spearman’s R > 0.2) and a negative (Spearman’s R < −0.2) list. Gene to GO term mappings were generated as described by the authors, enrichment tests were performed using the arguments algorithm=‘classic’, statistic=‘fisher’.

### Spatial autocorrelation of genes along neutrotime

Cells and genes were filtered as described above. We then generated and pre-processed a scRNA-seq dataset using the R package Monocle3 v0.2.1 as described^25,80,81^. After pre-processing, batch correction was performed with fast mutual nearest neighbors correction^82^ and using the R package batchelor v1.2.4 as described by the authors with few modifications (cos.norm = FALSE, pc.input = TRUE, k = 5). We calculated the first 50 principal components and performed dimensional reduction to 2-dimensional space using UMAP^83^. Cells were colored by tissue and plotted (Supplementary Fig. 4). Unsupervised clustering was performed using community detection with the Leiden algorithm (Levine et al.^84^ and Traag et al.^85^) embedded in monocle. The principal graph was calculated as described by the authors of the Monocle3 package (Supplementary Fig. 4). We ordered the cells by manually selecting bone marrow as the start node in the principal graph to color the cells by pseudotime (Supplementary Fig. 4). In addition, we colored the cells using the same four clusters as obtained from the UMAP embedding presented in the main manuscript.

To find genes that vary between groups of cells in UMAP, we applied Moran’s I, a measure of spatial autocorrelation, which has recently been described to be effective in single-cell RNA-seq^81^. Moran’s I was calculated as described by the authors of Monocle3^25^. The k-nearest neighbor graph was used as input. The results were then plotted against the genes’ correlations with neutrotime, with size representing mean expression level (Fig. 5a).

### Inferring transcription factor activity

Transcription factors associated with early- and late-stage neutrotime were predicted using ChIP-X Enrichment Analysis Version 3 (ChEA3) as described by the authors^40^. Briefly, gene lists are compared to 6 annotated TF target libraries including human, mouse and rat data by a Fisher’s Exact Test with a background size of 20,000. We used the MeanRank output as the ChEA3-score for downstream analysis. As gene lists, we submitted the top 100 genes with the highest Spearman correlation with neutrotime as a representation for late-stage neutrotime and the top 100 genes with the lowest Spearman correlation with neutrotime as a representation for early-stage neutrotime, respectively. The results were robust for variations of gene list lengths (Supplementary Fig. 7). In addition, we extracted cell trajectories from the IL-1β- and the K/BxN serum-induced inflammation models, ordered the cells along the trajectories and extracted the top 100 genes with the highest (most advanced along the trajectory) and lowest (least advanced in the trajectory) correlation to analyze the transcription factor activity in a similar way (Fig. 8b–d).

### Transcription factor expression along neutrotime

To explore TF expression along neutrotime, we filtered the expression matrix using a curated list of mouse TFs (Riken Mouse Transcription Factor Database). We scaled each gene between 0 and 1 for heatmap visualization and ordered all cells along neutrotime. We plotted smoothed expression of select TFs along cells ordered along neutrotime. To explore inferred TF regulatory activity in early and late neutrotime, we log-transformed the multiplicative inverse of each gene’s ChEA3 score for early and late neutrotime and plotted them against each other. In this analysis, a high value indicates high regulatory activity and low value indicates a low regulatory activity. We flagged the overlap of the 50 TFs that displayed the greatest regulatory activity as well as the 50 TFs with greatest activity difference in early neutrotime (*n* = 18) or in late neutrotime (*n* = 23) and obtained the unique (*n* = 30) TFs from this analysis for plotting. A similar analysis was performed using TF activity in cells ordered along the IL-1 and K/BxN trajectories. We then plotted a binary matrix of regulatory activity from genes included in the test set as well as their putative TFs to highlight the diverse TFs driving the gene expression signature along neutrotime. Finally, we analyzed the inferred TF activity of TFs (ChEA3 score) versus actual TF expression (Spearman correlation with neutrotime) to identify TFs that are both highly active as well as expressed on the transcript level.

### Computing shared and distinct inflammatory response programs in neutrophils

We performed a Wilcoxon rank-sum test on gene expression across all ten pairwise comparisons of the experimental inflammation data. *P* values were corrected using Bonferroni correction with all genes in the dataset. To obtain genes with a conserved response in inflammation, we selected genes with average fold change ≥ 0.5 in the conditions to be tested compared to the control conditions. For heatmap visualization we calculated the average of all cells of each condition.

### R analysis packages

R v3.6.1 was used for downstream analysis of single cell RNA-Sequencing data.

The following packages were used in analysis: batchelor (v1.0.1), biomaRt (v2.42.1), Biostrings (v2.54.0), ChEA3 (v3), data.table (v1.12.9), DescTools (0.99.34), destiny (v3.0.1), diptest (v0.75-7), edgeR (v3.28.0), egg (v0.4.5), ggplot2 (v3.3.0), ggrepel (v0.8.2), gridExtra (v2.3), GSEA (v4.0.3), h5 (v0.9.9), leiden (v0.3.1), limma (v3.42.0), MASS (v7.3-51.5), Matrix (v1.2-18), matrixStats (v0.56.0), Monocle3 (0.2.1), org.Mm.eg.db (v3.10.0), pheatmap (v1.0.12), princurve (v2.1.4), RColorBrewer (v1.1-2), readxl (v1.3.1), reshape2 (v1.4.4), scales (v1.1.0), scater (v1.14.6), scran (v1.14.5), Seurat (v3.1.0), tidyverse (v1.3.0), topGO (v2.38.1), velocyto.R (v0.6), viridis (v0.5.1).

Flow cytometry files were analyzed using BD FACSDiva version 8.0.1 and FlowJo version 10.6.1.

### Statistics and reproducibility

Unless otherwise indicated, *N* = 3 mice were pooled per tissue and per experiment. scRNA-seq studies were performed two times for healthy tissues (shown in Figs. 1–6 and Supplementary Figs. 3, 5–9) and once for neutrophils in experimental inflammation (shown in Figs. 7–8 and Supplementary Fig. 10). Flow cytometry experiments for Supplementary Fig. 11 were performed with 4–5 biological replicates depending on condition; the average MFI change relative to healthy blood is shown. Details for the used statistical tests follow:

Figure 1a, b, d, e, f, g, h, i: descriptive analysis. Figure 1c: Marker genes identified by Wilcoxon Rank Sum test (two-tailed) using the Seurat function “FindAllMarkers” with standard settings; only genes with log_e_ fold change ≥ 0.25 and Bonferroni adjusted *p*-value ≤ 0.05 are shown. Figure 1j: Unpaired *t*-test (two-tailed) between preNeu and all other neutrophils within each tissue. Figure 1k: ANOVA followed by unpaired *t*-test (two-tailed) for all three pairwise comparisons between tissues (all comparisons not significant).

Figure 2: Descriptive analysis.

Figure 3a–c: Descriptive analysis. Figure 3d–f: Gene Set Enrichment Analysis as previously described.^76^ In short, a normalized enrichment score was calculated by going through a list of genes based on their Spearman correlation with neutrotime as a pre-ranked list and calculating a running-sum statistic, which was then normalized for differences in the sizes of the gene sets that were looked at (normalized enrichment score). To account for multiple hypothesis testing, an FDR approach was used to maintain a defined level of significance, values < 0.01 were considered. Figure 4: Descriptive analysis. Figure 5a: Descriptive analysis. Figure 5b: R indicates the Spearman’s rank correlation coefficient. Figure 5c: One-way ANOVA (*P* < 0.0001) followed by Tukey’s multiple comparison test (two-tailed). Figure 5d: Differential expression analysis. Limma-voom was used to fit a linear model, calculate empirical Bayes statistics and derive differential expression. Genes with a log_2_ fold change threshold of |1| and a Benjamini & Hochberg adjusted *p*-value (corresponding to false discovery rate) threshold of ≤ 0.05 were considered. Figure 5e–g: descriptive analysis. Figure 6: descriptive analysis. Figure 7a: schematic. Figure 7b, e: descriptive analysis. Figure 7c: ANOVA followed by Dunnett’s multiple comparison test (two-tailed) compared to healthy blood. Figure 7d: As for Fig. 1c, marker genes were identified by Wilcoxon Rank Sum test (two-tailed) using the Seurat function “FindAllMarkers” with standard settings; only genes with log fold change ≥ 0.5 compared to healthy blood and Bonferroni adjusted *p*-value ≤ 0.05 were considered. For comparisons that examined changes between multiple groups compared to healthy blood (e.g. “Inflamed tissues”), as most conservative approach, the highest adjusted *p*-value was chosen for each gene. Figure 7f: ANOVA followed by Dunnett’s multiple comparison test (two-tailed). Percentage of cells with non-zero expression shown as descriptive statistic.

Figure 8a: As in Fig. 1c, marker genes for each condition were identified by Wilcoxon Rank Sum test (two-tailed) using the Seurat function “FindAllMarkers” with standard settings; only genes with log fold change between conditions ≥ 0.25 and Bonferroni adjusted *p*-value ≤ 0.05 were considered. The list of marker genes was subsetted to transcription factors to display differentially expressed transcription factors between conditions. Cells were randomly downsampled to 200 cells per condition for plotting only.

Figure 9: Schematic representation.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

Single cell RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE165276. Interactive data browsing is available via the ImmGen single cell explorer. The following publicly available datasets were used in this study: Riken Mouse Transcription Factor Database (TFdb; http://genome.gsc.riken.jp/TFdb/) GO terms “Type I interferon signaling pathway” (https://www.ebi.ac.uk/QuickGO/term/GO:0060337) “Interferon-gamma-mediated signaling pathway” (https://www.ebi.ac.uk/QuickGO/term/GO:0060333) Evrard et al. bulk RNA-Seq data (GSE109467) Sykes et al. bulk RNA-Seq data of developing Hoxa9 cells (GSE84874) ImmGen class means of 259 unique cell populations (included in this manuscript as Supplementary Data 2) ImmGen in vivo IFN gene expression change at 2 h (included in this manuscript as Supplementary Data 3). Source data are provided with this paper. All other data are provided in the article and its Supplementary files or from the corresponding author upon reasonable request.

## Source data

Source Data

# Supplementary material for: The neutrotime transcriptional signature defines a single continuum of neutrophils across biological compartments
**Source:** Nat Commun. 2021 May 17;12:2856. doi: 10.1038/s41467-021-22973-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **The neutrotime transcriptional signature defines a single continuum of neutrophils across biological compartments**

**Ricardo Grieshaber-Bouyer**<sup>1,2</sup>, Felix A. Radtke<sup>1,2</sup>, Pierre Cunin<sup>1</sup>, Giuseppina Stifano<sup>1</sup>, Anaïs Levescot<sup>1</sup>, Brinda Vijaykumar<sup>3</sup>, Nathan Nelson-Maney<sup>1</sup>, Rachel B. Blaustein<sup>1</sup>, Paul A. Monach<sup>1,4</sup>, **Peter A. Nigrovic**<sup>1,5\*</sup> and The Immunological Genome Project Consortium

<sup>4</sup> Rheumatology Section, VA Boston Healthcare System, Boston MA, USA

These authors jointly supervised this work: Paul A. Monach, Peter A. Nigrovic

Division of Immunology, Boston Children's Hospital

Karp Family Research Building, 10th Floor

1 Blackfan Circle

Boston, MA 02115

Ph: office , cell 

| Panel                     | Channel         | Marker              | Clone      | Vendor        | Catalog #  | Dilution                  |
|---------------------------|-----------------|---------------------|------------|---------------|------------|---------------------------|
| Cell sorting              | PI              | Propidium Iodide    | N/A        | Sigma-Aldrich | P4170      | 5 ng/ml                   |
| Cell sorting              | BV421           | CD11b               | M1/70      | BioLegend     | 101251     | 1:100                     |
| Cell sorting              | AF647           | Ly6G                | 1A8        | BioLegend     | 127610     | 1:100                     |
|                           |                 |                     |            |               |            |                           |
| IL-1 $\beta$ inflammation | AF350           | LIVE/DEAD           | N/A        | ThermoFisher  | L23105     | According to instructions |
| IL1 $\beta$ inflammation  | BV421           | CD9                 | KMC8       | BD            | 564235     | 1:100                     |
| IL1 $\beta$ inflammation  | BV510           | CXCR4               | 2B11/CXCR4 | BD            | 563468     | 1:100                     |
| IL1 $\beta$ inflammation  | BV605           | CD11b               | M1/70      | BioLegend     | 101237     | 1:100                     |
| IL1 $\beta$ inflammation  | FITC            | CD53                | OX-79      | BioLegend     | 124705     | 1:100                     |
| IL1 $\beta$ inflammation  | PerCP-eFluor710 | CD14                | Sa14-2     | BioLegend     | 123313     | 1:100                     |
| IL1 $\beta$ inflammation  | PE              | CD33                | 9A11-CD33  | ThermoFisher  | 12-0331-82 | 1:100                     |
| IL1 $\beta$ inflammation  | APC             | CCR1                | S15040E    | BioLegend     | 152503     | 1:100                     |
| IL1 $\beta$ inflammation  | AF700           | Ly6G                | 1A8        | BioLegend     | 127621     | 1:100                     |
| IL1 $\beta$ inflammation  | APC-Cy7         | CXCR2               | SA044G4    | BioLegend     | 149313     | 1:100                     |
| IL1 $\beta$ inflammation  | BV421           | Rat IgG2a, $\kappa$ | R35-95     | BD            | 562602     | 1:100                     |
| IL1 $\beta$ inflammation  | BV510           | Rat IgG2b, $\kappa$ | R35-38     | BD            | 562951     | 1:100                     |
| IL1 $\beta$ inflammation  | BV605           | Rat IgG2b, $\kappa$ | RTK4530    | BioLegend     | 400649     | 1:100                     |
| IL1 $\beta$ inflammation  | FITC            | Rat IgM, $\kappa$   | RTK2118    | BioLegend     | 400805     | 1:100                     |
| IL1 $\beta$ inflammation  | PerCP-eFluor710 | Rat IgG2a, $\kappa$ | RTK2758    | BioLegend     | 400531     | 1:100                     |
| IL1 $\beta$ inflammation  | PE              | Rat IgG1, $\kappa$  | eBRG1      | ThermoFisher  | 12-4301-82 | 1:100                     |
| IL1 $\beta$ inflammation  | APC             | Rat IgG2b, $\kappa$ | RTK4530    | BioLegend     | 400611     | 1:100                     |
| IL1 $\beta$ inflammation  | AF700           | Rat IgG2a, $\kappa$ | RTK2758    | BioLegend     | 400528     | 1:100                     |
| IL1 $\beta$ inflammation  | APC-Cy7         | Rat IgG2a, $\kappa$ | RTK2758    | BioLegend     | 400523     | 1:100                     |
|                           |                 |                     |            |               |            |                           |
| K/BxN model               | AF350           | LIVE/DEAD           | N/A        | ThermoFisher  | L23105     | According to instructions |
| K/BxN model               | BV421           | CD9                 | KMC8       | BD            | 564235     | 1:100                     |
| K/BxN model               | BV510           | CXCR4               | 2B11/CXCR4 | BD            | 563468     | 1:100                     |
| K/BxN model               | BV605           | CD11b               | M1/70      | BioLegend     | 101237     | 1:100                     |
| K/BxN model               | FITC            | CD53                | OX-79      | BioLegend     | 124705     | 1:100                     |
| K/BxN model               | PerCP-eFluor710 | CD14                | Sa14-2     | BioLegend     | 123313     | 1:100                     |
| K/BxN model               | PE              | CD63                | NVG-2      | BioLegend     | 143903     | 1:100                     |
| K/BxN model               | AF647           | Ly6G                | 1A8        | BioLegend     | 127609     | 1:100                     |
| K/BxN model               | APC-Cy7         | CXCR2               | SA044G4    | BioLegend     | 149313     | 1:100                     |
| K/BxN model               | BV421           | Rat IgG2a, $\kappa$ | R35-95     | BD            | 562602     | 1:100                     |
| K/BxN model               | BV510           | Rat IgG2b, $\kappa$ | R35-38     | BD            | 562951     | 1:100                     |
| K/BxN model               | BV605           | Rat IgG2b, $\kappa$ | RTK4530    | BioLegend     | 400649     | 1:100                     |
| K/BxN model               | FITC            | Rat IgM, $\kappa$   | RTK2118    | BioLegend     | 400805     | 1:100                     |
| K/BxN model               | PerCP-eFluor710 | Rat IgG2a, $\kappa$ | RTK2758    | BioLegend     | 400531     | 1:100                     |
| K/BxN model               | PE              | Rat IgG2a, $\kappa$ | RTK2758    | BioLegend     | 400507     | 1:100                     |
| K/BxN model               | AF647           | Rat IgG2a, $\kappa$ | RTK2758    | BioLegend     | 400526     | 1:100                     |
| K/BxN model               | APC-Cy7         | Rat IgG2a, $\kappa$ | RTK2758    | BioLegend     | 400523     | 1:100                     |

Supplementary Table 1. Flow cytometry panels used for cell sorting and confirmation studies.

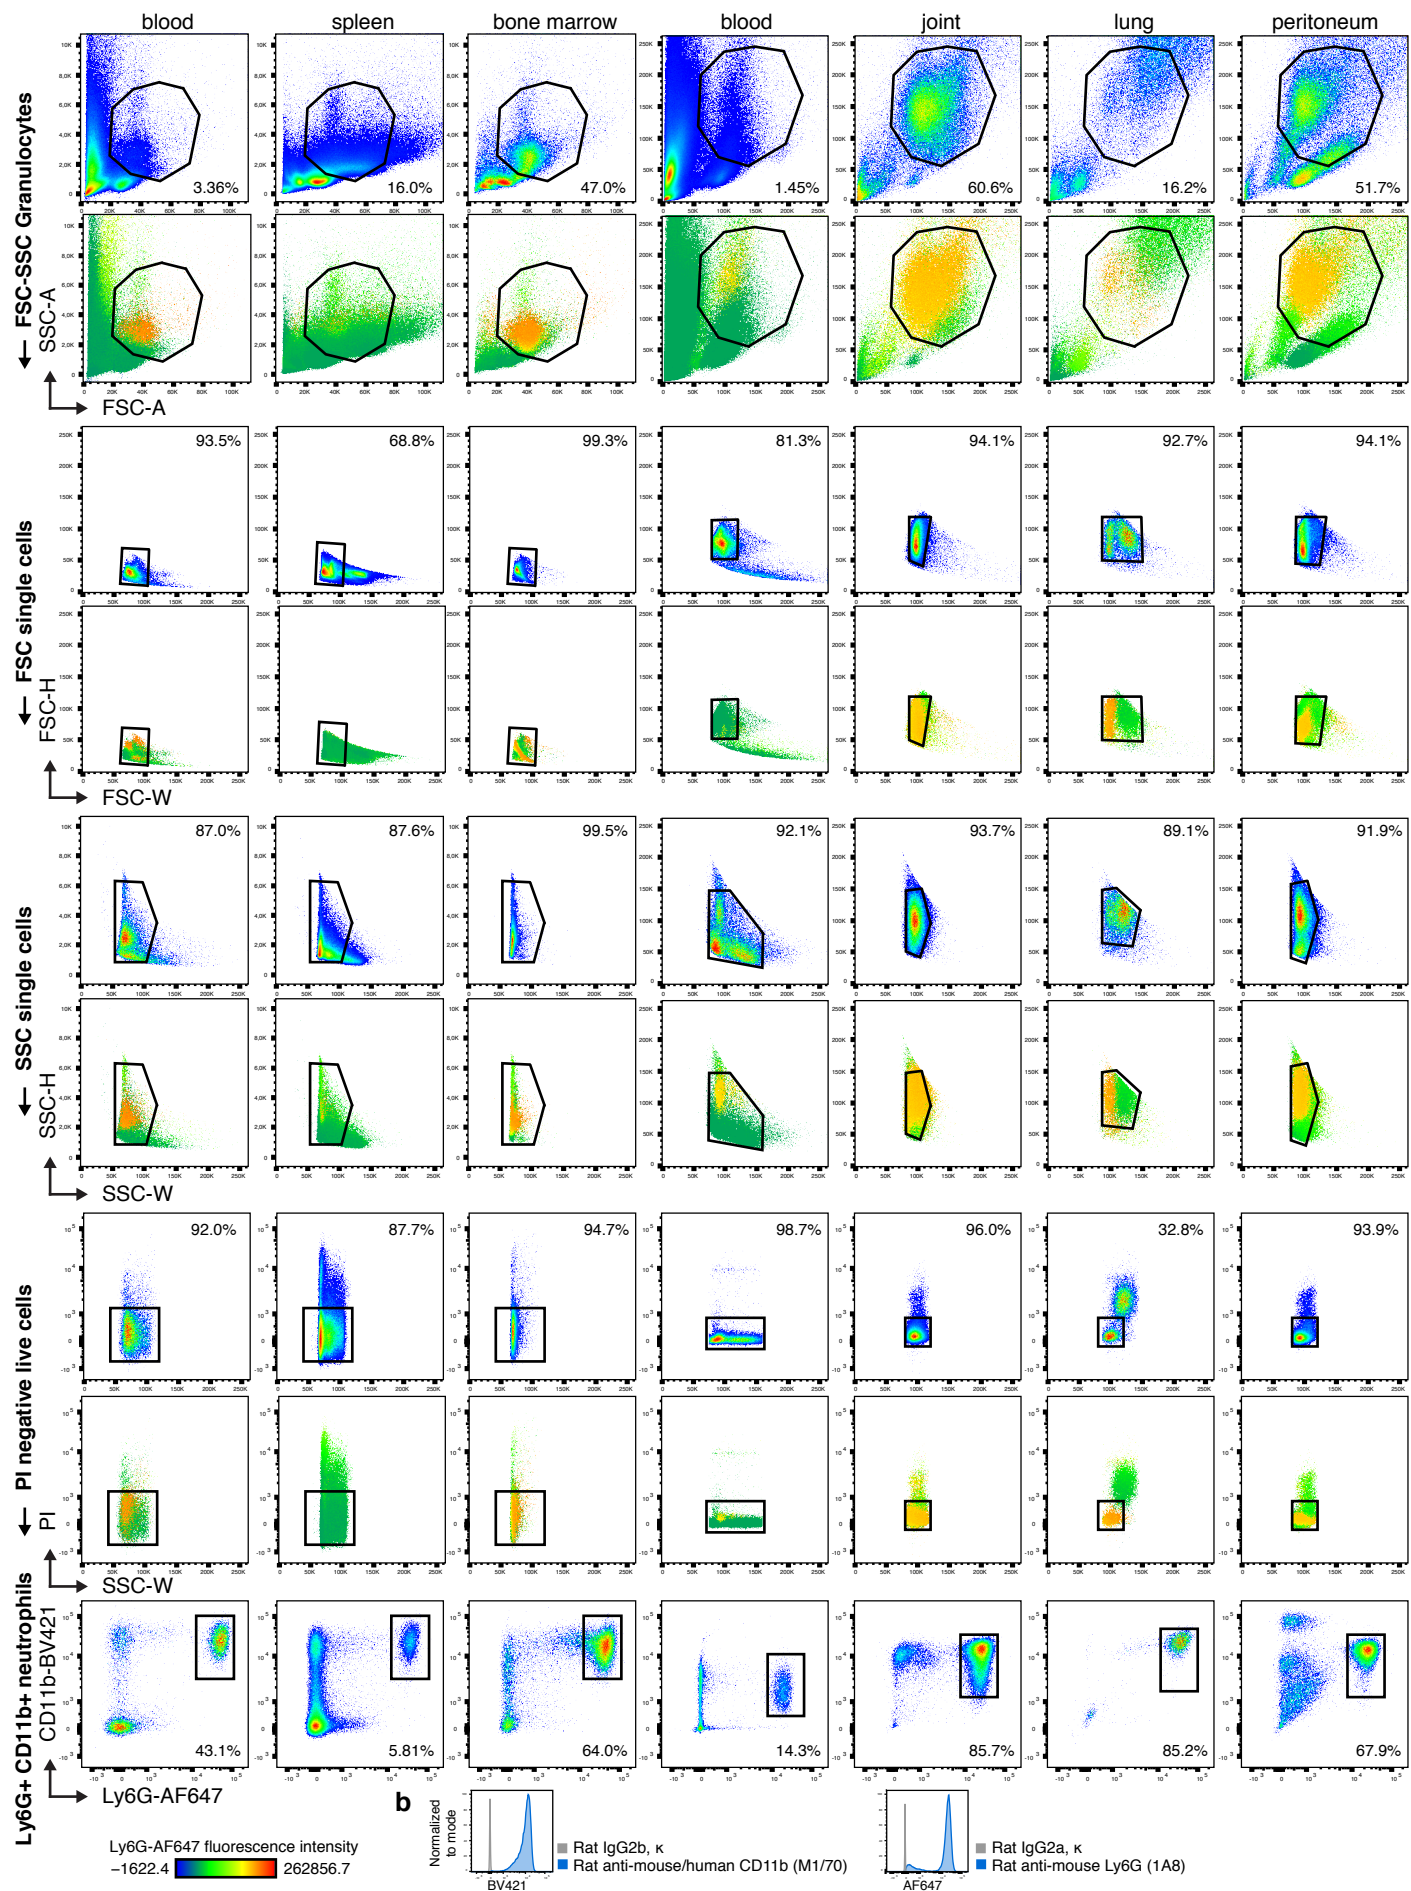

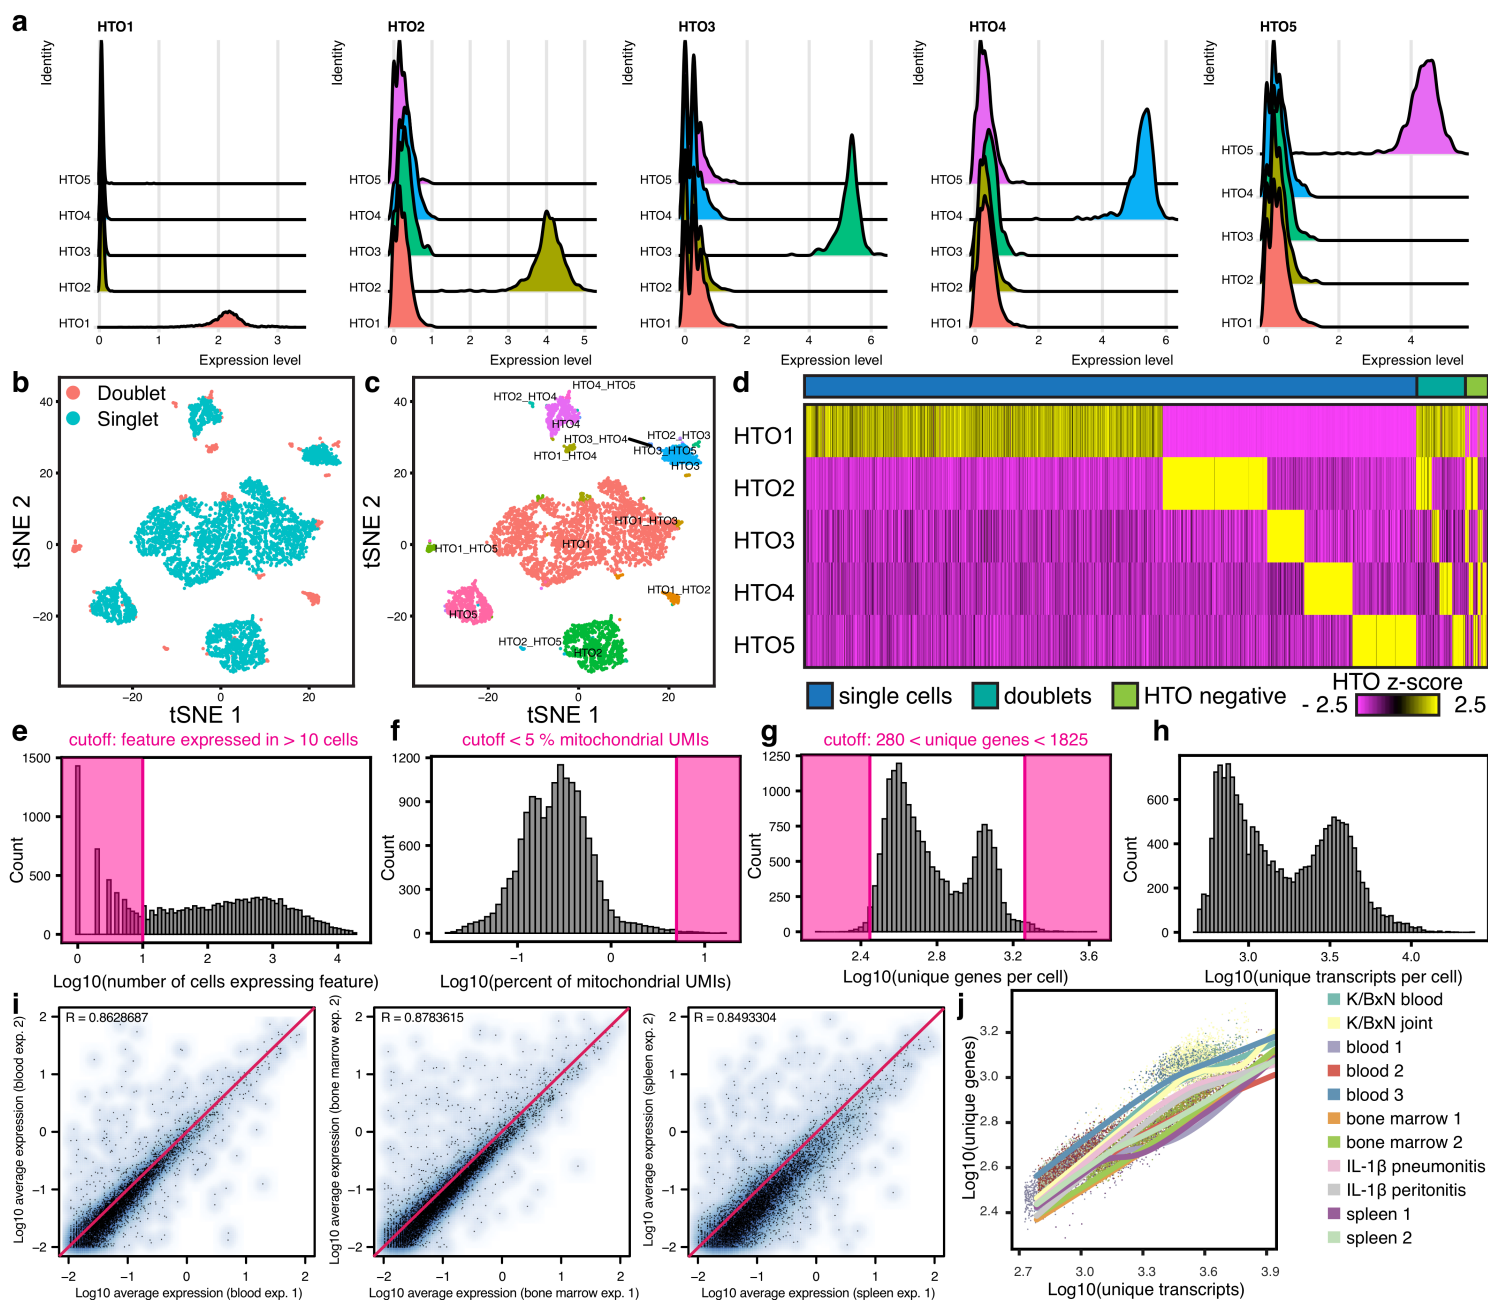

**Supplementary Figure 2 | Detailed overview of the deconvolution of Hashtag oligonucleotide (HTO)-based multiplexing and scRNA-seq quality control.**

**a**, Representation of all HTO expression signals for each confidently assigned HTO population shows minimal signal in all channels except the assigned channel. **b**, tSNE embedding of HTO expression colored by doublet status shows cell doublets at the edges of stable HTO clusters. **c**, tSNE embedding of HTO expression colored by HTO assignment shows pure HTO 1–5 clusters and mixed clusters, which were excluded from downstream analysis. **d**, Heatmap of HTO signals for single cells showing clean HTO 1–5 populations, cell doublets and HTO-negative events (below automatically chosen threshold). **e**, Distribution of total gene expression for each gene in all cells. **f**, Distribution of the fraction of mitochondrial transcripts in all counted transcripts. **g**, Distribution of the number of unique genes per cell. **h**, Distribution of unique molecular identifiers per cell. **i**, Convergence between datasets enabling a combined analysis by aligning the datasets. **j**, Relationship between the number of detected transcripts and the number of detected genes per cell.

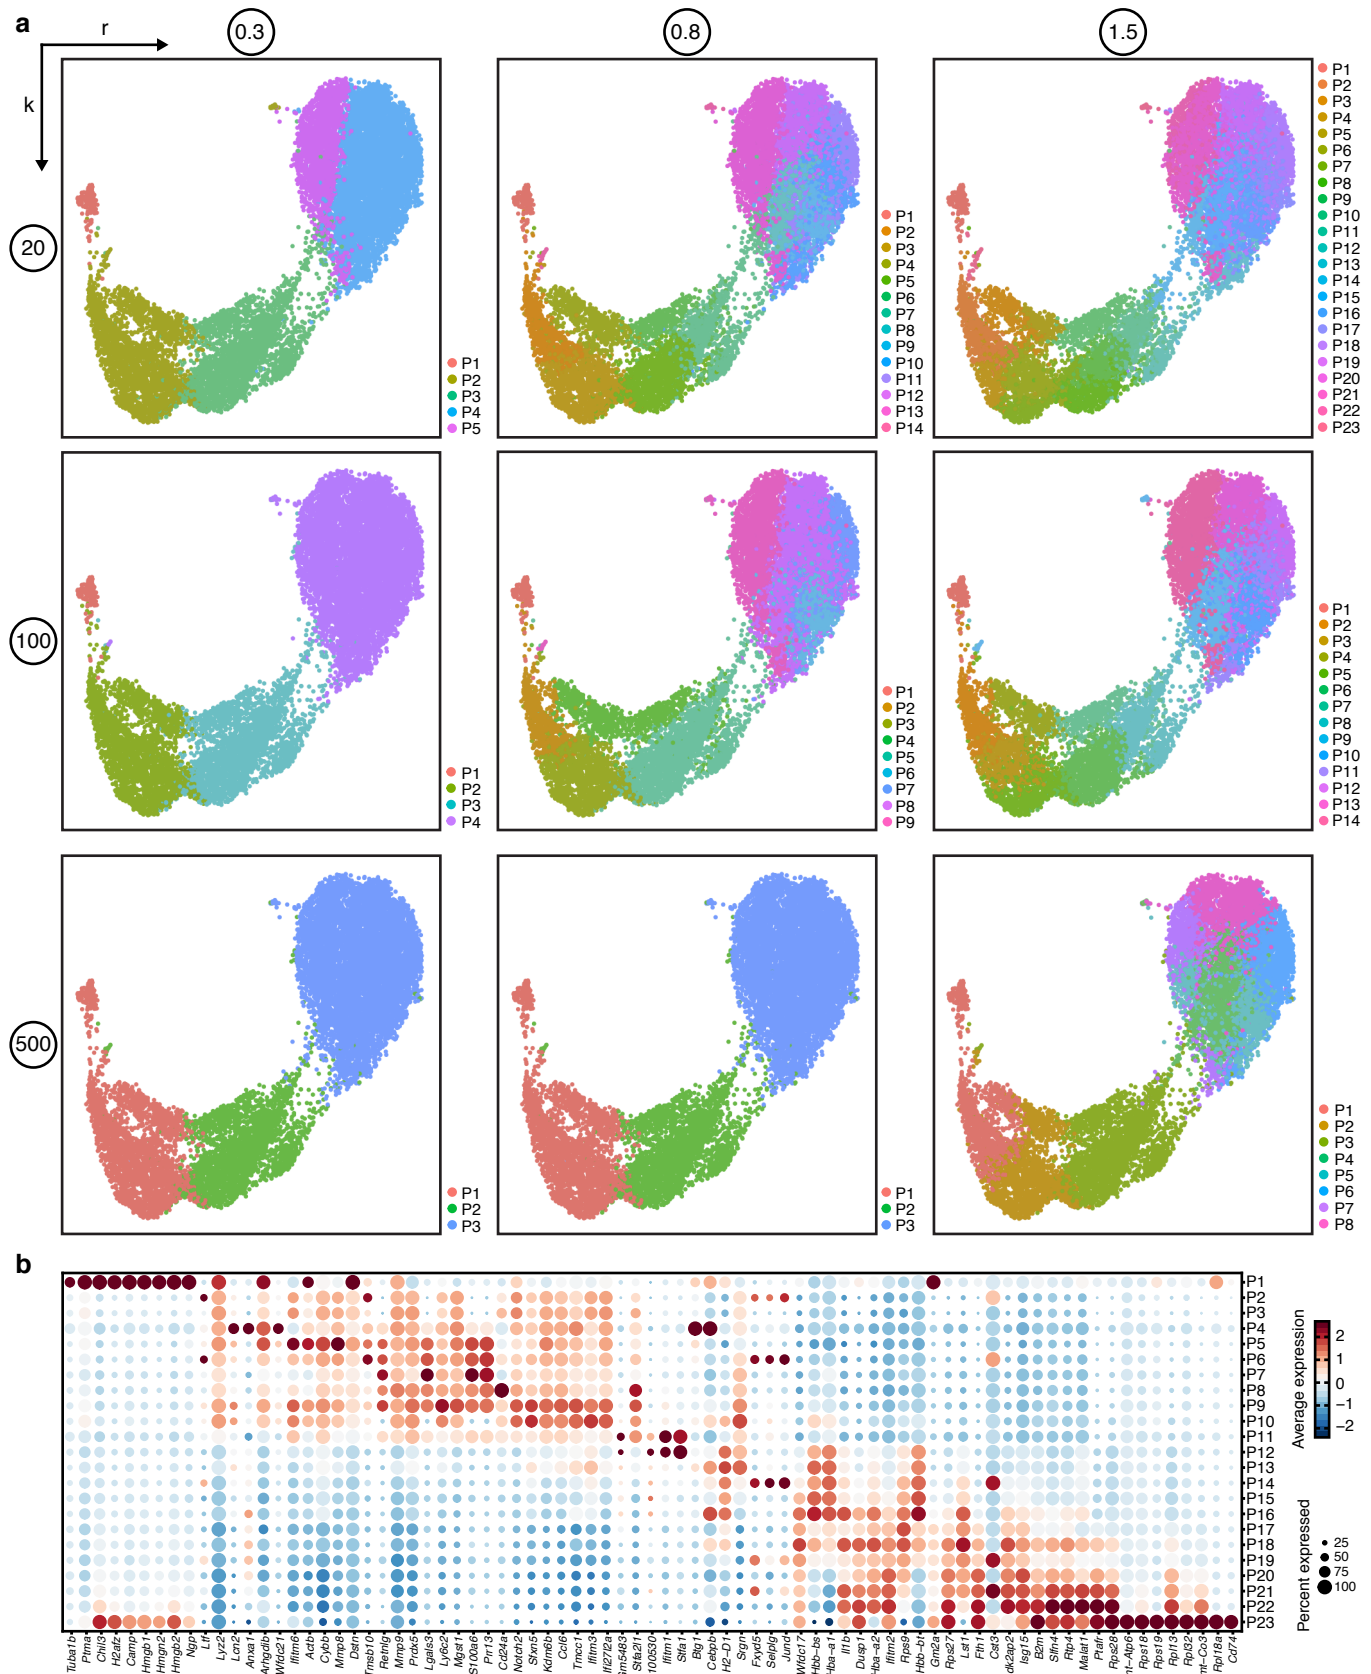

**Supplementary Figure 3 | Instability of conventional cluster-based dimensionality reduction techniques.**

**a**, UMAP plots followed by community detection varying the necessary a priori assumptions of  $k$  nearest neighbors and the coarseness of resolution within reasonable boundaries ( $k = 20 - 500$ ;  $r = 0.3 - 1.5$ ). **b**, Visualization of marker genes for the detected clusters of neutrophils suggest a gradual transcriptomic shift instead of sharp distinctions between populations.

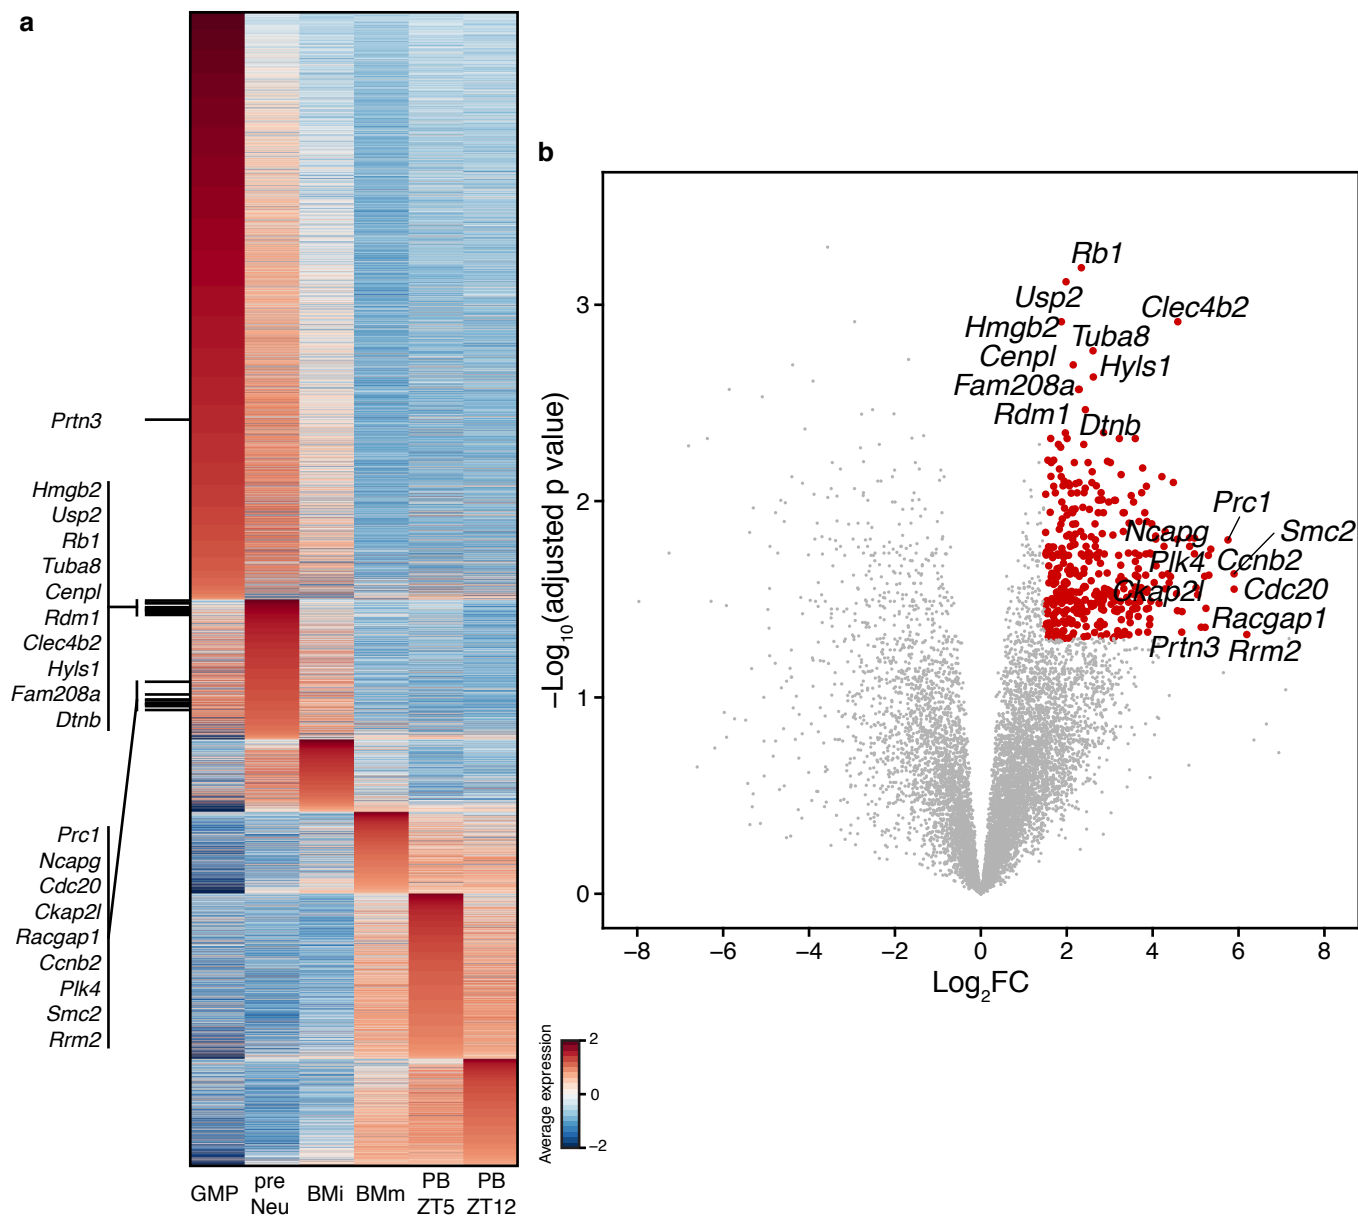

#### Supplementary Figure 4 | Gene expression signature of preNeus.

**a**, Heatmap visualizing z-scaled gene expression in developmental stages of neutrophils. **b**, Volcano plot showing differentially expressed genes between preNeu and all other neutrophil samples. Limma was used to model each gene as a linear model with samples assigned as either preNeu or all other groups. P-values were Benjamini-Hochberg corrected (corresponding to the false discovery rate); cutoff: 0.05 and an absolute  $\log_2$ -fold-change  $\geq 1.5$ . Genes selected for calculation of the preNeu score are highlighted in red. GMP = Granulocyte monocyte precursor, preNeu = committed proliferative neutrophil precursor, BMi = immature bone marrow neutrophil, BMm = mature bone marrow neutrophil, PB ZT5 = peripheral blood neutrophil zeitgeber time 5 hours, PB ZT12 = peripheral blood neutrophil zeitgeber time 12 hours.

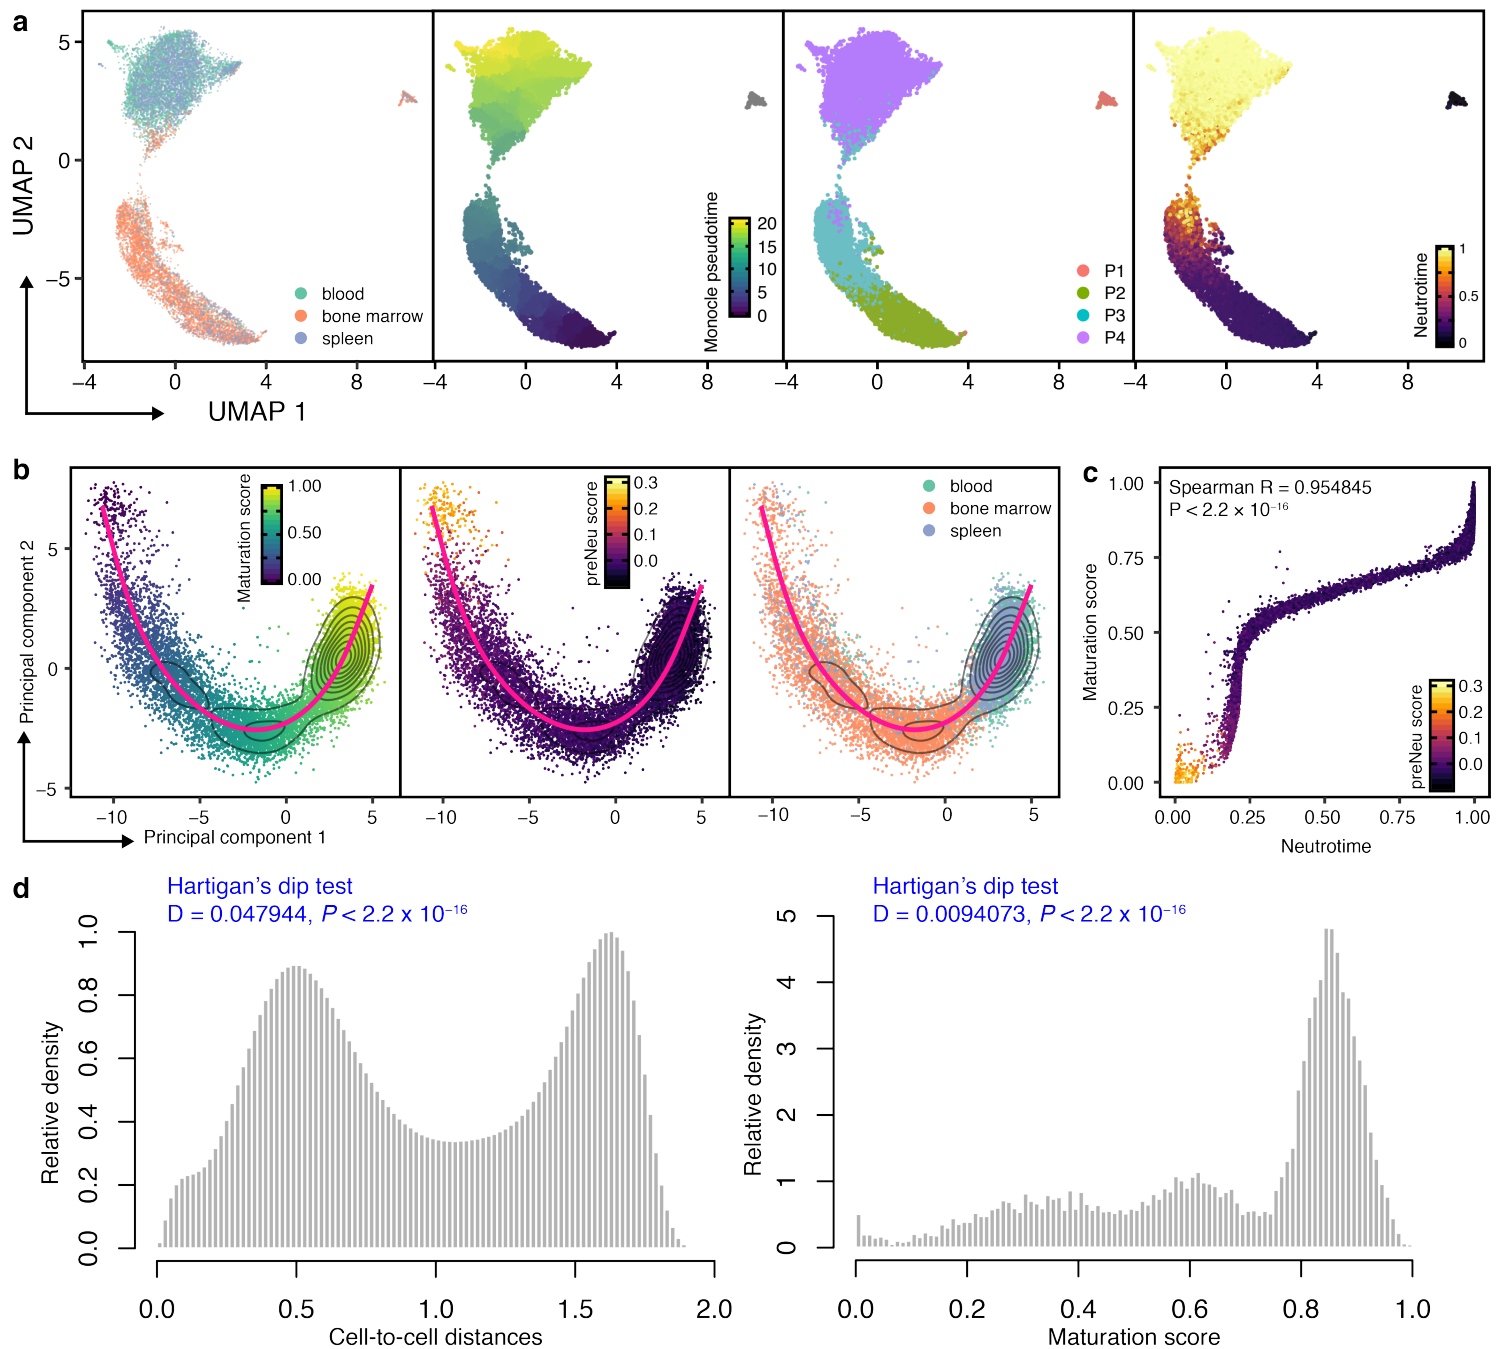

### Supplementary Figure 5 | Different dimensionality reduction techniques achieve similar results to neutrotime.

**a**, Dimensionality reduction in Monocle 3 and trajectory analysis. **b**, Principal component embedding of all healthy neutrophils with a principal curve; contour plots reflect numeric abundance. **c**, Concordance between the principal curve and neutrotime. **d**, Hartigan's dip test applied to a cell-to-cell distance matrix (calculated from the first 20 principal components as  $1 - \text{Pearson correlation}$ ) and to the maturation score from the principal curve.

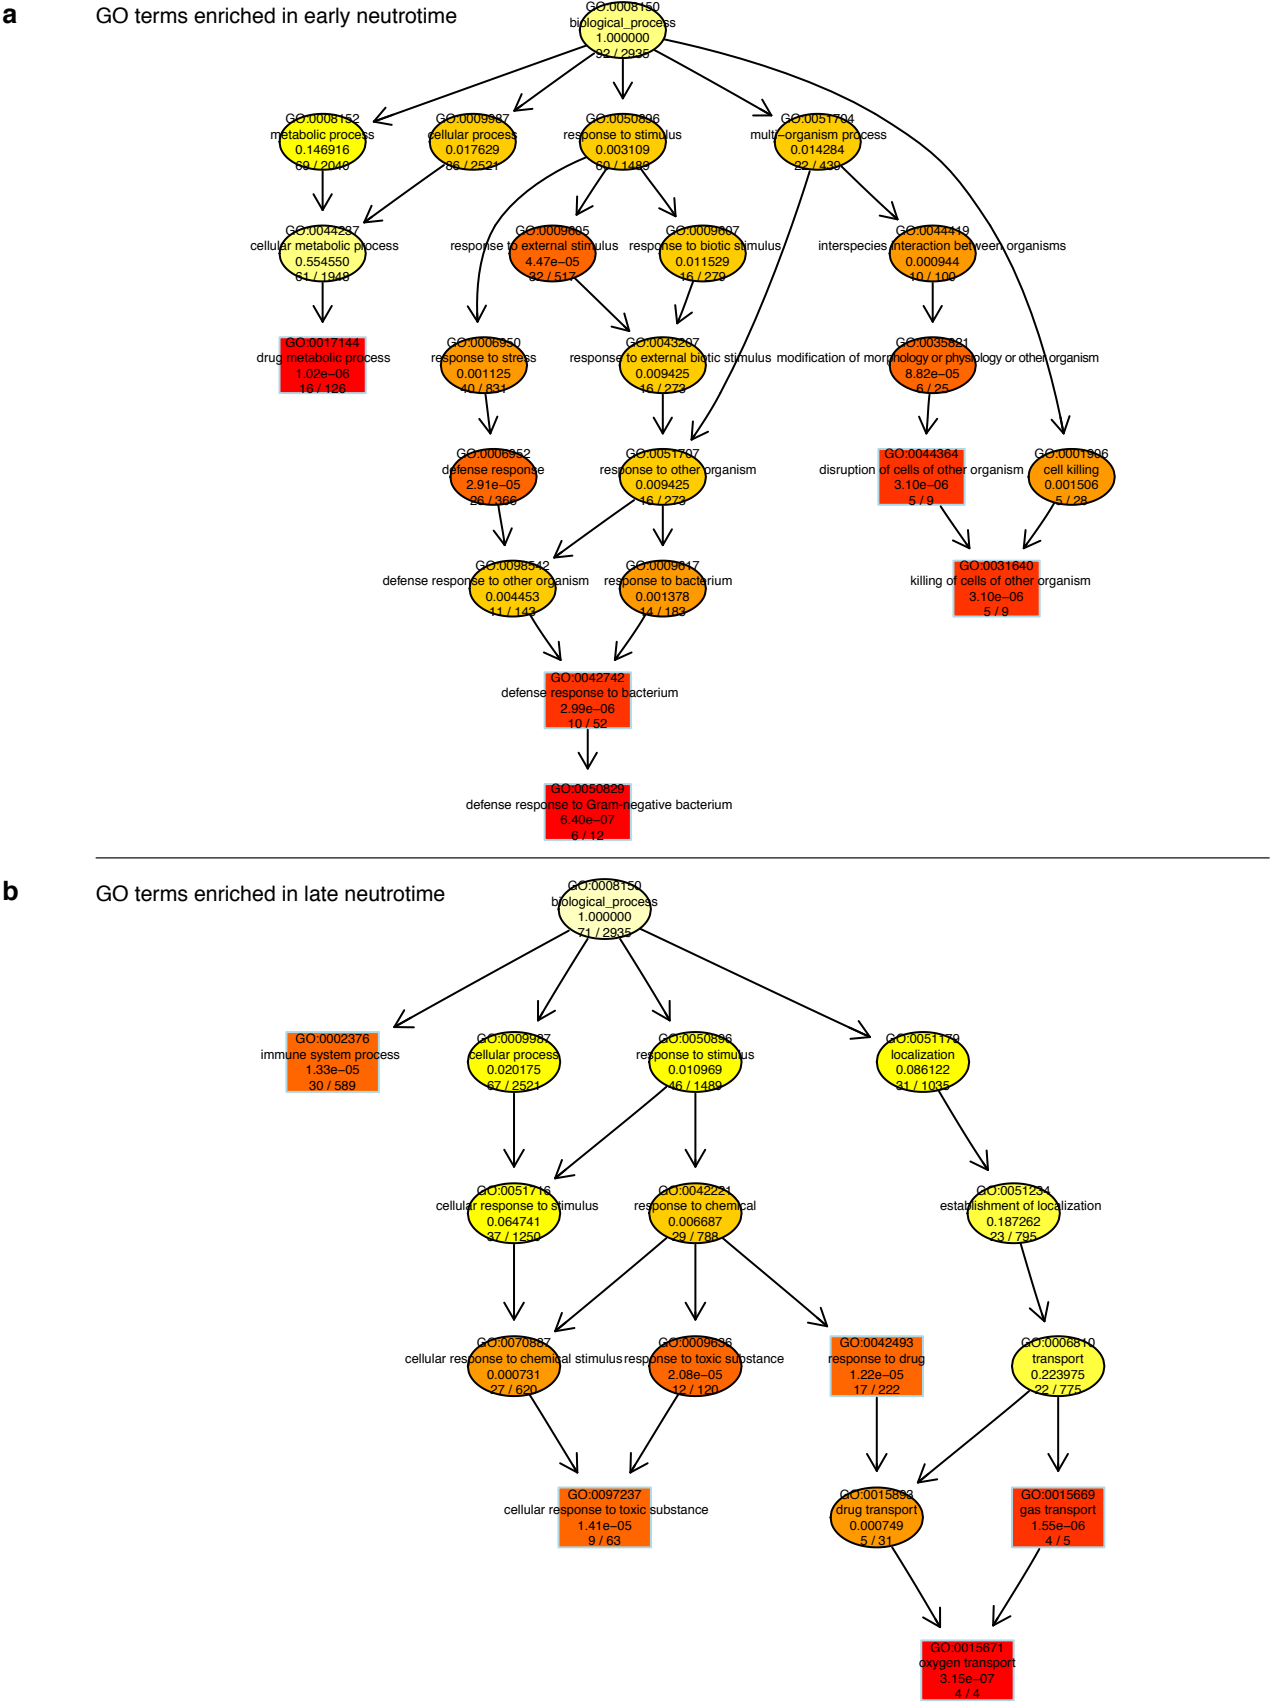

**Supplementary Figure 6 | Gene Ontology (GO) term analysis of transcriptomes along neutrotime.**  
**a**, Highly enriched GO terms in early neutrotime. **b**, Highly enriched GO terms in late neutrotime.

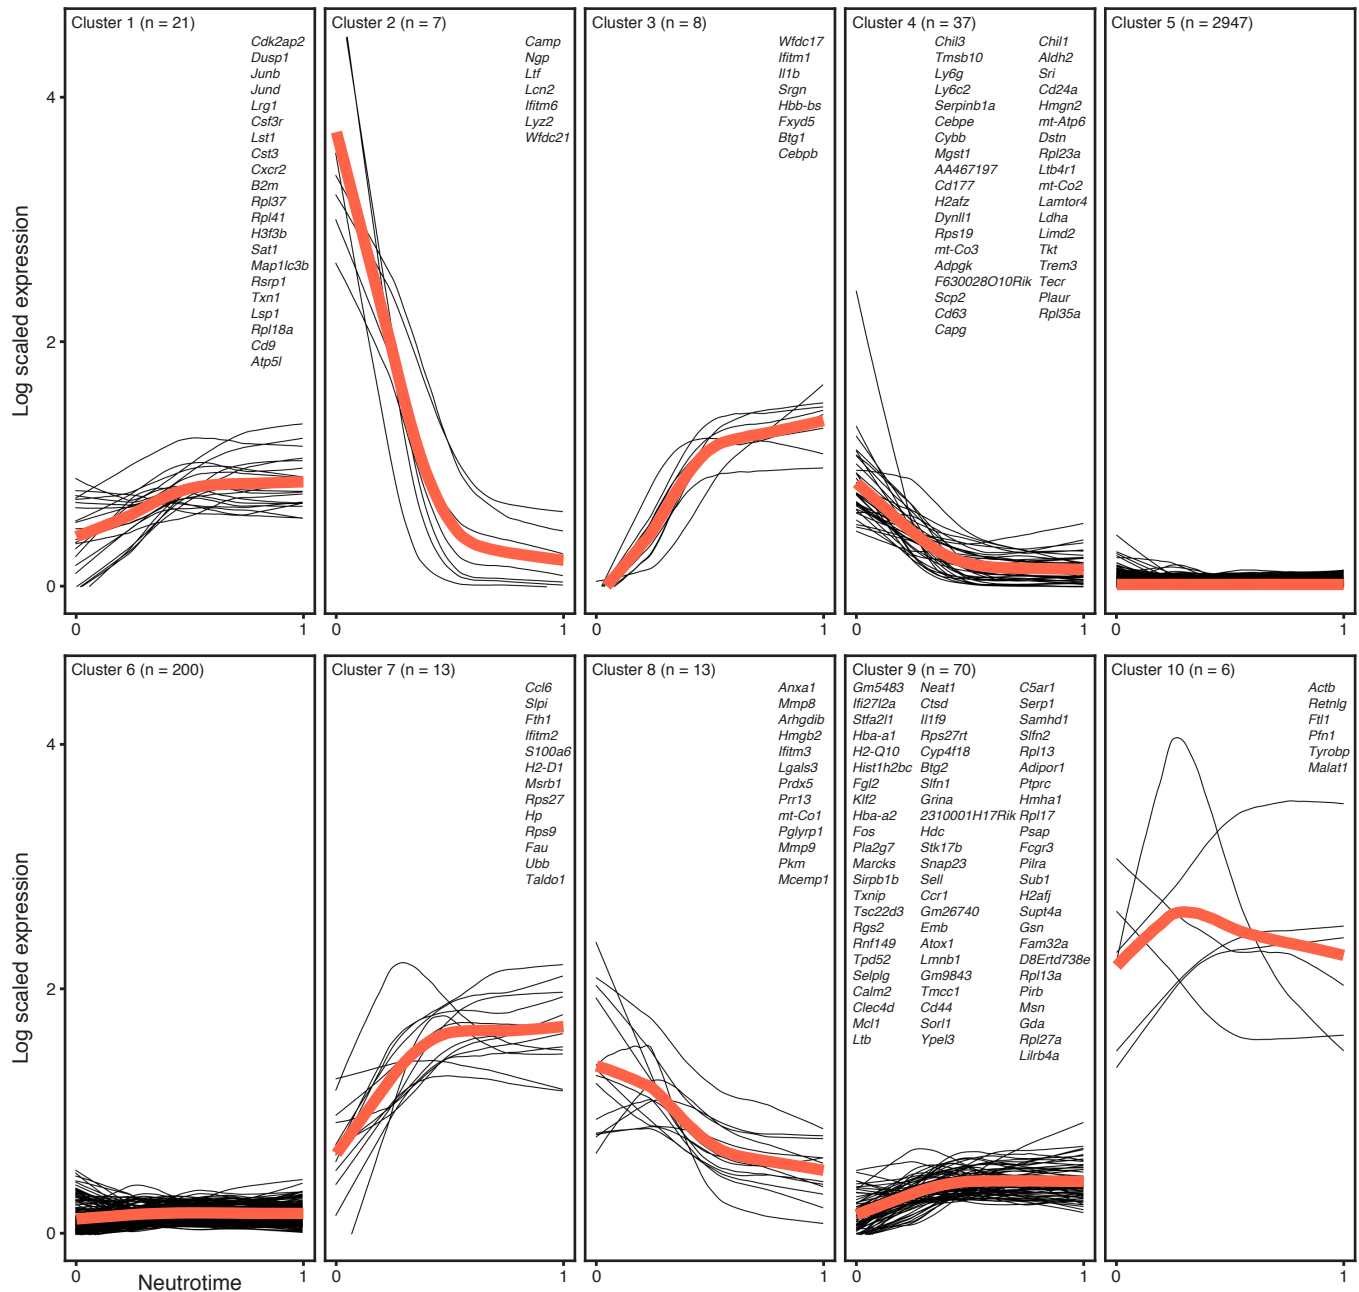

**Supplementary Figure 7 | k-means clustering of gene expression patterns along neutrotime.**

Red line indicates the centroid of each cluster. Cells are ordered along neutrotime (same scale as Fig. 2g).

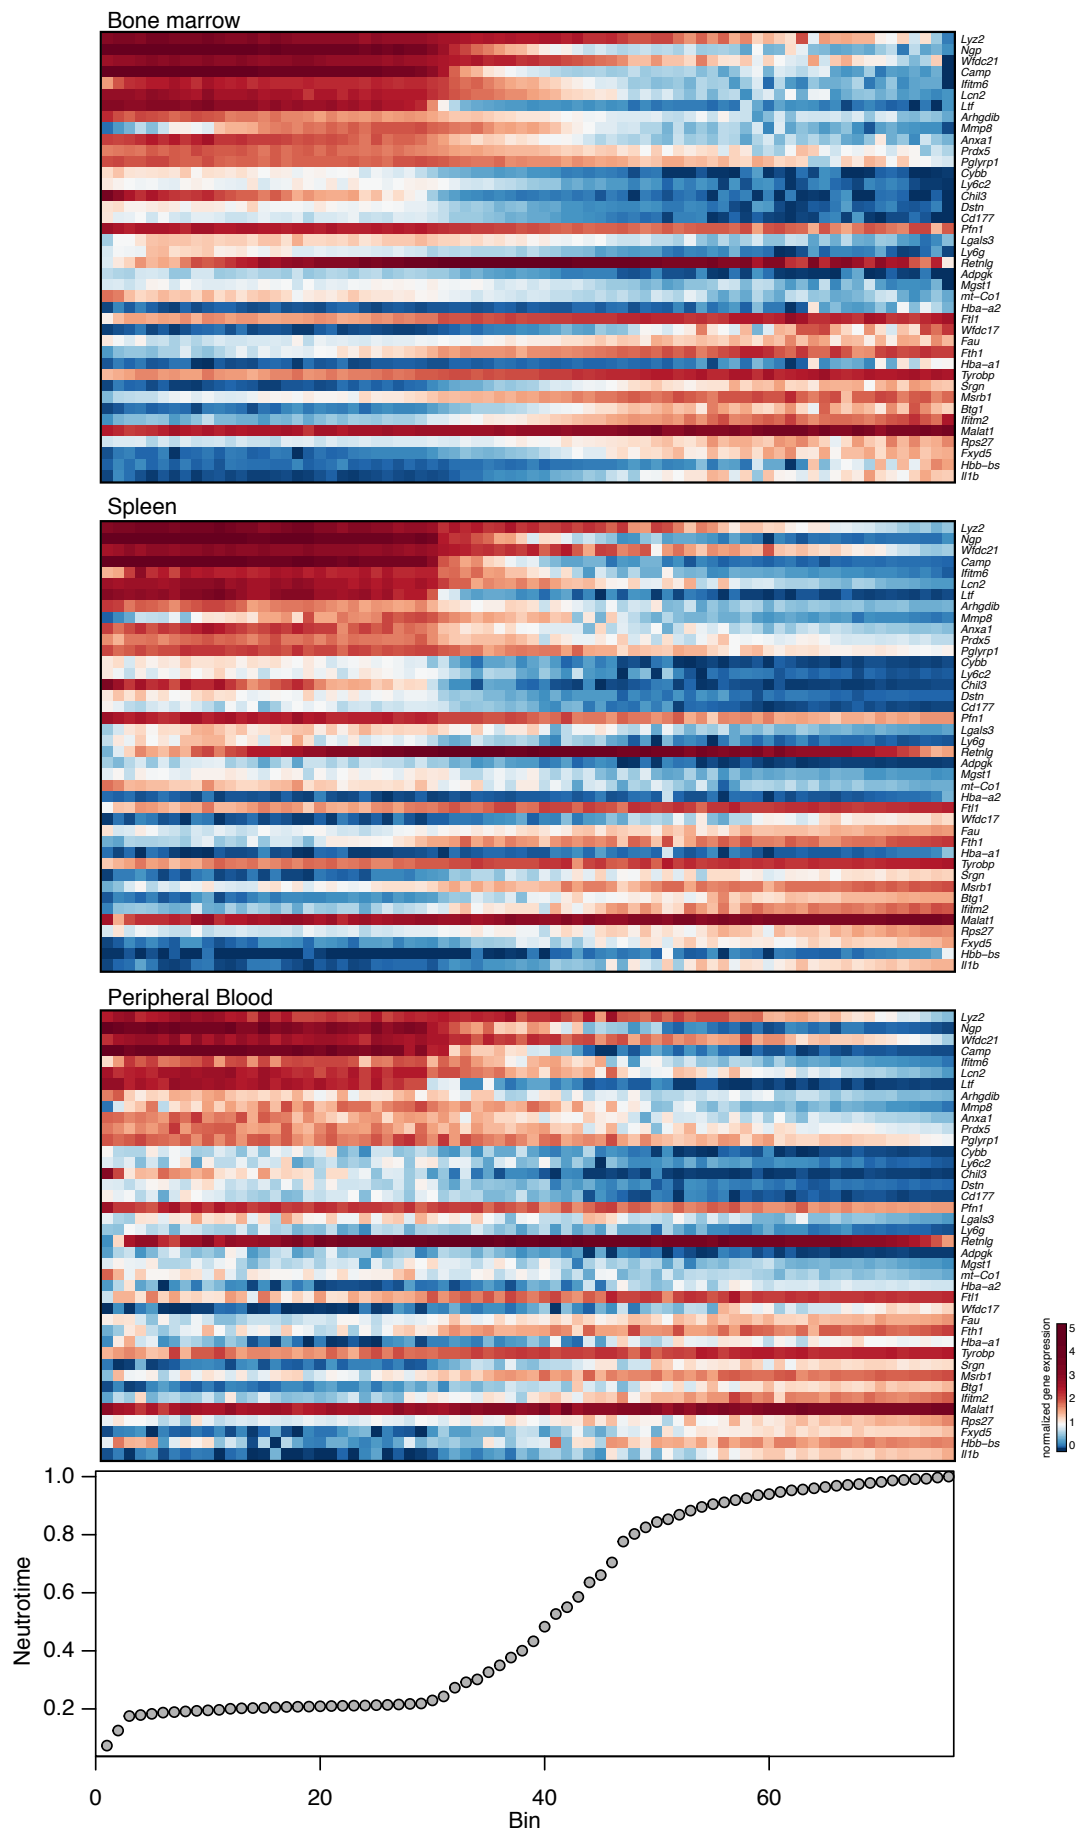

**Supplementary Figure 8 | Neutrotime gene expression across different tissues.**

Heatmap representation of relative expression of core neutrotime genes split by each tissue. Cells were ordered along neutrotime and binned using a continuous increase in neutrotime (0.00001) smaller than the smallest difference of neutrotime between two cells until at least 5 cells per tissue and at least 30 cells total were represented in each respective bin. This approach yielded a continuous collection of cells in 76 bins. Lower panel shows the neutrotime stage for each bin.

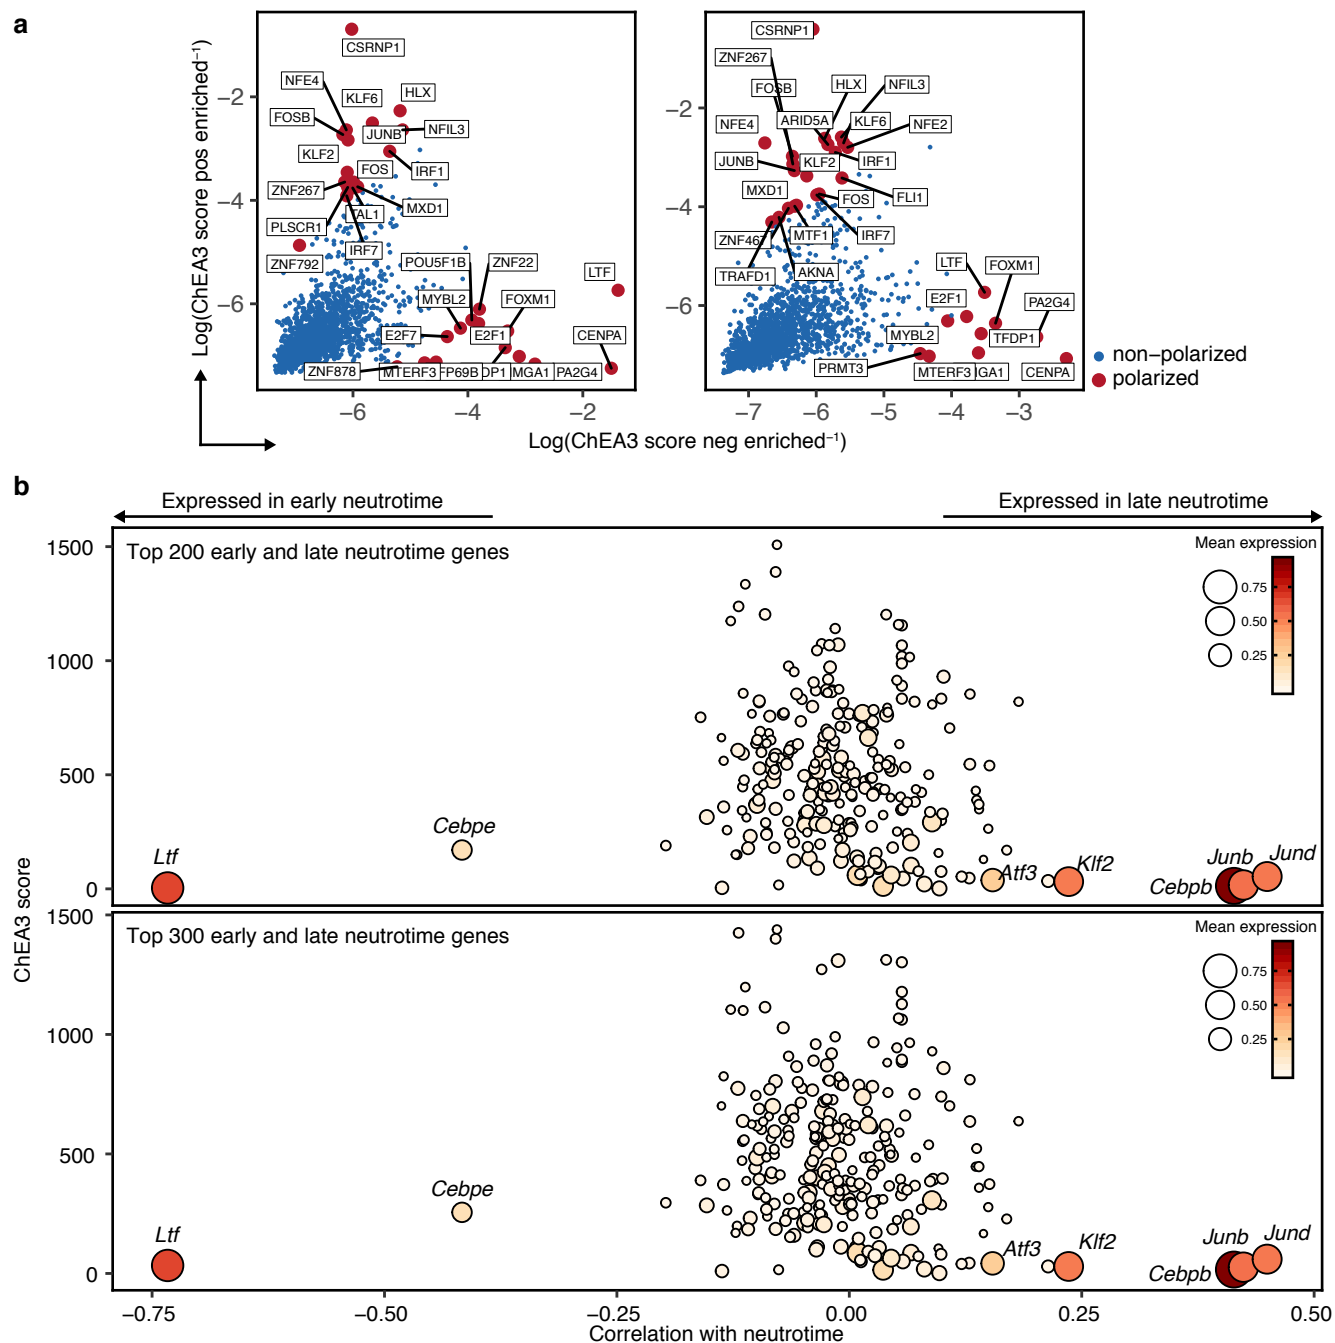

**Supplementary Figure 9 | Combined ChEA3 and TF expression analysis with varying numbers of genes.**

**a**, Inferred transcriptional regulators of early and late neutrotime via ChEA3 using the top 200 (left) or top 300 (right) early and late neutrotime genes as basis to calculate ChEA3 scores. Higher  $\log_e(\text{ChEA3 score neg enriched}^{-1})$  indicates greater activity in early neutrotime, while higher  $\log_e(\text{ChEA3 score pos enriched}^{-1})$  indicates greater activity in late neutrotime. Since ChEA3 combines murine, human and rat libraries, regulators were shown with the human protein symbols. **b**, Inferred regulatory activity versus transcription factor expression along neutrotime using the top 200 or top 300 early and late neutrotime genes.

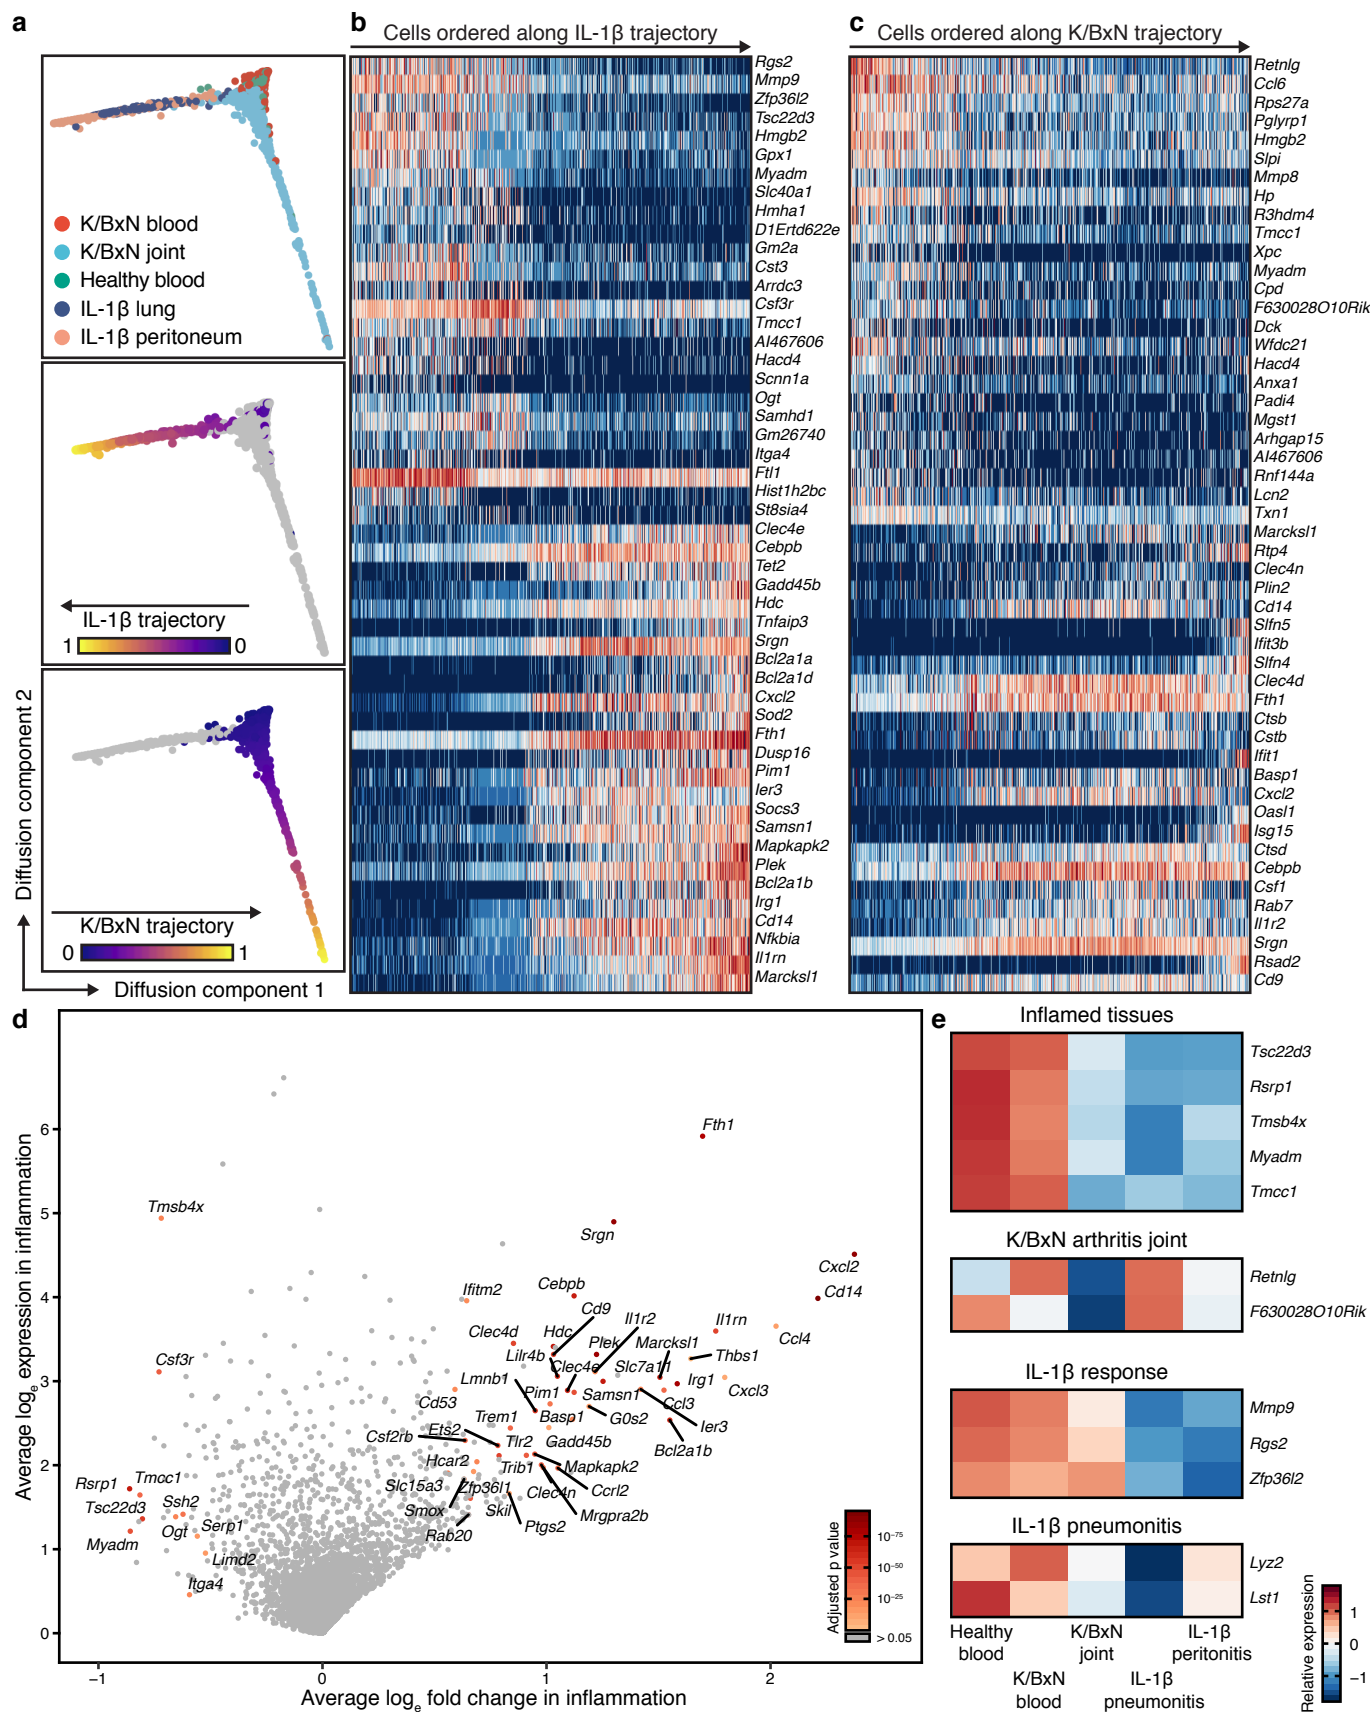

### Supplementary Figure 10 | Neutrophils in inflammation.

**a**, Diffusion map embedding of neutrophils from inflamed compartments highlights a divergence between acute IL-1 $\beta$ -induced (pneumonitis and peritonitis) and subacute (K/BxN serum transfer arthritis) inflammation. **b**, Gene expression changes in neutrophils ordered along the IL-1 $\beta$  and **(c)** K/BxN trajectory. **d**, Identification of a canonical inflammatory program in neutrophils from inflamed joint, lung and peritoneum compared to healthy blood. The least significant of the adjusted P values of the three pairwise comparisons was chosen as conservative approach. Shown is the average log<sub>10</sub> normalized expression and average log<sub>10</sub> fold change in inflammation compared to healthy peripheral blood. **e**, Heatmap of downregulated genes in inflammation.

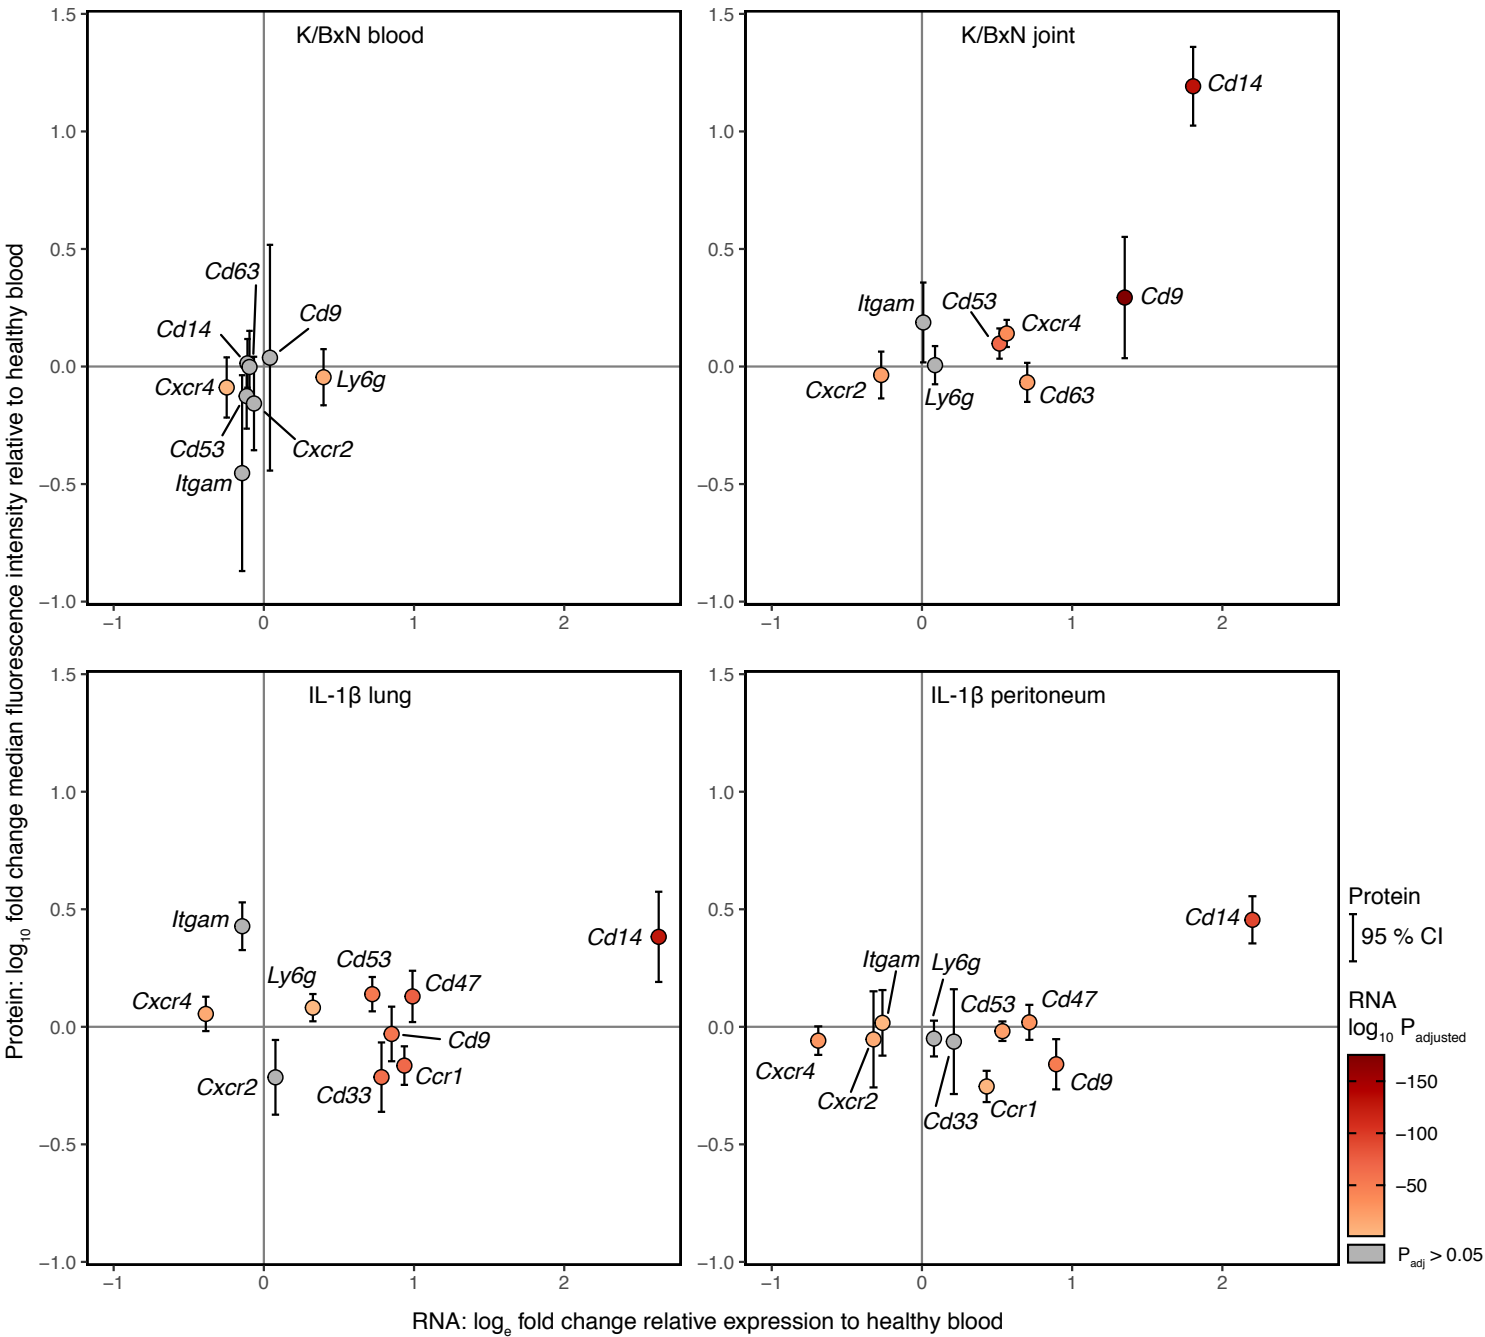

**Supplementary Figure 11 | Gene and protein expression changes in inflammation.** Neutrophils in healthy tissues and models of experimental inflammation were stained with antibodies directed against proteins differentially expressed between healthy and inflamed neutrophils (Fig. 7). Protein expression represent the average of 5 mice (4 in peritonitis) per condition. The  $\log_2$  fold change compared to healthy peripheral blood for RNA and  $\log_{10}$  protein expression (mean fluorescence intensity) is shown. Vertical error bars indicate the 95 % confidence interval for protein change.

# Supplementary material for: The neutrotime transcriptional signature defines a single continuum of neutrophils across biological compartments
**Source:** Nat Commun. 2021 May 17;12:2856. doi: 10.1038/s41467-021-22973-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: A table containing differentially expressed genes in murine neutrophils across the tested inflammatory conditions.

File Name: Supplementary Data 2

Description: A table containing microarray gene expression data for 249 ImmGen cell populations used to assign single cells to reference populations. Data obtained from [www.immgen.org](http://www.immgen.org).

File Name: Supplementary Data 3

Description: A table containing gene expression changes (fold change) in immune lineages 2 hours after subcutaneous injection of 10,000 IU IFN $\alpha$  in mice.

Data obtained from reference 35: Mostafavi, S. et al. Parsing the Interferon Transcriptional Network and Its Disease Associations. *Cell* 164, 564–578 (2016).

File Name: Supplementary Data 4

Description: Table containing murine and human ortholog genes and Spearman correlation values for each gene with the neutrotime signature.

How the deposited data were processed for this re-analysis (not part of the article)

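Healthy neutrophils came from blood, bone marrow and spleen, with 1 library per tissue in each of 2 runs, and the inflammation experiment is 1 library of 5 conditions marked by hashtag oligomers. Each library or condition holds cells pooled from 3 mice by the paper's methods. The authors aligned the reads to mm10 and made the UMI counts per gene symbol and cell barcode with Cell Ranger, in versions 1.2.0 for run 1, 2.1.0 for run 2 and 3.0.2 for the inflammation library. The counts were deposited before the authors' cell type assignment and cell filters. The counts of the inflammation library cover only the 4856 cells that the authors called hashtag singlets. Their table of cells gives the hashtag condition and the ImmGen cell type of each. All 4856 cells of the counts were found in that table.

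The deposited libraries held 7578 to 8657 detected genes in blood and bone marrow of run 1, 7346 in its spleen, 12311 to 14162 in run 2, and 13726 in the inflammation library. After the filters, the neutrophil-like cells of a healthy library summed to 1348278 and 3365447 UMIs in blood (runs 1 and 2), 3621359 and 8315483 in bone marrow, and 2657065 and 1849329 in spleen. With these sums and 2 libraries per tissue, simulated changes of 2-fold were found in 4.12% to 12.4% of cases and those of 4-fold in 63.2% to 78.9%, so that a gene without a call is not shown to be unchanged.

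Cell types were assigned in each healthy run by Leiden clusters of all cells (resolution 2.0, 15 neighbours, 30 principal components, 2000 variable genes) and fixed lists of markers. A cluster took the name of the type whose markers had a UMI in the largest mean share of its cells, when at least 3 of them were seen in 10% of its cells. It was left unnamed when markers of another type were more frequent among its 10 leading genes. Names are given as neutrophil-like, B-cell-like and so on. The neutrophil list was S100a8, S100a9, Csf3r, Retnlg, Mmp8, Mmp9, Ngp, Camp, Ltf, Lcn2, Cxcr2, Il1b, Ly6g, Wfdc21 and Pglyrp1. The preNeu list was Cebpe, Chil3, Fcnb, Elane, Mpo, Prtn3, Ctsg, Ms4a3, Serpinb1a, Gfi1, Tuba1b, Hmgn2, Ptma, Npm1 and Ran. The monocyte or macrophage list was Csf1r, Ly6c2, Ccr2, Fcgr1, Adgre1, C1qa, C1qb, C1qc, Ms4a6c, F13a1 and Cx3cr1, and the B-cell list included Cd79a, Cd79b, Ms4a1, Ighm, Ighd, Ebf1, Vpreb3 and Iglc2. Lists for T cells, NK cells, erythroid cells and other types were used in the same way. This kept 3754 neutrophil-like cells of run 1 and 9168 of run 2. Cells of the inflammation library were not clustered for this. Its 4852 neutrophil-like cells are those that the authors assigned to an ImmGen granulocyte population, so their number is not independent of the paper. Cells of other types served only as a measure of free RNA.

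Cells with more than 5% of UMIs from mitochondrial genes (46 cells) and cells outside the 1st to 99th percentile of genes per cell, over all 3 datasets, were left out, which kept 3584, 9041 and 4750 cells. No doublet caller was run on healthy cells. Doublets with other cell types were addressed by leaving out clusters of those types, doublets of neutrophils only by the upper limit on genes, and hashtag doublets had been left out by the authors. Cells were not corrected for free RNA. Where shares of cells with a UMI, genes per cell or cell scores were compared, each cell was thinned at random to 500 UMIs in healthy tissues and to 1000 in the inflammation library, and cells with fewer were left out.

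Healthy runs were integrated by canonical correlation with Seurat 5.3.0 and SeuratObject 5.2.0 in R 4.3.3 over 2898 genes (16704 anchors), after normalization with sctransform 0.4.2, which gave 2218 and 3259 variable genes in runs 1 and 2. Cell cycle scores were computed with scran 1.30.0, and 5 cells received none and were left out of this step. Populations were Leiden clusters (leidenalg 0.10.2) on 20 principal components with 20 neighbours at a resolution of 0.08, the lowest of those tried that gave at least 4 clusters. These components left out 20 cell cycle and haemoglobin genes, which the ordering kept. Where the level of a gene was compared between populations, the clusters were made without the genes compared. Neutrotime was computed from a diffusion map (30 neighbours, 20 components) by the steps of the paper's methods and scaled from 0 to 1. The dip test and the principal curve were not computed. For the score called neutrotime-S in the paper, genes were limited by their correlation with neutrotime (above 0.2 for rising and falling genes, within 0.1 for stable genes), a mean expression of at least 0.1 and a Moran's I of at least 0.2. Moran's I was computed on a graph of 25 neighbours in the principal components, not on a Monocle embedding. The stable set that results holds 5 genes, far fewer than the paper's, and values of the score rest on it.

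Tissues were compared on counts summed per library with edgeR 4.0.16, by its quasi-likelihood test with TMM factors, its filter on low counts and the run as a block, and genes were called at an FDR of 0.05. Cells were never taken as replicates. The block was checked by correlating, across 7482 genes, how far the samples of a run lay from their tissue means. Pearson correlations were 0.607 for blood and bone marrow, 0.569 for blood and spleen and 0.662 for bone marrow and spleen, so that tissues of a run moved together. The same sums were also tested with DESeq2 1.42.0. Genes were named by a fixed rule. It takes every gene the paper names and, for tissues, the 5 genes with the largest fold change in each direction with at least 50.0 CPM and the same direction in both runs. Along neutrotime it takes the 5 highest and 5 lowest correlations. Single values per sample were compared by exact permutation. Groups of 2 samples are too small for counting other splits of the samples.

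For the inflammation library, counts of neutrophil-like cells were summed per condition. No test was made, because each condition is 1 pool of mice and all conditions share 1 library. Log2 ratios used 0.5 CPM on each side, and the rule for naming genes took the 5 largest ratios in each direction with at least 100 UMIs over both conditions and 10 in the higher one. Distances between conditions were taken after thinning the sums to 939662 UMIs, with 20 pairs of draws for the noise.

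The procedures were tested on simulated data. In the comparison of bone marrow and blood, 41.6% of 190 changed genes were found, each in the right direction, and 6 of the unchanged genes were called. For inflammation, 95.5% to 96.5% of intervals held the true ratio, and TMM moved ratios by 0.0472 to 0.0715 where no shift had been put in. Those counts were drawn as Poisson counts, which the intervals assume. The coverage thus checks the computation only and does not cover spread between cells or mice. For correlations with neutrotime, 73.5% of 200 changed genes passed 0.25 in size, all in the right direction, and 0 unchanged genes passed above and 1 below.

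Some choices were made after the data had been seen. They are the resolution of the cell type clusters, the rule that leaves a cluster unnamed, the limit of 25% of cells for a gene to count among the top genes of a cluster, the resolutions tried for populations, and the counting of correlated genes over the integrated genes. The alternatives chosen after seeing the data are ranks in place of the neutrotime scale for the most mature cells, clusters per run with and without the upper limit on genes, clusters without the genes compared, correlations of all genes in 10 cells, stable genes with no limit on Moran's I, and principal components of all 3 runs. The marker lists, the rule for naming genes and all other alternatives were set before the data were examined. Those alternatives cover normalization, filters on genes and cells, the block, each library left out in turn, integration, the ordering, thinning, scaling and the pseudocount.

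Gene positions were taken from GENCODE mouse release 21 on GRCm38. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0 and matplotlib 3.10.9. Human data, flow cytometry, RNA velocity, microarrays, transcription factor activity and gene set tests were not analysed here. A supplementary gene list that was held only in part was not used here. Some items are not reported here.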

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

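Most tests in this part were chosen after the result was seen. The exception is the comparison of monocyte or macrophage markers in joint cells, which was set before its result.

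Platelet genes appeared in blood neutrophil-like cells, a signal that the paper does not report on. Pf4 (chromosome 5, 90772435 to 90773383) stood at 74.9 CPM in blood of run 2 (252 UMIs, 95% Poisson interval 65.9 to 84.7) and 46.7 CPM in blood of run 1, but at 0 and 0.842 CPM in bone marrow and 0 in both spleens. Free platelet RNA spread evenly over droplets would put Pf4 and Ppbp on the same cell no more often than chance. In cells thinned to 500 UMIs both were seen together in 29 cells against 3.89 after shuffling within samples, a ratio of 7.46, which argues against it. Of these cells 26 came from blood of run 2 and 3 from blood of run 1. Other cells of the same libraries carried Pf4 too, with 15.6 CPM in B-cell-like cells (3 UMIs) and 42.0 CPM in erythroid-like cells of run 2, and 77.0 CPM in NK-cell-like cells of run 1. The signal is thus not restricted to neutrophil-like cells. Platelets attached to cells or caught in the same droplet could account for UMIs on few cells, and expression in neutrophils is not excluded. Blood itself differs from bone marrow and spleen in its cells, so these explanations stay open.

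Interferon-response genes fell on few cells of the arthritic joint. With each cell at 1000 UMIs, 9.51% of joint cells (254 of 2671) had at least 3 of Ifit1, Ifit3, Isg15 and Ifitm3, against 0.565% in healthy blood, 1.65% in arthritic blood, 0.350% in lung and 2.60% in peritoneum of the same library. In joint, 78.6 such cells arose on average when genes were shuffled, a ratio of 3.23, which argues against free RNA spread evenly over droplets. The ratio was 3.80 in peritoneum, 3.61 in arthritic blood, 3.57 in healthy blood and 1.48 in lung, from 6, 11, 2 and 1 cells. Joint was thus set apart by the share of such cells and not by this ratio. RNA of monocytes or macrophages in the same droplets was weighed by their markers. The share of marker UMIs was 2.99 times higher in joint cells with at least 3 of the genes than in other joint cells. This met the limit of 2 times set before the result was seen. A look at single markers, made afterwards, argues against whole monocytes as the source. The rise was carried by Ly6c2 (563 against 124 CPM) and Fcgr1 (84.3 against 0.339 CPM), while Csf1r was at 70.8 against 78.9 CPM, a ratio of 0.897, and Adgre1 at 23.6 against 32.5 CPM. Cx3cr1 rose too (7.87 against 2.04 CPM), on 7 UMIs in 3 cells. Ccr2, C1qa, C1qb, C1qc, Ms4a6c and F13a1 were lower, each with 0 or 1 UMI in the cells with interferon genes. The counts behind single markers are low. A candidate explanation is that some joint neutrophils respond to interferon. It rests on 1 pool of mice, and joint differs from the other conditions in site, trigger and time, so which of these matters was not tested.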

How the results depend on the processing

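The alternatives ranks in place of the neutrotime scale, no upper limit on genes, all genes in 10 cells, and stable genes with no limit on Moran's I were chosen after the results were seen. Of the alternative values for main results, 118 stayed within their limits, 88 moved beyond them and 1 changed sign. For single genes named in the text 1039 stayed, 292 moved, 14 came to pass the test, 64 no longer passed it and 20 changed sign. Under the alternatives run for each, the median neutrotime rank of blood exceeded that of bone marrow by 40.2 to 56.3 points, and blood also stayed above spleen in the mean of the runs. G2M genes made up 1.13% to 1.51% of UMIs in preNeu-like cells, neutrotime-S and neutrotime correlated at 0.794 to 0.901, the correlation between runs stayed at 0.900 to 0.909 in blood and 0.925 to 0.935 in bone marrow, and 38 to 39 of 39 ratios of shared inflammation genes kept their direction. Fits of the most mature cells with all cell types kept, with no cell filter and with the paper's limits on genes were not run.

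Counts of genes that differ between tissues depended most on the settings. Without the run as a block, bone marrow and blood differed in 1 gene, both in all cells and in cells above 0.5 on the neutrotime scale. The other comparisons of tissues gave 0 genes by edgeR without it. At an unadjusted p under 0.05 there were 371 genes for spleen and blood and 515 for bone marrow and spleen in all cells, and 216 and 471 in cells above 0.5. The block thus decides nearly all calls. With all cell types kept, the 3 comparisons gave 0 genes each by edgeR, with 1126, 683 and 476 genes at an unadjusted p under 0.05. That setting compares the mixture of cell types as well. DESeq2 with the main cells gave 14 genes for spleen and blood, 223 for bone marrow and spleen, and 189 for the latter in cells above 0.5. Its size factors in edgeR left 3 genes for spleen and blood in cells above 0.5. Without the filter on low counts spleen and blood differed in 23 genes, bone marrow and spleen in 264, and the latter in 140.0 in cells above 0.5. Without the cell filter bone marrow and spleen differed in 219 genes. Taking the upper ranks in place of cells above 0.5 gave 114 genes for bone marrow and blood, 35 for spleen and blood, and 96 for bone marrow and spleen. That choice leaves only 46 and 55 bone marrow cells. The cause of the other changes was not tested.

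With each library left out in turn, the count for bone marrow and blood ranged from 104 (without blood of run 2) to 2576 (without spleen of run 2). That for spleen and blood ranged from 0 (without blood of run 2, with 612 at an unadjusted p under 0.05) to 824 (without spleen of run 2), and that for bone marrow and spleen from 22 (without blood of run 2) to 1091 (without spleen of run 1). In cells above 0.5 the ranges were 0 (without bone marrow of run 2, with 982 at an unadjusted p under 0.05) to 2021 (without spleen of run 2), 0 (without blood of run 1, with 116) to 276 (without spleen of run 2), and 0 (without blood of run 1 or either bone marrow, with 360 to 1022) to 1004 (without spleen of run 1), in the same order. There DESeq2 on all libraries gave 829, 4 and 189. A lone sample is assumed to vary like the other groups in these fits. The cause was not tested.

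The gap in median neutrotime rank between blood and bone marrow, 48.5 points, was 52.1 with no integration, 51.3 with 10 principal components, 45.9 without cell cycle and haemoglobin genes, 40.2 with dataset 1 alone and 56.3 with dataset 2 alone, and 46.4 to 50.5 with single libraries left out. The share of preNeu-like cells in bone marrow, 3.33%, was 2.002% with no integration and 5.59% with no upper limit on genes, which removes such cells. The difference of the most mature population between blood and bone marrow, 75.2 points, was 10.8 with finer clusters, which split that population, and 86.5 with no integration. Within samples 39 genes rose and 24 fell with neutrotime. At 500 UMIs 22 fell, and among all genes in 10 cells 232 fell, a larger set by construction. The correlation between runs in spleen was 0.813 with all cell types kept.

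Differences in neutrotime-S from healthy blood (arthritic blood, joint, lung, peritoneum) were -1.55, -1.29, -1.10 and -0.96. With cells thinned to 1000 UMIs they were -1.41, -0.711, -0.780 and -0.711, with no cell filter -1.56, -1.31, -1.14 and -0.964, without the logarithm -5.0, -7.06, -1.94 and -1.64, and with a correlation limit of 0.3 -1.54, -1.30, -1.07 and -0.930. These are differences of means. Without the logarithm, medians over cells placed lung (6.72) and peritoneum (5.75) above healthy blood (4.86). Arthritic blood (3.02) and joint (4.51) stayed below it. With no limit on Moran's I the differences of means were -0.0226, 0.00143, -0.0223 and -0.0259, with joint now above healthy blood. That set thinned to 1000 UMIs gave -0.00258, -0.00642, -0.0332 and -0.0625. The cause was not tested.

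Among single genes, the correlation of Retnlg with neutrotime turned to 0.0621 within samples, those of Mmp9 and Mcemp1, which were weaker than -0.25 and are not counted above, to 0.0852 and 0.0164, and that of Hbb-bs to -0.0549 in dataset 1 alone and -0.00809 within samples. The log2 fold change of Hbb-bs between bone marrow and spleen, 1.92, turned to -0.85 without bone marrow of run 1 and ranged up to 3.39 with other libraries left out. TMM and median-ratio factors raise all ratios to healthy blood, which turned small decreases. In joint Zfp36l2 turned to 0.47 (TMM) and 0.37 (median ratio), Lyz2 to 0.13 and 0.0276, and Cxcr2 to 0.0718 with TMM. In lung Atf3 turned to 0.29 and 0.38, and Cxcr4 to 0.0633 with the median ratio. In peritoneum F630028O10Rik turned to 0.0553 and 0.16, Lyz2 to 0.76 and 0.87, and Cxcr2 to 0.38 and 0.48, and with the median ratio alone Tmsb4x turned to 0.0411 and Lst1 to 0.0436. Other ratios turned that are not counted above. Fos turned to 0.76 and 0.85 in lung, F630028O10Rik to 0.84 and 0.93 in lung, and Cd63 to 0.64 and 0.75 in peritoneum, each from a decrease whose interval included 0. Itgam turned to 0.70 and 0.79 in lung and to 0.42 and 0.53 in peritoneum, and Cxcr2 to 0.30 and 0.29 in arthritic blood.

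Depth limits what the counts can show. In simulated data, 2-fold changes were found in 4.12% of genes between spleen and blood, so that few calls there do not mean few differences. In peritoneum, the shallowest condition, sums of 939662 UMIs leave genes under a few CPM open.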

Differences from the paper's values

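The paper counts 66 genes with a correlation below -0.25 with neutrotime, and 38 were found here among the integrated genes. Of the alternatives set before the data were examined, ordering dataset 1 alone gave 45, which is within the range taken as no difference. The others did not close the gap. The first diffusion component gave 38, the first principal component 37, no integration 39, 10 principal components 38, 100 neighbours 38, leaving out cell cycle and haemoglobin genes 38, dataset 2 alone 38, correlations within samples 24 and thinning to 500 UMIs 22. Correlating all genes in 10 cells, chosen after seeing the values, gave 232.

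For the stable genes of neutrotime-S the paper gives 141 genes and 5 were found here, with 3 to 10 under the alternatives set before the data were examined, none of which closed the gap. With no limit on Moran's I, chosen after seeing the values, there were 338.

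The mean neutrotime-S is 0.639 ± 0.003 in healthy blood, 0.585 ± 0.003 in arthritic blood, 0.647 ± 0.001 in joint, 0.611 ± 0.005 in lung and 0.584 ± 0.005 in peritoneum in the paper, with an SEM over cells. Here the means were 7.91, 6.36, 6.62, 6.81 and 6.95. The paper's errors take cells as replicates, whereas each condition is 1 pool of mice. The gap was present under every alternative set before the data were examined. With 338 stable genes, chosen after seeing the values, the means were 0.356, 0.333, 0.357, 0.333 and 0.330, still different, with the conditions in the paper's order. With the same set and cells thinned to 1000 UMIs, also chosen after seeing the values, they were 0.510, 0.507, 0.503, 0.476 and 0.447, which count as no difference for all 5 conditions although their order is not the paper's.

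Spearman correlations of mean expression between runs are 0.863 for blood, 0.878 for bone marrow and 0.849 for spleen in the paper. They were 0.905, 0.935 and 0.885 here. Both alternatives set before the data were examined differ from the paper as well. With genes in 5 cells they were 0.900, 0.934 and 0.886, and with all cell types kept 0.909, 0.925 and 0.813.

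Counts and shares within 1.5 times the paper's value, or no further from it than the larger error, are taken as no difference. Some values go beyond that range only under an alternative. With all cell types kept, spleen held 5382 cells against 3183 in the paper. Without integration 0.536% of spleen cells were preNeu-like against 1.01% in the paper. The paper counts 48 genes with a correlation above 0.25, against 72 here, 87 with dataset 1 alone and 88 with all genes in 10 cells, the last chosen after seeing the values.

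Some statements in the paper differ in direction or in degree from values found here. The paper lists Mmp9 with the genes of its least mature population, and Mmp9 was lowest in preNeu-like cells here, at 285 CPM. The paper places joint above healthy blood on neutrotime-S, and joint was lower here by -1.29. It describes Hmgb2 as mostly restricted to blood neutrophils. Hmgb2 was lower in joint than in blood here too, but joint cells still held 698 CPM. It describes Ly6g as nearly absent from blood, and blood held 402 and 152 CPM in runs 1 and 2. It names F630028O10Rik as lower in joint alone, and the log2 ratio in peritoneum was -0.87 in CPM, although 0.06 on the TMM scale. It names Lst1 as lower in lung but not in peritoneum, where the log2 ratio was -0.99 in CPM and -0.06 on the TMM scale. It describes the least mature population as having more genes per cell. This held without thinning, and at 500 UMIs per cell preNeu-like bone marrow cells held a median of 189 and 207 genes against 184 and 196 in other bone marrow cells. Against cells of blood other than preNeu-like ones, which held 265 and 267, the order was the reverse. The paper's counts of genes between inflamed conditions come from tests that took cells as replicates, and no such test was made here.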

Other observations

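Tests in this part were chosen after the result was seen, except those of Ly6d in T-cell-like cells and of monocyte markers and UMIs per cell in cells with interferon genes, which were set before their results, apart from the comparison of those markers within bins.

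Hbb-bs in blood of run 2 lay at a level that differed strongly from blood of run 1. If free RNA of erythrocytes were its source, other cell types of the library would carry it at a similar level. B-cell-like cells had 3.07 times the CPM of neutrophil-like cells, which is outside the range of 2 times written for this test, and in the direction of more. Per cell, which was looked at afterwards, the median was 8 UMIs in B-cell-like and 6 in neutrophil-like cells, a ratio of 1.33, against 839.5 UMIs in erythroid-like cells. These values are consistent with free RNA. Transcription of Hbb-bs in a part of the neutrophils was not separated from it.

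Ly6d was the only gene that edgeR called as higher in spleen than in blood in all neutrophil-like cells. In spleen of run 2 it was at 53.0 CPM in neutrophil-like cells and 27.7 CPM in T-cell-like cells, a ratio of 1.91, and at 1.84% of its level in B-cell-like cells. The median over the B-cell markers was 1.92%. The values suggest free RNA of B cells as the source in that library. In spleen of run 1 Ly6d was seen with 28 UMIs in 2 cells, and no source was tested there.

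Joint detection of interferon genes in healthy tissues was also tested against technical sources. Cells with at least 3 of Ifit1, Ifit3, Isg15 and Ifitm3 were 4.09 times as frequent as after shuffling, which argues against free RNA spread evenly over droplets. Their share of monocyte marker UMIs was 0.916 times that of other cells of their sample, from 0.625 in spleen of run 1 to 1.54 in blood of run 2. That ratio does not allow for neutrotime, and Ly6c2, the most abundant of these markers, fell with neutrotime, at a correlation of -0.670. Against the UMIs expected from other cells of the same sample and bin of neutrotime rank, the ratio was 1.09 (95% Poisson interval 0.919 to 1.28) for all markers and 0.886 (0.578 to 1.30) without Ly6c2, from 26 UMIs. Both intervals lie below the limit of 2 times set for this test, which argues against monocyte RNA as the main source, while a small part is not excluded, nor is a larger one in single samples. Their median UMIs were 1.03 times those of other cells of the same sample and bin, which argues against pairs of neutrophils in 1 droplet. A response to interferon in some cells may remain as an explanation, which was found and tested on the same cells.

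Spleen of run 2 held fewer early cells than spleen of run 1. In CPM, Ngp in run 1 was at 6.04 times its level in run 2, Camp at 6.04, Ltf at 5.40, Ly6g at 4.93, Lcn2 at 3.94 and Chil3 at 3.20 times. On edgeR's TMM scale Ngp was at 7.50 times. Fewer UMIs per cell in run 2 would leave CPM alike, so depth alone does not account for it. Dilution by lymphocyte RNA would need 68.8% to 83.4% of the counts, whereas B-cell markers in neutrophil-like cells of spleen of run 2 stood at a median of 1.92% of their level in B-cell-like cells. What stays open is the age of the mice, 6 weeks in run 1 and 8 weeks in run 2, and any other difference between the runs, which cannot be told apart with 1 spleen per run.

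The upper limit on genes per cell removed mainly cells like the preNeu-like ones. Of 109 healthy cells removed, 105 (96.3%) fell in a preNeu-like cluster when each run was clustered without the limit. In bone marrow, G2M genes made up 0.972% and 1.41% of UMIs in removed cells and 0.961% and 1.45% in kept preNeu-like cells (runs 1 and 2). Doublets of an early and a late neutrophil could be removed by this limit, and would carry late genes. The share of late genes was 0.0198% and 0.0171% in removed cells against 0.0197% and 0.0138% in kept ones, a ratio of 1.24 at most, while other bone marrow cells stood at 0.182% and 0.250%. This argues against such doublets as the main part. Pairs of preNeu-like cells stay open, since removed cells had median UMIs of 11131 and 10152 against 7636 and 7358.5.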
